# Global translational impacts of the loss of the tRNA modification t^6^A in yeast

**DOI:** 10.15698/mic2016.01.473

**Published:** 2015-12-18

**Authors:** Patrick C. Thiaville, Rachel Legendre, Diego Rojas-Benítez, Agnès Baudin-Baillieu, Isabelle Hatin, Guilhem Chalancon, Alvaro Glavic, Olivier Namy, Valérie de Crécy-Lagard

**Keywords:** t6A, tRNA, ribosome profiling, translation, modified nucleosides

## Abstract

The universal tRNA modification t^6^A is found at position 37 of nearly all tRNAs decoding ANN codons. The absence of t^6^A_37_ leads to severe growth defects in baker’s yeast, phenotypes similar to those caused by defects in mcm^5^s^2^U_34_ synthesis. Mutants in mcm^5^s^2^U_34_ can be suppressed by overexpression of tRNA^Lys^_UUU_, but we show t^6^A phenotypes could not be suppressed by expressing any individual ANN decoding tRNA, and t^6^A and mcm^5^s^2^U are not determinants for each other’s formation. Our results suggest that t^6^A deficiency, like mcm^5^s^2^U deficiency, leads to protein folding defects, and show that the absence of t^6^A led to stress sensitivities (heat, ethanol, salt) and sensitivity to TOR pathway inhibitors. Additionally, L-homoserine suppressed the slow growth phenotype seen in t^6^A-deficient strains, and proteins aggregates and Advanced Glycation End-products (AGEs) were increased in the mutants. The global consequences on translation caused by t^6^A absence were examined by ribosome profiling. Interestingly, the absence of t^6^A did not lead to global translation defects, but did increase translation initiation at upstream non-AUG codons and increased frame-shifting in specific genes. Analysis of codon occupancy rates suggests that one of the major roles of t^6^A is to homogenize the process of elongation by slowing the elongation rate at codons decoded by high abundance tRNAs and I_34_:C_3_ pairs while increasing the elongation rate of rare tRNAs and G_34_:U_3_ pairs. This work reveals that the consequences of t^6^A absence are complex and multilayered and has set the stage to elucidate the molecular basis of the observed phenotypes.

## INTRODUCTION

Modifications of the anticodon stem loop (ASL) of transfer RNA (tRNA) are critical for translational speed and accuracy. As the genetic code is degenerate, most tRNAs decode several codons 1. Nucleoside modifications ensure that the decoding process is stringent enough to discriminate between closely-related codons and yet relaxed enough to allow decoding of more than one codon 2,3. Different organisms use distinct but convergent strategies to optimize speed and accuracy of decoding by modifying specific tRNAs, predominantly at position 34 (the wobble base) and at position 37 (the dangling base) of the ASL (Figure 1A) 2,3. Modifications at position 34, such as ncm^5^U_34_ (5-carbamoylmethyluridine) or I_34_ (inosine) can expand decoding capacity, thereby allowing one tRNA to decode three synonymous codons 2,3,4. Likewise, most modifications at position 37 are critical for decoding, and their role can be complex. For example, i^6^A_37_ (N6-isopentenyladenosine) promotes decoding activity and increases fidelity of tRNA^Cys^_GCA_ at its cognate codon, but also increases the misreading rate of tRNA^Tyr^_GUA_ at the near-cognate UGC codon, which makes the effects of this modification on protein expression difficult to disentangle 5. In fact, the exact *in vivo* contributions of many ASL modifications to translational robustness are still poorly understood 6.

**Figure 1:**
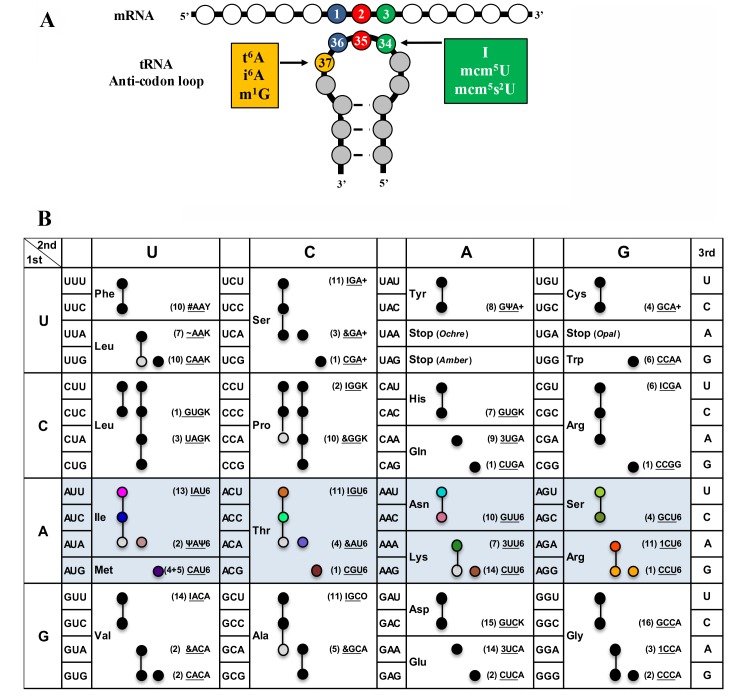
FIGURE 1: (A) Complex modifications found in the anticodon stem loop (ASL) of tRNA. (B) Codon table with decoding tRNAs, based on Johansson *et al*. 47. Blue highlighted cells are decoded by t^6^A modified tRNAs in *S. cerevisiae*. In parenthesis is the number of genomic copies of that tRNA followed by the anticodon (underlined) and base at position 37. Black, grey, and colored circles indicate a codon decoded by that tRNA predicted by the wobble hypothesis, with grey indicating a tRNA less likely to decode that codon, and colors are matching those in Figure 6 and 7. For AUG, four genes code for tRNA^iMet^, and five code for tRNA^eMet^. Modification symbols are from Modomics 44. Ψ – pseudouridine, & - ncm^5^U, I – inosine, 3 – mcm^5^s^2^U, 1 – mcm^5^U, # – Gm, ~ – ncm^5^Um, Y – wybutosine, K – m^1^G, 6 – t^6^A, + – i^6^A, and O – 1-methylinosine.

Codon usage bias allows for fine-tuning of translation by ASL modifications. Codon choice (which codon in a synonymous set is used to encode a given amino acid) affects gene expression levels, protein production, accuracy, protein folding 7,8,9,10, and can even be used to predict gene function 11. Codon usage bias is not only driven by neutral processes such as mutation biases or GC%, but is also molded by selection 9,12. Although translation speed is a strong driving force of codon usage 9, the avoidance of codons with higher propensity for protein synthesis errors leading to misfolding is also an important factor in codon selection 13,14. ASL modifications play key roles in both these processes 6,7. In addition, systems level approaches integrating proteomics, codon usage, and modification profiling 15 have recently shown that tRNA modifications can modulate the expression of specific genes including stress-responsive genes 16,17. These tRNA modification tunable transcripts (MoTTs) respond to the proportion of modified tRNAs and regulate translation in response to cellular stress 18. 

Threonyl-carbamoyl-adenosine (t^6^A) is a complex universal modification found at position 37 of nearly all ANN decoding tRNAs, as shown in Figure 1B (for an in depth review of t^6^A synthesis in all domains of life, see Thiaville *et al.* 19). t^6^A is formed in a two-step mechanism, where, in the cytoplasm of eukaryotes, the threonyl-carbamoyl-AMP (TC-AMP) intermediate is produced by Tcs1 or Tcs2 (previously named YrdC and Sua5, respectively) 20,21,22. TC-AMP is placed on tRNA by the threonyl-carbamoyl transferase complex (TCTC, previously referred to as KEOPS or EKC complex) made up of Tcs3 (Kae1), Tcs5 (Bud32), Tcs6 (Pcc1), and Tcs7 (Cgi121), whereas fungi have an additional member Tcs8 (Gon7)] 23,24,25. Yeast mitochondria use a minimum synthesis system to produce t^6^A-modified tRNAs, consisting of a mitochondrial-targeted Tcs2 and Tcs4 (Qri7) 26,27. 

In yeast, the absence of t^6^A synthesis enzymes has been linked to many phenotypes including telomere shortening 28,29, transcription regulation defects 30, and respiration deficiency 31,32,33. The molecular basis for these pleiotropic phenotypes is far from understood, although it is expected that they should relate to translational defects in absence of t^6^A. In addition to the aberrant mis-initiation observed in the *TCS2* mutant when the gene was discovered 34, the deletion of the *TCS2* and *TCS3* results in an increase in +1 and -1 frameshifts, as well as to mis-initiation at CUG codons of specific reporter genes 20,23. Further studies linked loss of *TCS2* with increases in leaky scanning bypass of start codons, +1 frameshifts, read-through of UAG, UAA, and UGA stop codons, and an increase in internal ribosome entry site translation (IRES-dependent initiation of translation) 33. Polysome profiles of *TCS2*-depleted strains (P_TET_::*TCS2*, this strain requires doxycycline for expression of *TCS2*) revealed abnormal ribosome assembly, which could not be rescued by over-expressing the ternary complex (TC; eIF2α, -β, -γ, and Met-tRNA^iMet^), contrary to previously reported cases of ribosome assembly defects caused by inhibition of other tRNA modifications 33. Similarly, the over-expression of either TC or tRNA^iMet^ (*IMT4*) did not rescue the slow-growth phenotype in absence of t^6^A 33. However, depletion of *TCS2* leads to increased levels of the transcriptional activator *GCN4*, although in a non-canonical manner (Gcd^–^ phenotype) 33. *GCN4* is a positive regulator of genes expressed during amino-acid starvation, and is dependent on eIF2α phosphorylation by Gcn2, which monitors uncharged tRNAs 35,36. Over-expression of tRNA^iMet^ or deletion of *GCN2* did not reduce the high levels of *GCN4* in a *TCS2*-depletion background 33. Paradoxically, *GCN4* induction in the *TCS2*-depleted strain was independent of Gcn2 phosphorylation 33. In yeast, Gcn4 is also regulated at the translational level by four upstream open reading frames (uORFs), where the scanning ribosome initiates translation at the first AUG in the uORF leading to bypass of initiation at the AUG of the downstream ORFs 37. *TCS2*-depletion led to increased translation of the main ORF (*GCN4*) by bypassing the regulatory uORFs 33. Over-expression of TC or tRNA^iMet^ did not reduce the leaky scanning seen in *TCS2*-depletion 33. Interestingly, mutations of Tcs3, Tcs5, and Tcs8 in yeast also increased *GCN4* translation 38.

Evidence has emerged that some tRNA modifications can act as determinants of subsequent tRNA modification enzymes. Recently, the requirements of 2’-*O*-methylation of C_32_ and N_34_ has been linked to efficient wybutosine formation at m^1^G_37_ of tRNA^Phe^, a circuitry conserved from yeast to man 39,40,41. Additionally, in bacteria, presence of the t^6^A modification increases the efficiency of formation of the essential modification lysidine at U_34_ of tRNA^Ile^_CAU_, and t^6^A is required for the charging of tRNA^Ile^ by IleRS 42,43. In yeast, parallels can also be made between t^6^A and 5-methoxycarbonylmethyliouridine (mcm^5^U) and its thiolated derivative (mcm^5^s^2^U) found at position 34 of several tRNAs. Both t^6^A and mcm^5^s^2^U modify tRNA^Lys^_UUU,_ and mcm^5^U and t^6^A are found on tRNA^Arg^_UCU_ 44. Trm9 and Elp1-6 (Elongator complex) synthesise the mcm^5^ moiety, and the Ncs2/Ncs6 enzymes are responsible for thiolation 45,46. Deficiencies in mcm^5^s^2^U synthesis lead to slow growth, the inability to grow on non-fermentable carbon sources, and telomere shortening 45,47,48,49,50,51, which are similar to phenotypes seen in t^6^A biosynthesis mutants 20,23,29,33,34,38,52,53. Over-expression of a single tRNA, tRNA^Lys^_UUU_, suppresses all of the mcm^5^s^2^U phenotypes, and additional data suggest that mcm^5^s^2^U acts as a codon-dependent regulator of translation 52,53. Why elimination of mcm^5^s^2^U or t^6^A lead to similar phenotypes is unknown 2. One possibility is that the modification of A_37_ to t^6^A is required for the formation of the x^5^s^2^U derivatives, or vice versa, which has never been explored to date. 

Recently, both mcm^5^s^2^U and t^6^A have been associated to alterations of two central cell regulatory systems; the General Amino Acid Control system (GAAC) through activation of *GCN4* 38,54, which regulates > 1500 genes in response to nutritional cues 35, and Target of Rapamycin Complex (TORC), through alterations in Tor kinase activity 55,56,57,58 (reviewed in Thiaville and de Crécy-Lagard 59). Modulating the levels of t^6^A in *Drosophila* through expression of an unmodifiable tRNA^iMet^ or overexpression of *TCS3* led to alterations of Tor activity and changes in whole organism growth 56. Additionally, knock-down of Tcs3 (Kae1) or Tcs5 (Bud32) in *Drosophila* larvae activated the Unfolded Protein Response (UPR) 55. 

Recent ribosome profiling studies of mutations in the mcm^5^s^2^U pathway (*ncs6*∆ and *uba4*∆) grown under nutrient-depleted conditions revealed pausing and accumulation of ribosomes at GAA, AAA, and CAA codons 54. Follow up studies also found codon-specific ribosome pausing in the absence of mcm^5^s^2^U (*ncs2*∆*elp6*∆), even in the absence of stress 60. Hypo-modified tRNAs cause slower decoding at GAA, AAA, and CAA codons that led to protein misfolding and aggregation of essential proteins, which prevent the cell from maintaining protein homeostasis during stressful events 60. 

In this study, we sought to uncover the translational defects seen in a t^6^A deficient strain and to determine if there is a relationship between mcm^5^s^2^U and t^6^A. So far, the links between t^6^A and translation fidelity have been based on single gene reporters. Here, we sought to assess the functional impact of t^6^A at the genome scale, by combining genome-wide ribosome profiling and bioinformatics tools to catalogue all translational ambiguities in *tcs2*∆ and investigate the differential effects of t^6^A on distinct tRNAs. 

## RESULTS

### mcm^5^s^2^U_34_ or t^6^A_37_ are not determinants for each other’s synthesis

The similarity of the phenotypes observed in strains deficient in mcm^5^s^2^U and t^6^A synthesis suggests that one of the modifications could be required for the synthesis of the other. To test this hypothesis, tRNAs from wild type (BY4741), mcm^5^s^2^U-deficient yeast strains (*elp3*∆, *trm9*∆, *ncs2*∆, and *ncs6*∆) and t^6^A synthesis mutants (*tcs2*∆-*tcs8*∆) were purified and analysed by HPLC. 

To determine how t^6^A synthesis deficiency affects mcm^5^s^2^U, HPLC analysis with detection at 313 nm (for detection of thio moieties) of nucleosides of tRNAs purified from *elp3*∆*, trm9*∆*, ncs2*∆*, *and* ncs6*∆ revealed the mcm^5^s^2^U peak at 24.35 minutes, which was unique to BY4741 but absent in all the mutants, and a peak at 14.20 minutes appeared only in *elp3*∆, indicating the presence of the s^2^U moiety in this strain (Figure 2A). The chromatographic patterns match previously published reports 50. Analysis of tRNAs purified from t^6^A biosynthesis mutants (*tcs2*∆*-tcs8*∆) revealed that all strains possessed the peak at 24.35 minutes corresponding to mcm^5^s^2^U, and none of the mutants showed the s^2^U peak at 14.20 minutes (Figure 2B). Interestingly, most mutants in t^6^A synthesis had higher levels of mcm^5^s^2^U (*tcs6*∆ is unchanged) as compared to BY4741, among which *tcs7*∆ was the highest (Figure 2B). 

**Figure 2:**
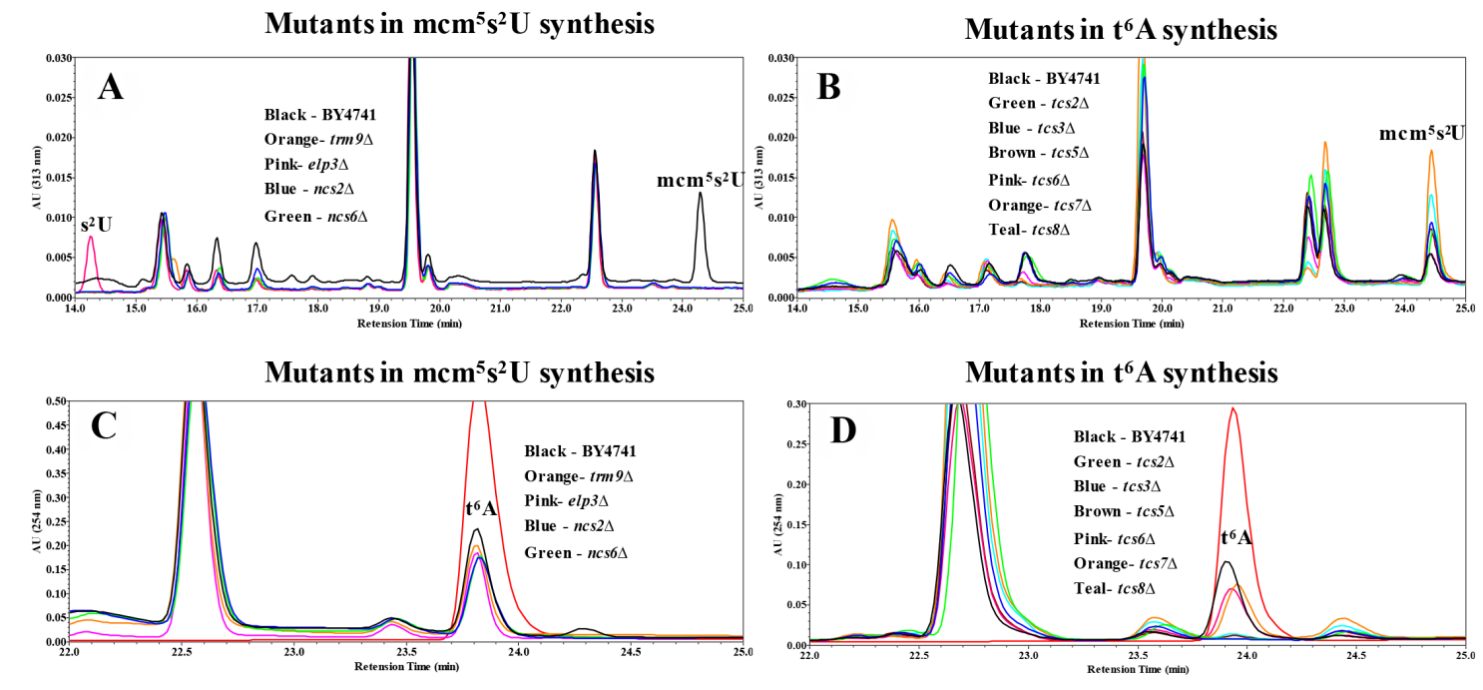
FIGURE 2: HPLC analysis examining the relationship between mcm^5^s^2^U_34_ and t^6^A_37_. **(A) **Analysis of mutations in mcm^5^s^2^U synthesis with detection at 313 nm specific for thio-moieties. Black line = BY4741; Orange = *trm9*∆; Pink = *elp3*∆; Blue = *ncs2*∆; Green = *ncs6*∆. **(B)** Analysis of mcm^5^s^2^U in mutants for t^6^A synthesis for with detection at 313 nm. Black = BY4741; Green = *tcs2*∆; Blue = *tcs3*∆; Brown = *tcs5*∆; Pink = *tcs6*∆; Orange = *tcs7*∆; Teal = *tcs8*∆. **(C) **Analysis for t^6^A in mutants of mcm^5^s^2^U synthesis with detection at 254 nm. The color scheme is the same as part A, with the t^6^A standard in red. **(D) **Analysis for t^6^A in mutants of t^6^A synthesis with detection at 254 nm. Color scheme is the same as part B, with the t^6^A standard in red.

The HPLC profile at 254 nm revealed that all the mutants in mcm^5^s^2^U synthesis contained the same amount of t^6^A as the parental BY4741 strain, as indicated on Figure 2C by a peak at 23.57 minutes. Analysis of the t^6^A synthesis mutants (*tcs2*∆-*tcs8*∆) confirmed prior results of the absence of t^6^A in *tcs2*∆ and *tcs3*∆ 20,23, and revealed the absence of t^6^A in both *tcs5*∆ and *tcs8*∆ (Figure 2D). *tcs6*∆ and *tcs7*∆ were reduced for t^6^A relative to wild type by ~20% (Figure 2D), very similar to the reduction seen in a *tcs6*∆ mutant in the archaea *Haloferax volcanii* 61. These results indicate that mcm^5^s^2^U_34_ and t^6^A_37_ do not require one another for their synthesis, although eliminating t^6^A did increase levels of mcm^5^s^2^U. 

### Overexpression of tRNAs or Ternary Complex (TC) do not suppress the growth defects of *tcs2*∆

Overexpression of tRNA^Lys^_UUU_ is sufficient to suppress all the phenotypes resulting from mutations of mcm^5^s^2^U synthesis enzymes 53. Therefore, we tested if this was also the case for mutations in the t^6^A synthesis pathway. To assess if tRNAs could suppress the slow growth rate seen in mutants of t^6^A synthesis, an expression plasmid containing tRNA^Lys^_UUU_ was transformed into BY4741, *tcs2*∆, *tcs3*∆, *tcs5*∆, and *tcs8*∆ (*tcs6*∆ and* tcs7*∆ were not tested as they do not have a growth defect). Unlike in the case of mcm^5^s^2^U, the expression of tRNA^Lys^_UUU_ did not suppress the growth defect observed in t^6^A synthesis mutants (Figure 3). Interestingly, it led instead to a small reduction in growth rate in the mutants (Figure 3). Further, we expressed the other tRNAs that decode ANN codons (tRNA^Lys^_CUU_, tRNA^eMet^_CAU_, tRNA^Ile^_AAU_, tRNA^Ile^_UAU_, tRNA^Thr^_UGU_, tRNA^Arg^_ACG_, tRNA^Arg^_UCU_, tRNA^Arg^_CCU_, and tRNA^Glu^_UUC_ (does not contain t^6^A and decodes GAA, which is the most frequently used codon in *S. cerevisiae*)) in *tcs2*∆. None, of these individual tRNAs suppressed the growth defect of *tcs2*∆ (data not shown). To confirm the results of *TCS2*-depletion published by Lin *et al*. 33, plasmids over-expressing tRNA^iMet^, eIF2α, or TC were transformed into BY4741 and *tcs2*∆. In agreement with the previous results 33, neither tRNA^iMet^, eIF2α, nor TC suppressed the slow growth of *tcs2*∆ (Figure S2A), while the growth of *tcs2*∆ can be restored by expressing *TCS2* *in trans* (Figure S2B). 

**Figure 3:**
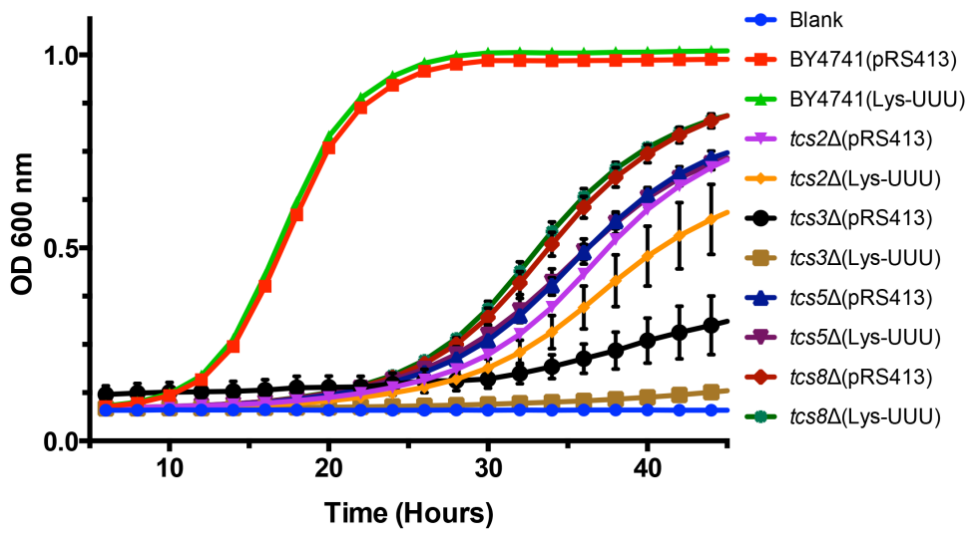
FIGURE 3: Expression of tRNA^Lys^_UUU_ does not suppress slow growth of mutants devoid of t^6^A. BY4741, *tsc2*Δ, *tsc3*Δ, *tsc5*Δ, and *tsc8*Δ were transformed with plasmids expressing tRNA^Lys^_UUU_ or empty vector. Data points are the average of 8 biological replicates. Error bars represent standard error of the mean (SEM).

Hence, unlike the suppression of mcm^5^s^2^U by tRNA^Lys^_UUU_, neither the overexpression of each ANN-tRNA, nor the overexpression of TC components could suppress the fitness defects observed in mutants of the t^6^A biosynthesis pathway. The effects of the loss of t^6^A thus appear to be more complex than those of the loss of mcm^5^s^2^U_._

### t^6^A-deficient strains are sensitive to heat and inhibitors of TOR, but growth can be partially rescued by L-homoserine

To better characterize how the absence of t^6^A was affecting cellular function, growth on several carbon sources and under different stress conditions was tested (Figure 4). t^6^A-deficient strains were found to be sensitive to heat stress, with *tcs2*∆ unable to grow at 37°C, and to salt stress, with both *tcs2*∆ and *tcs3*∆ affected by the presence of 1 M NaCl_2_. Also, *tcs2*∆ was unable to grow on 3% glycerol or 6% ethanol, but did grow slowly on 2% glucose (YPD), while *tcs3*∆ was able to grow slowly on all carbon sources (Figure 4). Addition of inhibitors of the TOR pathway such as caffeine (10 mM) 62 or rapamycin (10 nM) further reduced the growth of t^6^A-deficient strains (Figure 4). Interestingly, the addition of L-homoserine (1 mg/ml) partially suppressed the growth defects of the *tcs2*∆ strain, but not of the *tcs3*∆ strain. Several other chemical stresses did not affect growth of t^6^A^-^ strains (Figure 4). These included the addition of DNA damaging agents such as phleomycin (8 μg/ml) or carmustine (1 mM). The *elp3*∆ strain was also tested in the same conditions as it is known that depending on the strain background, mutants in Elongator genes vary as to the degree of response to each of these stressors 63. The results presented in Figure 4 are consistent with the results recently published by the Schaffrath laboratory, reporting the lack of strong phenotypes of the *elp3*∆ strain when using the BY4741 background 64, 

**Figure 4:**
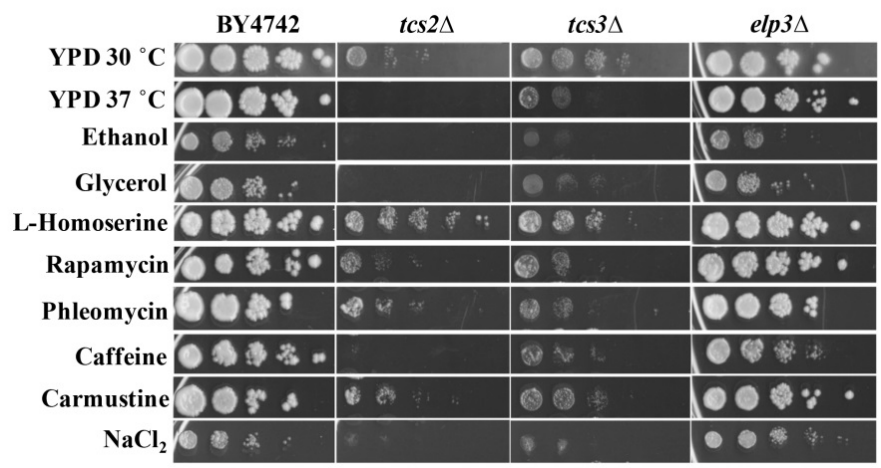
FIGURE 4: Stress phenotypes of t^6^A-deficient strains differ from a mcm^5^s^2^U-deficient strain. Cells were grown at 30°C for 48 hours on YPD with 2% glucose except when 6% ethanol or 3% glycerol was used as a sole carbon source or heat stress at 37°C. Drugs were added to YPD at the following levels: L-homoserine, 1 mg/mL; Rapamycin, 10 nM; Phleomycin, 8 µg/mL; caffeine, 10 mM; carmustine, 1 mM; NaCl_2_, 1 M.

Homoserine acts as a toxic threonine analogue and incorporation of homoserine activates protein degradation pathways 65. To test whether activation of UPR could suppress the growth phenotype of t^6^A-depletion strain in yeast, t^6^A- strains were transformed with plasmids expressing UPR factors Xbp1, Kar2 (GRP78/BIP), Der1, and Hrd1. Expression of UPR-related factors were unable to rescue the slow-growth phenotype seen in t^6^A-deficient strains (data not shown).

### t^6^A^- ^strains accumulate aggregated proteins and advanced glycated end-products (AGEs)

Double mutants *elp6*∆*ncs2*∆ (eliminating mcm^5^s^2^U) have been shown to contain increased amount of aggregated (insoluble) proteins, possibly due to alteration in translation speed 60. Equal amounts of total and insoluble proteins from BY4742, *tcs2*∆, *tcs3*∆ and *elp3*∆ were analysed by SDS-PAGE and Coomassie staining. Depletion of t^6^A in *tcs2*∆ and *tcs3*∆ increased the amount of aggregated or insoluble proteins similar to the single *elp3*∆ strain (Figure 5A), which is less than the amount of insoluble protein seen in the double *elp6*∆*ncs2*∆ strain 60. Prior experiments in *E. coli* and *H. volcanii* revealed that AGEs become more abundant when t^6^A levels are reduced 61,66. To assess levels of AGEs in our context, equal amounts of total and insoluble proteins from BY4742, *tcs2*∆, *tcs3*∆ and *elp3*∆ were separated by SDS-PAGE and visualized with a diol-specific silver stain for glycated proteins 67. Aggregated proteins extracted from *tcs2*∆, *tcs3*∆, and *elp3*∆ were all increased in AGEs relative to wild type (Figure 5B). 

**Figure 5:**
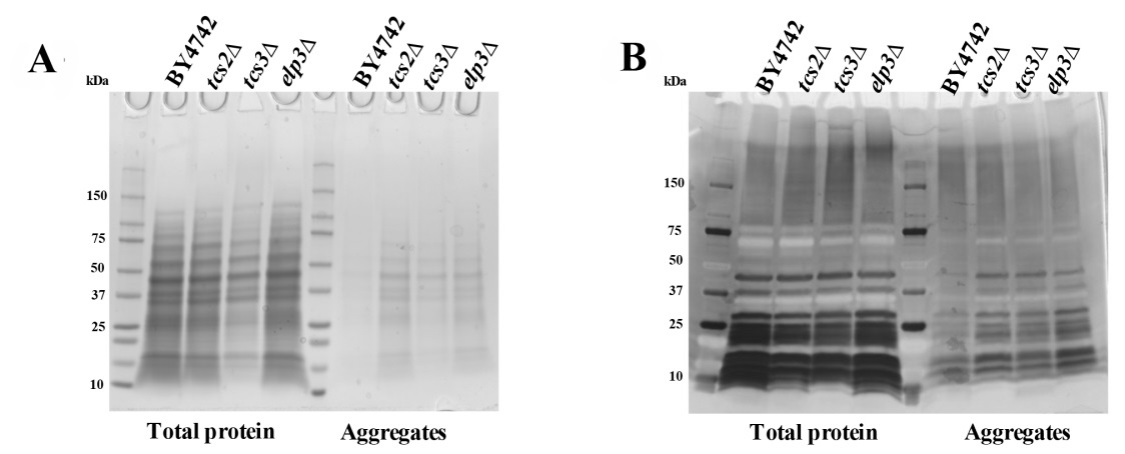
FIGURE 5: t^6^A deficient strains accumulate aggregated proteins and Advanced Glycated End-products (AGEs). **(A)**Protein aggregation in BY4742 and mutant yeast cells. Yeast were grown in YPD to an OD_600_ = 0.8. Soluble and aggregated proteins were separated by SDS–PAGE and visualized by Coomassie blue staining. **(B)** AGEs were visualized by silver staining.

### Ribosome assembly defects are observed in the t^6^A^- ^strain

In light of the diverse phenotypes observed and because the previous analysis of translation defects had focussed on a handful of reporter proteins, we performed a global ribosome profiling analysis to assess the impact of t^6^A-deficiency at the genome scale. An essential step in ribosome profiling is ensuring high quality polysomes are prepared, which was assessed by sucrose gradient sedimentation and subsequent analysis with a fraction analyser. Polysomes prepared from *tcs2*∆ exhibited a “half-mer” phenotype, which is represented by a shoulder after the 80S peak on the chromatograph, blue arrow in Figure S3. Half-mers indicate excess 40S ribosome and incomplete assembly of the 80S particle, which may indicate problems with initiation 68. The half-mer phenotype of *tcs2*∆ was not seen in a prior publication examining a *TCS2*-depletion strain 33. These results may differ due to strain genotypes or technical differences in the preparation of the polysomes.

### The absence of t^6^A leads to increased ribosome occupancy of arginine synthesis genes

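Ribosome-protected fragments (RPFs), the stretches of mRNA that a ribosome shields from nuclease, were sequenced from 2 biological replicates of BY4742, the wild type, and 2 of *tcs2*∆. Cells were grown in YPD at 30 °C and treated with cycloheximide at 50 µg/mL. Fragments of 28 nt were sequenced in a run of 50 cycles. The authors removed adaptors and rRNA reads, aligned the remaining reads to the sacCer3 genome, counted them per gene with HTSeq and deposited 1 table of counts for each library. Each table holds 6603 genes. The counts assigned to genes were 50304980 and 32002190 in BY4742 replicates 1 and 2, and 42341827 and 60060967 in *tcs2*∆ replicates 1 and 2. With reads that fell outside genes or on more than 1 gene, the counted reads came to 55972368, 37423354, 45662215 and 64669509 in the same order. The paper's stated depth is about 130000000 mapped reads for each sample, and the values given here use the counts assigned to genes. Counts per gene, scaled to the library sizes and normalized by TMM, are given as CPM. They were compared with edgeR's quasi-likelihood test, with strain as the only term. The filter on low counts left 6112 genes. A gene was called increased or decreased at a Benjamini-Hochberg adjusted p under 0.05, the alpha the paper states, with no threshold on the fold. The counts of the 2 BY4742 libraries differed from each other by far more than sampling noise (chi-square per degree of freedom 221), as did those of the 2 *tcs2*∆ libraries (76.2). An exact permutation test of a single gene in 2 libraries against 2 cannot give a two-sided p below 0.33, so each call rests on the spread that edgeR pools over genes. The deleted gene checks the labels. *TCS2* is listed as *SUA5* (YGL169W) and lies on chromosome VII of sacCer3 from 186059 to 187339. Its RPFs were 39.5 ± 6.28 CPM (SD, n = 2 libraries) in BY4742 and 0.870 ± 0.537 (SD, n = 2) in *tcs2*∆, a log2 fold change of -5.44 (standard error 0.38, adjusted p = 0.000363 from edgeR). RNA libraries were not analysed here, so a change in RPFs can come from the amount of an mRNA or from its translation.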

A detailed description of purification of the ribosome-protected fragments (RPFs) and sequencing can be found in material and methods. 

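Of the 6112 genes tested, 1042 were increased and 724 were decreased in RPFs in *tcs2*∆ at an adjusted p under 0.05 from edgeR. The change was at least 2-fold for 465 of the increased and 351 of the decreased genes. Without *tcs2*∆ replicate 1, the same test called 667 increased and 474 decreased genes. The largest increase among genes with at least 10 CPM in the higher strain was that of *SNZ1* (YMR096W, chromosome XIII), from 4.25 ± 0.321 to 100.1 ± 2.02 CPM (SD, n = 2 each), a log2 fold change of 4.55 (standard error 0.18, adjusted p = 9.61e-05). The largest decrease was that of *SPL2* (YHR136C, chromosome VIII), from 219.4 ± 106.2 to 0.933 ± 0.747 CPM (SD, n = 2 each), a log2 fold change of -7.81 (standard error 0.63, adjusted p = 0.00058). *PHO84*, which encodes a phosphate transporter, had a log2 fold change of -7.00 (standard error 0.51, adjusted p = 0.000412). Of the 196 genes in Table S4, 188 were called increased and none decreased here, and of the 110 tested genes of Table S3, 108 were called decreased and none increased. Both tables come from the same libraries, so these counts are not independent evidence.
The changes were not spread evenly over the genome. The median log2 fold change was 0.46 for the genes of chromosome I (95% interval from a bootstrap over genes, not libraries, 0.30 to 0.55), 0.52 for chromosome II (0.42 to 0.60), 0.46 for chromosome IX (0.39 to 0.58) and -0.79 for chromosome VI (-0.90 to -0.68). On the other 12 nuclear chromosomes it lay between -0.08 and 0.03. Chromosomes I, II and IX held 312 of the 1042 increased genes (29.9%) and 12.2% of the tested genes. Chromosome VI held 66 of the 724 decreased genes (9.12%) and 2.14% of the tested genes. Against all other genes, camera with a preset correlation of 0.01 gave an adjusted p of 0.000638 for chromosome I, 1.41e-10 for II, 2.44e-11 for VI and 1.83e-07 for IX. None of these passed with a correlation estimated from the 4 libraries (adjusted p = 0.312 with an estimated correlation for I and VI, adjusted p = 0.114 with an estimated correlation for II and IX). That version has few degrees of freedom with 4 libraries, so the lack of a pass cannot decide.

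**Figure D1:**
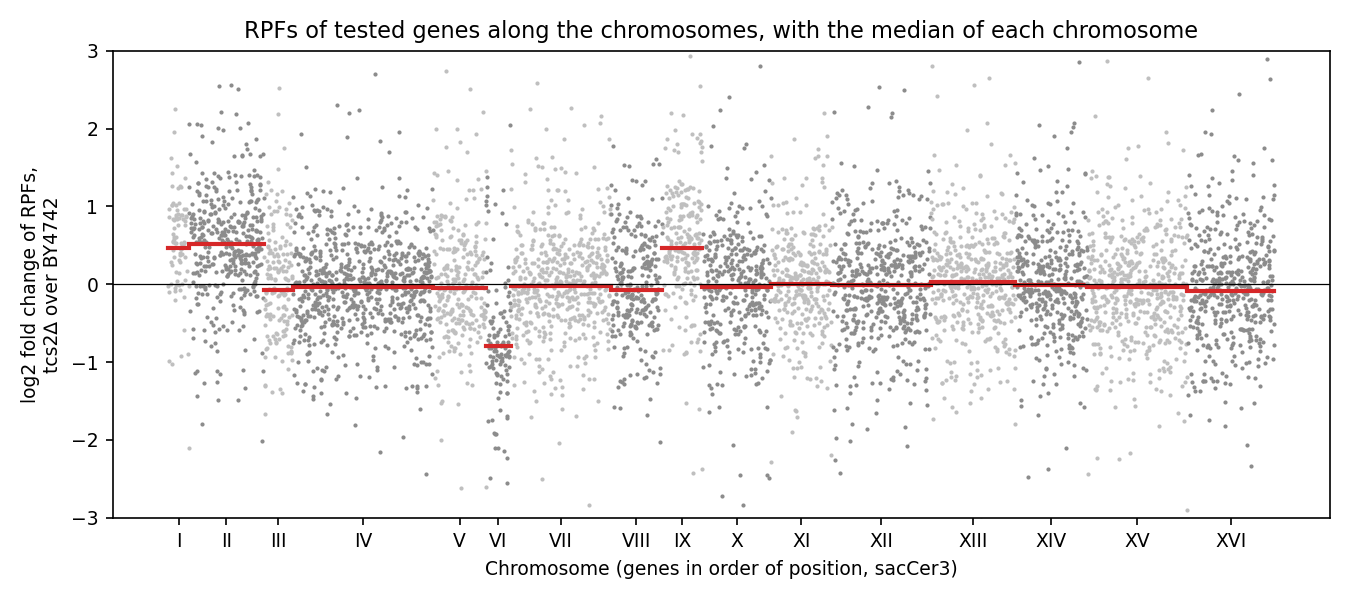
Log2 fold change of RPFs in *tcs2*∆ over BY4742 (vertical axis) for each tested gene with a RefSeq entry, in order of position along the 16 nuclear chromosomes of sacCer3 (horizontal axis), with red lines at the median of each chromosome. Tested genes without a RefSeq entry enter the medians but are not drawn. The medians of chromosomes I, II and IX sit at 0.46, 0.52 and 0.46 and that of chromosome VI at -0.79, and 28 genes beyond 3 in size are not drawn.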

Analysis of RPFs in *tcs2*∆ revealed 111 genes were decreased in RPFs and 196 genes were increased in RPFs relative to wild type. A complete list of these genes and their functional roles can be found in Table S3 and Table S4. To determine if any functional relationship existed with these genes, we performed gene ontology (GO) enrichment using YeastMine (http://yeastmine.yeastgenome.org) 69. The pathway for arginine biosynthesis was found to be enriched, *P *= 0.049, with five genes, *ARG5,6, CPA2, ARG7, ARG1, *and* CPA1* identified. 

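Of 10 genes of arginine biosynthesis, listed before the data were examined but after the paper's tables had been read, 9 were increased in RPFs in *tcs2*∆ and none was decreased at an adjusted p under 0.05 from edgeR (9 increased when adjusted over the list alone). The list holds more increased genes than the other tested genes do (one-sided Fisher's exact test, p = 1e-06). The paper's tables come from the same libraries, so this is not independent evidence. Its median log2 fold change was 1.67. Camera gave an adjusted p of 2.7e-12 over the 39 lists tested (adjusted p = 0.312 with an estimated correlation). *ARG1* (YOL058W), which encodes argininosuccinate synthetase, lies on chromosome XV of sacCer3 from 219211 to 220473. Its RPFs rose from 38.0 ± 5.32 to 276.9 ± 24.9 CPM (SD, n = 2 each), a log2 fold change of 2.86 (standard error 0.20, adjusted p = 0.000384 from edgeR). The log2 fold changes of the other genes the paper names were 2.80 for *CPA2*, 1.98 for *ARG7*, 1.83 for *ARG5,6* and 1.81 for *CPA1*, all past the threshold. *ARG4*, *ARG3*, *ORT1* and *ARG2* were also increased, with log2 fold changes of 1.54, 1.49, 1.39 and 1.04. *ARG8* had a log2 fold change of 0.55 (adjusted p = 0.13 from edgeR), and 0.336 to 0.743 when each library was left out in turn. None of the 10 genes lies on chromosomes I, II, VI or IX.

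**Figure D2:**
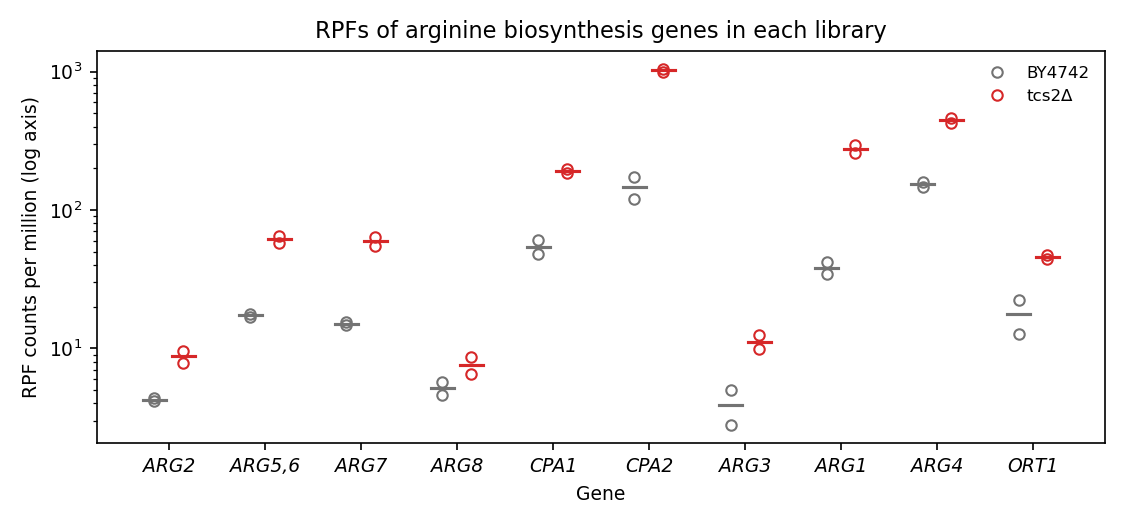
RPF CPM on a log axis (vertical) of the 10 genes of arginine biosynthesis (horizontal) in each BY4742 (grey) and *tcs2*∆ (red) library, with lines at the mean of the 2 libraries. The *tcs2*∆ libraries lie above the BY4742 libraries for every gene shown, and the difference for *ARG8* did not pass the test.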

None of the arginine catabolism pathways were significantly increased (Table S4). 

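Of 7 genes of arginine and proline catabolism, 4 were increased in RPFs in *tcs2*∆ and none was decreased at an adjusted p under 0.05 from edgeR (5 increased when adjusted over the list alone). *DUR1,2* (YBR208C), which encodes urea amidolyase, rose from 58.2 ± 21.0 to 244.8 ± 16.4 CPM (SD, n = 2 each), a log2 fold change of 2.07 (standard error 0.27, adjusted p = 0.00222). It lies on chromosome II, whose genes were higher as a group, and it also passed with the shift of each chromosome taken out. *CAR1* (YPL111W), which encodes arginase, rose from 230.5 ± 3.25 to 570.3 ± 5.53 CPM (SD, n = 2 each), a log2 fold change of 1.31 (standard error 0.17, adjusted p = 0.00222 from edgeR). *PUT2* had a log2 fold change of 0.87 (adjusted p = 0.0142), which was no longer past the threshold without *tcs2*∆ replicate 1 (adjusted p = 0.07, against 0.00053 to 0.0263 over the other settings tried). The median log2 fold change of the 7 genes was 0.79, and 0.52 without BY4742 replicate 1. Camera gave an adjusted p of 0.0272 (adjusted p = 0.451 with an estimated correlation).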

Increased mRNA expression of arginine has been documented to act as an anti-oxidant to oxidative stress by an unknown mechanism 70. This antioxidative pathway acts through pyrroline-5-carboxylate (P5C) but *PUT1*, encoding a P5C synthesis enzyme, was not increased in RPFs in the mutant (Table S4). 

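*PUT1* (YLR142W, chromosome XII from 425186 to 426616) had 7.36 ± 1.95 CPM in BY4742 and 12.6 ± 1.71 in *tcs2*∆ (SD, n = 2 each). Its log2 fold change was 0.79 (standard error 0.23, adjusted p = 0.042 from edgeR). Without BY4742 replicate 1 it was 0.52 (adjusted p = 0.114), and without *tcs2*∆ replicate 2 it was 0.64 (adjusted p = 0.142). The other settings tried gave adjusted p-values from 0.0073 to 0.0477.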

Of the 111 genes decreased in RPFs, five genes were identified matching the GO term polyphosphate metabolic process, *P* = 0.003, and no pathway enrichment was identified.

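Of 7 genes of polyphosphate metabolism, 5 were decreased in RPFs in *tcs2*∆ and none was increased at an adjusted p under 0.05 from edgeR (5 decreased when adjusted over the list alone), more than among the other tested genes (one-sided Fisher's exact test, p = 0.000394). The list was written after the paper's tables, which come from the same libraries, had been read, so this is not independent evidence. Camera gave an adjusted p of 1.23e-10 (adjusted p = 0.312 with an estimated correlation). Subunits of the vacuolar transporter chaperone, which makes polyphosphate, changed most. *VTC3* (YPL019C, chromosome XVI from 514511 to 517018) fell from 670.9 ± 2.31 to 41.0 ± 3.31 CPM (SD, n = 2 each), a log2 fold change of -4.03 (standard error 0.19, adjusted p = 0.000123). The log2 fold changes of *VTC1*, *VTC4* and *VTC2* were -2.61, -2.45 and -2.10, with adjusted p-values of 0.000336, 0.000398 and 0.000643 from edgeR. *VTC2* lies on chromosome VI, whose genes were lower as a group, and it also passed with the shift of each chromosome taken out. *PPN2* had a log2 fold change of -0.75 (adjusted p = 0.0131) and did not pass without *tcs2*∆ replicate 1 (adjusted p = 0.0805) or without *tcs2*∆ replicate 2 (adjusted p = 0.066), and its adjusted p lay between 0.00107 and 0.0157 in the other settings tried. The other 2 genes did not pass, *PPX1* with -0.30 (adjusted p = 0.248) and *PPN1* with 0.40 (adjusted p = 0.228). *PPX1* ranged from -0.429 to -0.169 when each library was left out in turn. Without BY4742 replicate 2, *PPN1* was called increased, with a log2 fold change of 0.74 (adjusted p = 0.0059, against 0.118 to 0.728 over the other settings tried).

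**Figure D3:**
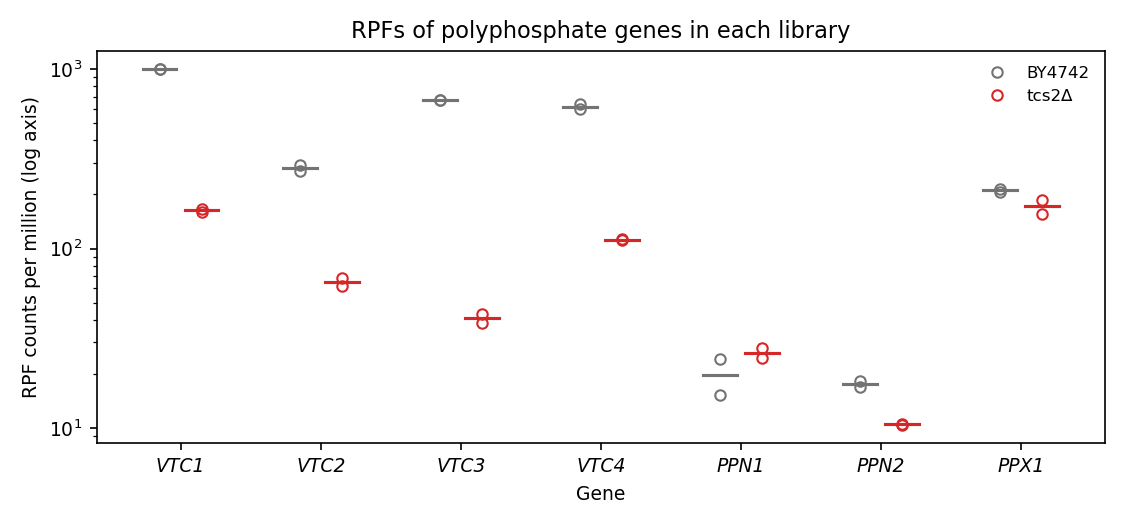
RPF CPM on a log axis (vertical) of the 7 genes of polyphosphate metabolism (horizontal) in each BY4742 (grey) and *tcs2*∆ (red) library, with lines at the mean of the 2 libraries. *VTC3* lies at 670.9 in BY4742 and 41.0 in *tcs2*∆, while the differences for *PPN1* and *PPX1* did not pass the test.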

### Depletion of t^6^A deregulates *GCN4*

The number of genes proposed to be regulated by Gcn4 varies greatly with the specific study, from less than 500 genes (microarrays measuring gene expression during histidine starvation) 35 to more than 2500 genes (predicted computationally by SGD). The most conservative estimate of Gcn4-induced genes was produced from a ChIP-Chip assay, which found 128 genes bound during immunoprecipitation of Gcn4 71. Comparison of the RPFs detected in *tcs2*∆ with the 128 well defined Gcn4-regulated genes reveals that 15 ORFs increased in RPFs are regulated by Gcn4 in *tcs2*∆, while no ORFs decreased in RPFs in *tcs2*∆ are regulated by Gcn4, Figure S4A. 

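All 15 genes of Table S5 were increased in RPFs at an adjusted p under 0.05 from edgeR, with log2 fold changes from 1.39 to 4.55 (15 when adjusted over the list alone). The study chose these genes from its own increased genes in the same libraries, so the count is not independent evidence. Of the 15, 6 are in the list of arginine biosynthesis. Among the others, *QDR3* rose from 10.7 ± 1.65 to 62.5 ± 6.93 CPM (SD, n = 2 each), a log2 fold change of 2.54 (standard error 0.19, adjusted p = 0.000416 from edgeR). *RIB5*, *MET13*, *STR3* and *MCH4* had log2 fold changes of 1.86, 1.63, 1.41 and 1.39. *QDR3* and *RIB5* lie on chromosome II and passed with the shift of each chromosome taken out as well. The other genes bound by Gcn4 in the ChIP-Chip assay were not analysed here.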

The 15 Gcn4-regulated genes with increased RPFs in *tcs2*∆ are involved in amino acid synthesis, with six in the arginine synthesis pathway (*P *= 1.3 x 10^-5^), Table S5. 

Microarray analyses of conditional or point mutations in *tcs3*, *tcs6,* or *tcs8* had been previously reported 38 and in all these studies, an up-regulation of Gcn4 regulated genes was observed, including genes in the arginine and histidine biosynthesis pathways, although the mRNA expression levels of *GCN4* itself did not increase. The genes increased in each of the previous microarray studies were compared to the genes with increased RPFs in the ribosome profiling analysis of *tcs2*∆. Of the 196 genes with increased RPFs in *tcs2*∆, 29 were also increased in *tcs3-18*, 30 were also increased in *tcs6-4*, and 12 were also increased in *tcs18-ts1*, summarized in Figure S4B. 12 genes were increased in all four datasets (Table 1). 9 of these are under Gcn4 control, of which four are in the arginine synthesis pathway (Table 1).

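The 12 genes of Table 1 were all increased in RPFs at an adjusted p under 0.05 from edgeR. The study chose them from the same libraries. *ARO5* (YGL117W) rose from 8.59 ± 0.366 to 51.5 ± 4.50 CPM (SD, n = 2 each), a log2 fold change of 2.59 (standard error 0.17, adjusted p = 0.000336). *SNO1*, which lies next to *SNZ1*, had a log2 fold change of 3.38 (standard error 0.22, adjusted p = 0.000336 from edgeR). The values for *PRY1*, *TMT1*, *LEU4* and *BNA1* were 2.41, 2.22, 1.90 and 1.80. The arrays of the other mutants were not analysed here.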

Contrary to the previous microarray results that did not detect *GCN4 *induction, we found that RPFs mapping to *GCN4* were increased 6-fold in *tcs2*∆ (Table S4). This difference may be due to an up-regulation of translation (detected by the increased levels of RPFs in *tcs2*∆), and not transcription (as measured by the microarrays). 

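*GCN4* (YEL009C) lies on chromosome V of sacCer3 from 138918 to 139763. Its RPFs were 29.8 ± 8.58 CPM in BY4742 and 199.6 ± 8.91 in *tcs2*∆ (SD, n = 2 each). The log2 fold change was 2.74 (standard error 0.24, adjusted p = 0.00072 from edgeR), a 6.69-fold increase. It lay between 2.46 and 3.06 when each library was left out in turn. From the increase in RPFs of *GCN4* and the lack of its induction in the earlier microarrays, the paper proposes that translation of *GCN4*, and not its transcription, may have been up-regulated.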

With the 6-fold increase in *GCN4* expression, it is surprising so few Gcn4 inducible genes are increased in *tcs2*∆. Indeed, only 8% of RPFs increased in *tcs2*∆ are in common with the Gcn4p ChIP data. 

**Table 1:** Genes increased in expression in *tcs2*∆, *tcs3-18*, *tcs6-4*, and *tcs8-ts1*. *Under control of Gcn4 (see Table S5), ^&^Arginine biosynthesis.

**Systematic name**	**Standard name**	**Description**
YER069W	ARG5,6	Acetylglutamate kinase and N-acetyl-gamma-glutamyl-phosphate reductase*^&^
YER175C	TMT1	Trans-aconitate methyltransferase
YGL117W		Putative protein of unknown function
YJL079C	PRY1	Sterol binding protein involved in the export of acetylated sterols
YJR025C	BNA1	3-hydroxyanthranilic acid dioxygenase*
YJR109C	CPA2	Large subunit of carbamoyl phosphate synthetase*^&^
YMR062C	ARG7	Mitochondrial ornithine acetyltransferase*^&^
YMR095C	SNO1	Protein of unconfirmed function*
YMR096W	SNZ1	Protein involved in vitamin B6 biosynthesis*
YNL104C	LEU4	Alpha-isopropylmalate synthase (2-isopropylmalate synthase)*
YOL058W	ARG1	Arginosuccinate synthetase*^&^
YOR130C	ORT1	Ornithine transporter of the mitochondrial inner membrane*

### A discrete but not a global increase in translational ambiguity is observed in the t^6^A^- ^strain *tcs2*∆ 

In yeast, the RPF is 28 nucleotides long 72, hence to analyse the frame of each ribosome, only 28-mers that aligned uniquely to the genome and did not contain mismatches were used. 6.5 x 10^6^ reads in wild type and 5.8 x 10^6^ reads in *tcs2*∆ matched these strict criteria. For each read, the nucleotide at position +12, which corresponds to the ribosomal P-site, was determined and its identity defined the frame of the read, and hence the frame of the ribosome, Figure S5. Each ORF was divided into windows of approximately 300 nucleotides (minimum of 3 windows per ORF to a maximum of 9), and reads inside each window were mapped and enumerated 73. Since we cannot be sure if the ribosome associated with read is in frameshift or if that ribosome began translation of the ORFs out of frame, translational ambiguity is defined as the mapping of a read in a frame other than the frame of the annotated ORF. 

There are four well-documented examples of +1 frameshifts occurring in *S. cerevisiae* and these were used to evaluate the frame analysis performed here. One known +1 frameshift, *TRM140* (an AdoMet-dependent tRNA methyltransferase), was detected in both BY4742 and *tcs2*∆ and is illustrated in Figure S6A and B. For translation of full-length Trm140, the ribosome must undergo a +1 frameshift at nucleotide 832. As seen in Figure S6A and B, nearly 100% of the reads begin in Frame 0, then after base 832, nearly 100% of the reads are in the +1 frame. 

87 and 213 ORFs were found to have potential translational ambiguities in BY4742 and *tcs2*∆, respectively (Table S6 and Table S7). GO term enrichment of these genes with translational ambiguities revealed a single biological process, cytoplasmic translation, was enriched in both strains, with 16 genes in BY4742 (*P *= 4 x 10^-6^) and 35 genes in *tsc2*∆ (*P *= 3 x10^-11^). In *tcs2*∆, 17 of the 79 ribosomal proteins had increased levels of translation ambiguities (Table S7). 

Interestingly, global analysis of translational ambiguities, by summing all reads used to determine frame, indicates that 80% of all reads from the ribosome profiling are in the correct, annotated frame (Frame 0), but there is a significant difference in translational ambiguities between wild type and mutant (*P *= 6.5 X 10^-98^, t-test), Figure S7. Interestingly, only 0.26% of all ORFs were identified as having potential translational ambiguities in *tcs2*∆. Thus, the data indicates that loss of t^6^A is causing ambiguities at discrete sequences, or codons, but is not causing a global, cataclysmic alteration of reading frame.

### The number observed non-AUG starts doubles in the t^6^A-deficient strain

*TCS2* (*SUA5*) was discovered in yeast as a suppressor of a translational initiation defect in the *cyc1-362* allele 34. *cyc1-362* contains an aberrant upstream and out of frame AUG resulting in ~2% of the normal Cyc1 protein levels. Suppressors would bypass the out of frame AUG and initiate at the correct downstream AUG, increasing the amount of Cyc1 34. To detect initiation of translation at non-conical codons, we parsed the profiling data with a strict set of parameters. To be considered a non-canonical start codon, a GUG, UUG, or GUC codons (the most frequently used non-AUG initiation codons in yeast) 74,75,76,77,78 had to be within 100 nucleotides upstream of the ORF of interest, and be in-frame with the downstream AUG with no stop codon between the candidate non-AUG and its downstream AUG. Finally, a minimum of 128 reads was required to cover the non-AUG site.

In yeast, there are two well-characterized occurrences of non-AUG initiation occurring upstream of the annotated AUG start site. *ALA1* encodes both the cytoplasmic and mitochondrial alanyl-tRNA synthetase. The cytoplasmic form of Ala1p is translated from the annotated AUG, and the mitochondrial form is translated from a pair of ACG codons located at -25 and -24 relative to AUG 79. *GRS1* encodes the cytoplasmic and mitochondrial glycyl-tRNA synthase. The cytoplasmic form of Grs1p is translated from the annotated AUG, and the mitochondrial form is translated from a UUG codon located at -26, relative to the AUG 78. In both BY4742 and *tcs2*∆, initiation at the upstream non-AUG codons can be detected for *ALA1* and *GRS1*, Figure S8A and Figure S8B.

The analysis of non-AUG initiation was expanded to the entire profiling dataset. For the three codons analysed, *tcs2*∆ contain nearly twice as many non-AUG starts as BY4742. For initiation at UUG, BY4742 contained 140 genes, Table S8, and *tcs2*∆ contained 260, Table S9. For initiation at ACG, BY4742 contained 98 genes, Table S10, and *tcs2*∆ contained 169, Table S11. For initiation at GUG, BY4742 contained 62 genes, Table S12, and *tcs2*∆ contained 134, Table S13. None of these sets of genes contained any enrichment of GO terms. 

### t^6^A’s role in translation speed varies with the codon

Different metrics have been developed to estimate translation efficiencies of individual codons based on the abundance of their cognate tRNAs, and the properties of the ASL they form. There are three major metrics commonly used to measure the translation efficiency of codons: the Codon adaptation index (CAI, 80), the tRNA adaptation index (tAI, 81), and the normalized Translational Efficiency (nTE, 82) (which is based on codon abundance in the transcriptome rather than codon frequency in the genome). Using the three metrics, we found that ANN codons in yeast have in average a higher estimated translational efficiency compared to other codons (Figure 6), suggesting that there is a statistical tendency for ANN-tRNAs to be in high supply in standard growth conditions. The predicted efficiencies vary greatly between ANN codons, with AAG always in high supply while AUA always in low supply (Figure 6). 

**Figure 6:**
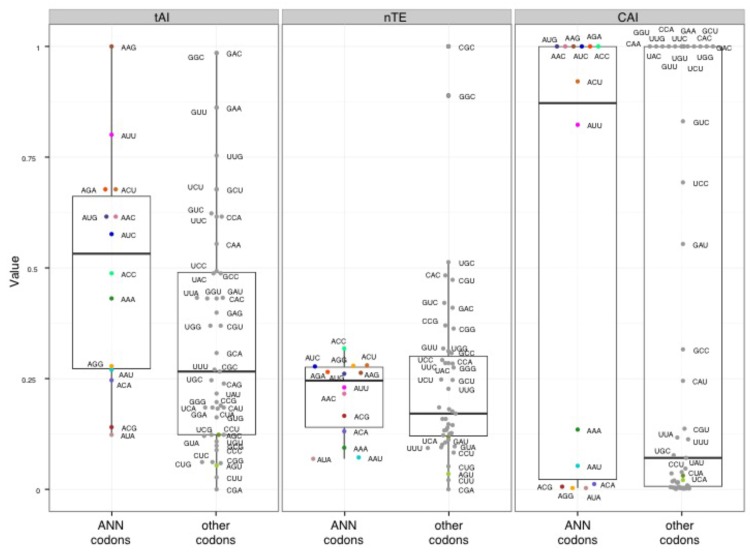
FIGURE 6: Translation efficiency of t^6^A-dependent codons. tAI – tRNA Adaptation Index; nTE – normalized Translational Efficiency; CAI – Codon Adaptation Index. Black and colored circles indicate a codon decoded by a tRNA predicted by the wobble hypothesis, with color matching Figure 1 and 7.

Ribosome profiling data allows for evaluation of translation speed by measuring codon occupancy at each site in the ribosome, with increased occupancy analogous to a decrease elongation rate, and vice versa. Using two different methods, the Codon Occupancy (CO) 83 and the Ribosome residence time (RRT) 84, a count of every codon occupying the ribosomal A (acceptor), P (peptidyl transfer), and E (exit) sites was compiled. Comparing the Log_2_ fold-change of CO and RRT in the A, P, and E sites of *tcs2*∆ and BY4742 produced a global summary of the consequences of t^6^A absence on decoding, Figure 7. 

**Figure 7:**
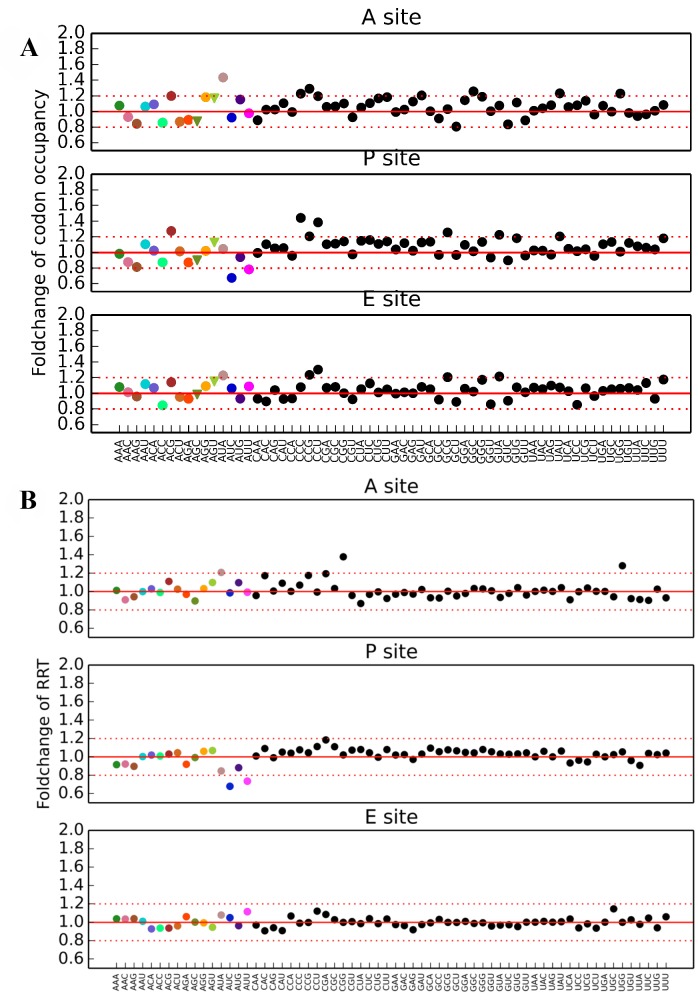
FIGURE 7: Measurements of ribosome pausing at the A-, P-, and E-sites of *tcs2*∆. **(A)** Codon occupancy. **(B)** Ribosome residence time (RRT). Black and colored circles indicate a codon decoded by a tRNA predicted by the wobble hypothesis, with color matching Figure 1 and 6.

The ribosomal A site occupancy for t^6^A dependent codon site occupancy was increased for AUA, ACG, AGG, AUG, ACA, AAA, and AAU and decreased for AUU, AAC, AUC, AGA, ACU, ACC, and AAG. The codons with increased occupancy in the A-site fell into two categories: (i) codons that are decoded by rare tRNAs (only 1-4 copies of tRNAs genes are encoded in the chromosome) and (ii) codons that are decoded by a G_34_:U_3_ wobble, as for AAU (decoded by tRNA^Asn^_(GUU)_) (see Figure 1B for codon:anticodon pairs). The codons whose A-site occupancy decreased also fell into two categories: (i) codons decoded abundant by tRNAs (4-13 genes) and (ii) codons decoded by an I_34_:C_3_ wobble, as for AUC (decoded by tRNA^Ile^_(IAU)_) and ACC (decoded by tRNA^Thr^_(IGU)_) (Figure 1B). The pattern found for A-site occupancy, also held true for P-site and E-site occupancies. Interestingly, this pattern also held true for codons decoded by non t^6^A-containing tRNAs. AGU (G:U wobble) and CGG (decoded by the rare tRNA^Arg^_CCG_) were increased in ribosome occupancy, while GUC and GCU (I:C or I:U) were decreased in ribosome occupancy (Figure 7). From this data, it appears that t^6^A is helping increase elongation rate of rare tRNAs and G_34_:U_3_ pairs and decrease the elongation rate of high abundance and I_34_:C_3_ pairs to homogenize the process of elongation.

## DISCUSSION

The absence of t^6^A in yeast does not lead to catastrophic and global defects in translation, as would be expected from previous studies based on single reporter assays. Even with doubling of initiation at upstream non-AUG starts and a 2.5 fold increase in translational ambiguities, only a limited number of genes in the yeast genome were affected. This suggests that the severe and pleiotropic phenotypes caused by t^6^A deficiency may not be caused by global defects in translation, but instead of the subtler consequences of codon-specific translation defects caused by lack of t^6^A. 

### Role of t^6^A in decoding efficiency varies with the tRNA

The codon occupancy results presented in this study suggest that t^6^A helps rare cognate tRNAs and G:U mismatches (near-cognates) compete with Watson:Crick decoding tRNAs and slows decoding by high abundance tRNAs and tRNAs using the wobble U:C base pairings 85. This can be all the more critical for codons like AGG decoded by tRNA^Arg^_CCU _that are known to be strongly inhibitory for translation efficiency 86,87,88. Another important role for t^6^A is stabilizing the interaction between the first base of the mRNA codon and position 36 (the third nucleoside) of the tRNA anticodon, preventing decoding of near-cognates by tRNA^iMet^_CAU_ 89. This is exemplified by tRNA^fMet^ of *E. coli* that contains an unmodified A_37_ and can efficiently decode GUG and UUG while the eukaryotic tRNA^iMet^ contains t^6^A_37_ and rarely decodes non-AUG codons 90,91,92,93. The examination of alternative start-sites presented here supports the role of t^6^A preventing tRNA^iMet^ from recognizing near-cognates and restricting translation initiation to AUG codons. 

The codon occupancy for non-t^6^A containing tRNAs is also altered (Figure 7), and this is more dramatic than what is seen in *ncs2*∆*elp6*∆ 60. This could be due to an alteration in competition between cognate and near-cognate tRNAs. This was previously demonstrated for tRNA^Arg^_UCU_ (tRNA^Arg^_III_), which naturally exists in t^6^A modified and unmodified forms 94. The modified version of tRNA^Arg^_UCU_ can outcompete the unmodified form for the cognate codon and binds more tightly to tRNA^Ser^_GGA_ involving a U_36_:G_34_ mismatch 94. CGG codons (decoded by tRNA^Arg^_CCG_) and UGG codons (tRNA^Trp^_CCA_) are increased in both the codon occupancy and RRT assays (Figure 7). One can speculate that the slower decoding at CGG and UGG is due to competition between tRNA^Arg^_CCG_ or tRNA^Trp^_CCA_ with an unmodified near-cognate tRNA^Arg^_CCU_. 

A recent global analysis of yeast ribosome profiling data has shown that frequent codons are decoded more quickly than rare codons, and AT-rich codons are decoded more quickly than GC-rich codons 84. It seems that the difference could be even larger if tRNA modifications are altered, as shown here with the absence of t^6^A, and as is already know for several other ASL modifications. The absence of Queuosine (Q_34_) is known to have opposite effects on decoding depending on identity of the 3^rd^ base of the codon 88,95, and the depletion of mcm^5^s^2^U synthesis can alter the decoding rates of tRNAs that do not possess this modification 60. An emerging general trend for the ASL modifications is to homogenize the kinetics of individual tRNA binding (competition) during translation and to alter the speed of translation to ensure proper protein folding, a concept that was predicted by Toshimichi Ikemura in 1981 96. 

### Could defects in translation speed cause the pleiotropic phenotypes of t^6^A^-^? 

Analysis of codon stretches in yeast 20 revealed that the genes with the longest stretches of t^6^A-dependent codons encode poly-Asn (poly-N) proteins that contain up to 31 consecutive AAU/AAC codons. These include *GPR1, *required for glucose activation of the cAMP pathway 97, and *SWI1*, a subunit of the SWI/SNF chromatin remodelling complex required for transcription of many genes involved in sugar catabolism, as well as meiosis cell mating type (see summary in SGD 98). If the protein expression of these two genes is reduced in the absence of t^6^A (that is a decrease in elongation speed of these transcripts possibly due to stalling), many of the phenotypes seen in t^6^A^-^ strains (e.g., no growth on galactose, chromatin remodelling defects and telomere shortening 33,99,100) can be explained. Unfortunately, the presence of these repeats (90 nts) are longer than the RPFs (28 nts) sequenced, so these genes could not be analysed in the ribosome profiling and further studies are needed to test this hypothesis.

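Counts over the whole gene did not differ detectably for either gene. *GPR1* (YDL035C) had 4.94 ± 0.177 CPM in BY4742 and 5.43 ± 1.20 in *tcs2*∆ (SD, n = 2 each), a log2 fold change of 0.14 (standard error 0.25, adjusted p = 0.696 from edgeR). *SWI1* (YPL016W) had 55.0 ± 4.27 and 50.9 ± 6.36 CPM (SD, n = 2 each), a log2 fold change of -0.11 (standard error 0.17, adjusted p = 0.638 from edgeR). Both changed sign under other settings, *GPR1* to -0.06 after a correction for coding length and GC content and *SWI1* to 0.01 without *tcs2*∆ replicate 2. These counts hold reads from the whole gene and give no value for the repeats themselves.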

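RPFs of *NSF1*, listed as *USV1* (YPL230W), rose from 1.65 ± 0.540 to 5.18 ± 0.688 CPM in *tcs2*∆ (SD, n = 2 each), a log2 fold change of 1.67 (standard error 0.33, adjusted p = 0.00951 from edgeR). *SOL4* (YGR248W) had a log2 fold change of 2.17 (standard error 0.31, adjusted p = 0.00303 from edgeR). *SMC6* (YLR383W) rose from 20.1 ± 7.29 to 44.4 ± 4.39 CPM (SD, n = 2 each), a log2 fold change of 1.15 (standard error 0.25, adjusted p = 0.0139 from edgeR).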

Several stress-induced transcription factors are also increased in *tcs2*∆ context, including NSF1 (YPL230W), a transcriptional regulator of genes involved in growth on non-fermentable carbon sources (see summary in SGD 98), Sol4 (YGR248W), which functions in the pentose phosphate pathway (see summary in SGD 98), and Smc6 (YLR383W), a component of the SMC5-SMC6 complex that plays a key role in the removal of X-shaped DNA structures (see summary in SGD 98) (Table S4). Up-regulation of any of these transcription factors would have wide-ranging effects and could explain some of the pleiotropic phenotypes seen under t^6^A deficiency. 

Ribosome profiling of *ncs2*∆ revealed genes with increased translation activity tend to play a role in amino acid metabolism, and *GCN4* is significantly increased 54. Comparison of genes increased in *tcs2*∆ and *ncs6*∆ revealed 19 genes found in each of these mutants, Table S14. Increased genes included *GCN4* and several members of the arginine biosynthesis pathway, Table S14. 

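All 19 genes of Table S14 were increased in RPFs in *tcs2*∆ at an adjusted p under 0.05 from edgeR, with log2 fold changes from 1.37 to 3.60 (19 when adjusted over the list alone). The study chose them from the same libraries, so this is not independent evidence. *HSP12* had the highest value, from 24.5 ± 3.92 to 297.9 ± 59.2 CPM (SD, n = 2 each), a log2 fold change of 3.60 (standard error 0.24, adjusted p = 0.000336 from edgeR). It lies on chromosome VI, whose genes were lower as a group. *MSC1*, *ADR1* and *CTT1* had log2 fold changes of 2.80, 2.70 and 2.27. *BDH2* on chromosome I was past the threshold (log2 fold change 1.62, adjusted p = 0.0359), but not with the shift of each chromosome taken out (1.16, adjusted p = 0.0811) or with DESeq2 (1.59, adjusted p = 0.102). Its log2 fold change was 1.00 without BY4742 replicate 1 and 2.61 without BY4742 replicate 2. Over all other settings its adjusted p lay between 3.41e-06 and 0.0292. *KDX1* had the lowest log2 fold change and was not past the threshold without BY4742 replicate 1 (1.15, adjusted p = 0.0818, against 0.00121 to 0.0409 over the other settings tried). The *ncs6*∆ libraries were not analysed here.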

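All 12 genes of Table S15 were decreased in RPFs in *tcs2*∆ at an adjusted p under 0.05 from edgeR, with log2 fold changes from -4.80 to -1.16 (12 when adjusted over the list alone). The study chose them from the same libraries, so this is not independent evidence. The acid phosphatase genes *PHO12* and *PHO5* had log2 fold changes of -4.80 and -3.94 (standard errors 0.65 and 0.56). *PHO12* is a near-identical copy of *PHO11* and may share reads with it, so its own value is uncertain. The BY4742 libraries differed widely for both, with 157.6 ± 139.2 CPM for *PHO12* and 169.5 ± 129.8 for *PHO5* (SD, n = 2). The ribosomal protein genes *RPS9A* and *RPL22B* had log2 fold changes of -1.82 and -1.74 (adjusted p = 0.00219 and 0.00359 from edgeR), and each has a paralog that may share its reads. Of the 138 tested genes of cytosolic ribosomal proteins, 137 were decreased, with a median log2 fold change of -1.25.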

Twelve genes are decreased in both *tcs2*∆ and *ncs6*∆, including two ribosomal protein subunits and two phosphatases, Table S15. *GCN4* is also increased in the ribosome profiling of *ncs2*∆*elp6*∆ 60. A common theme seen in disrupting ASL modifications is the de-repression of Gcn4, in a non-canonical Gcn2-independent manner, activating a small subset of Gcn4 regulated genes. The mechanism of activation and the importance of Gcn4 activation are not understood at this point in time.

### Restoring protein homeostasis suppresses the slow growth of *tcs2*∆

An explanation for the similarity of phenotypes seen in both Elongator and t^6^A mutants could be due to the disruption of protein homeostasis. Unlike the mutations in the Elongator modification, the slow growth observed during disruption of t^6^A biosynthesis cannot be suppressed by overexpression of tRNAs (Figure 3). However, L-homoserine rescued the growth of *tcs2*∆, but not *tcs3*∆ (Figure 4). Further studies are required to explain this suppression, but homoserine is a toxic intermediate, which acts as a threonine analogue, and it was recently shown that the ubiquitin pathway and the proteasome are crucial in alleviating homoserine toxicity 65. 

### Model for the cellular response to reduction of t^6^A

To date, *tcs2* and members of the TCTC complex have been implicated in transcriptional regulation. While there is no empirical evidence eliminating this possibly, the evidence presented here and in other works suggests transcriptional changes seen when perturbing t^6^A biosynthetic genes are part of an adaptive response by the cell to cope with translational errors. The response to alterations in t^6^A levels involves a combination of both independent and interrelated events, summarized in Figure 8. The model proposes that t^6^A acts as a sensor of nutritional levels as t^6^A varies in response to the availability of threonine, Figure 8-1 101. As t^6^A levels decline, Tor1 activity decreases, Figure 8-2 56. As a master controller, declines in Tor1 activity reduces the growth potential of the cell 55,56,102 and has wide ranging affects, from blocking Pol I, Pol III 103, and the RTD (Rapid tRNA Degradation pathway to prevent degradation of hypo-modified tRNAs) 104 to lessening translation initiation and ribosome biogenesis 105.

**Figure 8:**
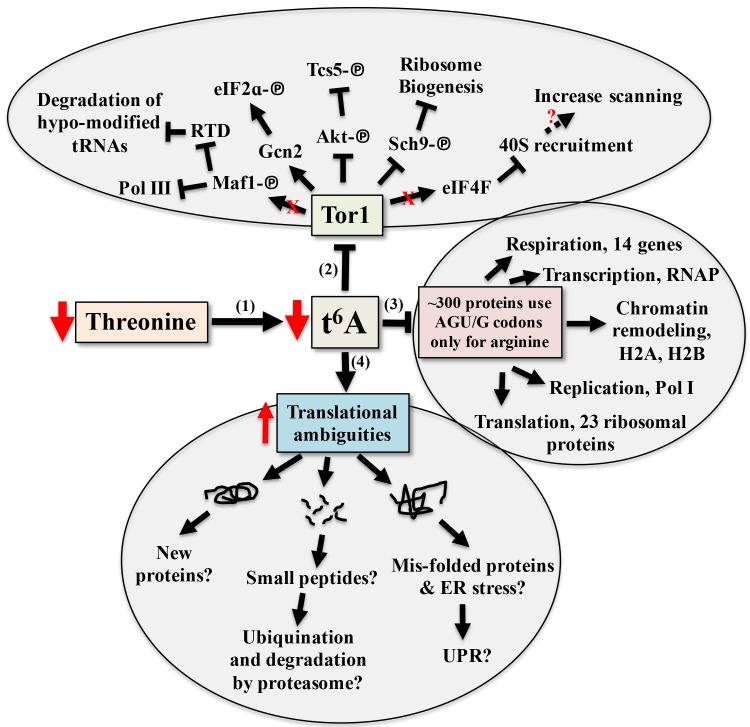
FIGURE 8: Model for the cellular response to reduction of t^6^A. **(1) **Reduction of threonine lowers the level of t^6^A and **(2) **decreases the activity of the master controller Tor, which reduces anabolism and the growth potential of the cell through multiple pathways. **(3)** ~300 proteins only use t^6^A encoding tRNAs for arginine. **(4)** Potential outcomes of increased translation ambiguities seen in the absence of t^6^A.

A reduction in t^6^A may also lower the translation rate of specific proteins due to codon usage, Figure 8-3. Arginine is one of two amino acids in yeast that are incorporated both by t^6^A-containing tRNAs (AGA/G codons) and by tRNAs lacking t^6^A (CGN codons), Figure 1B 44. The AGA/G codons are known to be frequent sites of frameshifting, reviewed in 106. Using the codon usage database 107, yeast genes were ranked according to their use of t^6^A-dependent or t^6^A-independent Arg codons. Around 300 genes used only t^6^A-dependent Arg codons and GO analysis showed a strong enrichment for genes of the aerobic respiration and electron transport pathways (*P *- value 10^-9^, Holm-Bonferroni test), which could explain the respiratory deficiency phenotype displayed by t^6^A^-^ yeast strains (Table S16 and S17). 23 ribosomal proteins, RNA Polymerase subunits (RNAP), and proteins of the chromatin remodelling complexes H2A and H2B use t^6^A-dependent Arg codons. Only 12 of these t^6^A-dependent Arg genes were decreased in RPFs in *tcs2*∆. 

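Table S17 lists 324 genes, of which 302 were tested. Of these, 66 were decreased, 30 were increased and 206 did neither in RPFs in *tcs2*∆ at an adjusted p under 0.05 from edgeR (69 decreased and 30 increased when adjusted over the list alone). The decreased share was 21.9%, against 11.3% of the other tested genes (two-sided Fisher's exact test, p = 3.69e-07), and the increased share was 9.93%, against 17.4% (p = 0.000518 from the same exact test). Without BY4742 replicate 2 the number decreased was 104, and with a threshold of 2-fold it was 42. The median log2 fold change was -0.30, and camera gave p = 9.84e-05 (p = 0.25 with an estimated correlation). The list holds 24 tested genes of cytosolic ribosomal proteins, and all 24 were decreased. Without ribosomal protein genes in the list or the background, a comparison chosen after these values were seen, 42 of 278 genes were decreased (15.1%), against 9.57% of the others (two-sided Fisher's exact test, p = 0.00378). Of the 42, *SEC53*, *QCR6*, *MIC19*, *PAU5*, *MOB2*, *STE2* and *RPN12* lie on chromosome VI, whose genes were lower as a group. With the shift of each chromosome taken out, 61 genes of the full list were decreased. The comparison without ribosomal protein genes was not repeated that way, so it cannot set the shift apart from arginine codons.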

Proteomic studies are now underway to confirm if this specific set of genes are translated less efficiently in the t^6^A^- ^strains.

As t^6^A levels decrease, translation fidelity decreases (Figures S7, S8 and Tables S6-13). Increase in translation ambiguity could lead to new protein products, which may be non-functional or toxic 108. Out-of-frame decoding could increase synthesis of small peptides 108 and misfolded proteins could lead to the activation of the unfolded protein response (UPR) 55, and to the activation of catabolic pathways 109,110, Figure 8-4. Additional proteomic studies are underway to measure misfolding and amino acid misincorporation rates in t^6^A^- ^strains to further characterize these multi-layered and complex phenotypes.

## MATERIALS AND METHODS

### Strains and growth conditions

A list of all organisms used in this study can be found in Table S1. Yeast strains were grown on YPD (DIFCO Laboratories) at 30°C. Synthetic minimal media (SD), with or without agar, with or without dropout supplements (-uracil, -ura; -leucine, -leu; -histidine, -his) were purchased from Clontech (Palo Alto, CA) and prepared as recommended by the manufacturer. Glucose (Glu, 2% w/v), Glycerol (Gly, 4% w/v), Ethanol (EtOH, 6% v/v) 5-fluoro-orotic acid (5-FOA, 0.1% w/v) and G418 (300 μg/mL) were used when appropriate. Yeast transformations were carried out using frozen competent cells as described by 111 with plating onto the appropriate media. The *S. cerevisiae* *tcs2*∆::*KanMX4* strain, VDC9100, was created as previously described 27. All strains were genotyped using oligonucleotides targeting inside and outside the gene of interest, in addition to the location of the replacement cassette. Oligonucleotides are listed in Table S2. VDC9100 (*tcs2*∆) harboring tRNA over-expression plasmids were created using the plasmid shuffle technique by first transforming with pBN204 (*TCS2* complementation plasmid), then transforming with tRNA plasmids, and finally curing pBN204 from VDC9100 using SD-leu+5-FOA media.

### Yeast growth assays 

Growth curves were performed using a Bioscreen C MBR (Oy Growth Curves AB Ltd, Finland) at 30°C and at maximum shaking. A 250 µl culture was used in each well, and 5 biological replicates were used for each condition. Yeast cultures were grown in the listed media to saturation, normalized to an OD_600_ of 1, and diluted 200 times in the listed media before loading on the Bioscreen. The growth curves presented are averages of 5 biological replicates. Significance was determined using a 2-way ANOVA and Fisher’s LSD using Prism 6 (GraphPad). 

For phenotype screens and tRNA over-expression assays, yeast cultures were grown in the media listed in the figure to saturation, normalized to an OD_600_ of 1.0 and 5 µL of 1:10 serial dilutions were spotted on the listed media with the supplements listed in the figure and text. Galactose (2% w/v) was added when needed. 

### Extraction and digestion of bulk tRNAs 

Bulk tRNAs were prepared as previously described using acid buffered-phenol (phenol saturated with 50 mM sodium acetate, pH 5.8) and alcohol precipitation 20. Nucleosides were prepared as described in 61 by hydrolyzing bulk tRNA with 10 units of Nuclease P1 (Sigma) overnight at 37°C, with the addition of 0.01 units of phosphodiesterase I (Sigma) and 3 µL *E. coli* alkaline phosphatase (Sigma). The hydrolyzed nucleosides were further purified by filtering through a 5 kD MWCO filter (Millipore) (to remove enzymes), dried in a CentriVap Concentrator, and suspended in 20 µL of water prior to analysis by HPLC or LC-MS/MS. 

### HPLC and LC-MS/MS Analysis

t^6^A was detected by HPLC as described by 112 using a Waters 1525 HPLC with Empower 2 software and detected with a Waters 2487 UV-vis spectrophotometer with simultaneous detection at 254 nm and 313 nm (for thio-derivatives). Separation was performed on an Ace C-18 column heated to 30°C, using 250 mM ammonium acetate (Buffer A) and 40% acetonitrile (Buffer B) run at 1 mL/min. 100 µg of nucleosides were injected and separated using a complex step gradient 112. Levels of t^6^A were measured by integrating the peak area from the extraction ion chromatograms. The ratio of Ψ-modified base/m_2_^2^G was used to normalize for tRNA concentration across samples. Levels for mutant strains were expressed relative to wild type levels. Results were confirmed by LC–MS/MS at the Donald Danforth Plant Science Center, St. Louis MO, as described in 20. The MS/MS fragmentation data, as well as a t^6^A standard provided by D. Davis (University of Utah) were also used to confirm the presence of t^6^A.

### Ribosome profiling

#### Purification of RPFs and Library Preparation

Ribosome Profiling was performed as described previously by Baudin-Baillieu *et al. *113,114. Briefly, polysomes were prepared from two biological replicates of the parental BY4742 strain and *tcs2*∆ (VDC9100) grown from a preculture diluted into 500 mL YPD in an Erlenmeyer flask. Cells were harvested at OD_600_ 0.6, chilled on ice, and cycloheximide was added to a final concentration of 50 µg/mL. Polysomes were harvested in cold lysis buffer (0.1 mM Tris-HCl, pH 7.4, 10 mM NaCl_2_, 3 mM MgCl_2_, and 50 µg/mL cycloheximide), and were aliquoted at approximately 40-50 OD_260_ units per tube and rapidly frozen in liquid nitrogen and stored at -80°C. Monosomes were prepared by digesting polysome extracts for 1 hour at room temperature with 15 units RNaseI (Ambion) per OD unit. The digested polysomes were purified on sucrose gradients prepared by casting the sucrose gradients (31% sucrose, 50 mM Tris-acetate pH 7.6, 50 mM NH_4_Cl, 12 mM MgCl_2_, and 1 mM DTT) with three freeze-thaw cycles. The samples were loaded on the gradients and centrifuged in a Beckman SW41 rotor at 39,000 rpm at 4°C for 3 hours. Fractions were collected using an ISCO (Teledyne, Lincoln, NE) instrument at a 0.5 mL/min flow rate. Ribosome protected fragments (RPFs) of mRNA were purified using acid phenol (unbuffered), chloroform, and ethanol precipitation, then stored at -20°C. The 28-nucleotide RNA fragments were selected on 15% acrylamide gels containing 7 M urea. A 28 nt RNA oligonucleotide (oNTI 199 5'-AUGUACACGGAGUCGACCCGCAACGCGA-3') was used as a size marker. After migration, gels were incubated for 30 minutes in a 10 % solution of SYBR-Gold (Life Technologies) and visualized with a UV lamp at 300 nm, and the 28 nt fragments were excised. The excised gel pieces were loaded into the pierced 1.5 mL tubes inside a 2 mL tube, and centrifuged for 1 minute at 16,000 x g. RNA was precipitated with glycogen ethanol overnight at -20°C. RPFs were depleted of major rRNA contamination by subtractive hybridization using biotinylated oligonucleotides (Table S2) and were recovered by reacting with MageneShere Paramagnetic streptavidin particles (Promega). The supernatants containing the RPFs were recovered and the RNA was precipitated, as described above. RNA size and quality was checked with a Small RNA Chip on a Bioanalyzer 2100 (Agilent). A directional RNA-Seq library was prepared by IMAGIF (Centre de Recherche de Gif - www.imagif.cnrs.fr) Gif-sur-Yvette, France using the TruSeq Small RNA Sample Prep Kit (Illumina) and the v1.5 sRNA 3' Adaptor (Illumina) according to the manufacturer’s protocol and verified using Bioanalyzer Small RNA Analysis kit (Agilent). Sequencing was performed at the Microarray and Genomic Analysis Core Facility at the University of Utah Huntsman Cancer Institute on an Illumina HiSeq 1500 and subjected to a 50 cycle run.

#### Sequencing, quality control, and read-mapping

Sequencing and bioinformatics analysis were performed as described in 114. In brief, four sequencing libraries were prepared from the 28-mer RPFs purified from two biological replicates of BY4742 and *tcs2*∆. The libraries were sequenced on an Illumina HiSeq 1500 with 50-cycle single-end reads to maximize the numbers of reads for each small RNA library. Approximately 2 x 10^9^ reads were obtained for each sample. Quality was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and adaptors were removed using CutAdapt 115. To remove contaminating reads corresponding to rRNA, reads were mapped against an rRNA index from the *Saccharomyces* Genome Database (SGD) using Bowtie2 with the default settings 116. Reads not mapping to rRNA were mapped against the SacCer3 index (SGD) 117 using Bowtie2. Approximately 1.3 x 10^8^ reads from each sample were mapped to the *S. cerevisiae* genome. Differential expression between samples was determined using a DESeq, with multiple testing correction using Benjamini and Hochberg 118,119,120. Significant differences between wild type and mutant were declared based on an adjusted alpha of 0.05. Precision of the biological replicates was very high with R = 0.9881 and R = 0.9959 for BY4742 and *tcs2*∆, respectively (Figure S1A and B). 

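Across the 5918 genes with a coding length, Pearson's correlation of RPKM between the 2 replicates was 0.9014 for BY4742 and 0.9929 for *tcs2*∆. On the scale of log2(RPKM + 1) it was 0.99 and 0.9942. Spearman's correlation was 0.9877 and 0.9939. Leaving out the 10 most abundant genes gave Pearson's correlations of 0.984 and 0.9892. These correlations are across genes, which are not independent replicates. Between a BY4742 and a *tcs2*∆ library, Pearson's correlation of RPKM lay between 0.8615 and 0.9073, and that of log2(RPKM + 1) between 0.9546 and 0.9639.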

Post-sequencing analysis to identify differential expression, frameshifts, read-through, and non-AUG starts was performed as described in 73. Sequences were deposited at NCBI GEO database under accession number GSE72030. 

#### Functional Classification of Genes 

Lists of genes produced from the above analysis were analysed using YeastMine 69, an interactive database for querying the *Saccharomyces* Genome Database (SGD,www.yeastgenome.org) 69 to produce Gene Ontology enrichments and pathway enrichments.

### Detection of protein aggregates and AGEs

Proteins were extracted from cells grown to mid-log and total proteins were extracted as described in 121. Aggregates were isolated as described by 122. Total proteins and aggregates were separated on 4-20% denaturing polyacrylamide gels with Coomasie blue staining. AGEs were identified by diol-specific silver staining 67.

## SUPPLEMENTAL MATERIAL

Click here for supplemental data file.

All supplemental data for this article are also available online at http://microbialcell.com/researcharticles/global-translational-impacts-of-the-loss-of-the-trna-modification-t6a-in-yeast/.

## References

[1] Crick FHC (1966). Codon—anticodon pairing: The wobble hypothesis.. J Mol Biol.

[2] El Yacoubi B, Bailly M, de Crécy-Lagard V (2011). Biosynthesis and Function of Posttranscriptional Modifications of
Transfer RNAs.. Annu Rev Genet.

[3] Grosjean H, de Crécy-Lagard V, Marck C (2010). Deciphering synonymous codons in the three domains of life:
co-evolution with specific tRNA modification enzymes.. FEBS Lett.

[4] Novoa EM, Pavon-Eternod M, Pan T, Ribas de Pouplana L (2012). A role for tRNA modifications in genome structure and codon
usage.. Cell.

[5] Lamichhane TN, Blewett NH, Crawford AK, Cherkasova V a, Iben JR, Begley TJ, Farabaugh PJ, Maraia RJ (2013). Lack of tRNA modification isopentenyl-A37 alters mRNA decoding
and causes metabolic deficiencies in fission yeast.. Mol Cell Biol.

[6] Novoa EM, Ribas de Pouplana L (2012). Speeding with control: codon usage, tRNAs, and
ribosomes..

[7] Ran W, Higgs PG (2010). The influence of anticodon-codon interactions and modified bases
on codon usage bias in bacteria.. Mol Biol Evol.

[8] Ran W, Kristensen DM, Koonin E V (2014). Coupling between protein level selection and codon usage
optimization in the evolution of bacteria and archaea.. MBio.

[9] Ran W, Higgs PG (2012). Contributions of Speed and Accuracy to Translational Selection in
Bacteria.. PLoS One.

[10] Plotkin JB, Kudla G (2011). Synonymous but not the same: the causes and consequences of codon
bias.. Nat Rev Genet.

[11] KrisKo A, Copic T, Gabaldón T, Lehner B, Supek F (2014). Inferring gene function from evolutionary change in signatures of
translation efficiency.. Genome Biol.

[12] Wallace EWJ, Airoldi EM, Drummond DA (2013). Estimating selection on synonymous codon usage from noisy
experimental data.. Mol Biol Evol.

[13] Drummond DA, Wilke CO (2009). The evolutionary consequences of erroneous protein
synthesis.. Nat Rev Genet.

[14] Drummond DA, Bloom JD, Adami C, Wilke CO, Arnold FH (2005). Why highly expressed proteins evolve slowly.. Proc Natl Acad Sci U S A.

[15] Dedon PC, Begley TJ (2014). A system of RNA modifications and biased codon use controls
cellular stress response at the level of translation.. Chem Res Toxicol.

[16] Preston M a, D’Silva S, Kon Y, Phizicky EM (2013). tRNAHis 5-methylcytidine levels increase in response to several
growth arrest conditions in Saccharomyces cerevisiae.. RNA.

[17] Chan CTY, Dyavaiah M, DeMott MS, Taghizadeh K, Dedon PC, Begley TJ (2010). A quantitative systems approach reveals dynamic control of tRNA
modifications during cellular stress.. PLoS Genet.

[18] Gu C, Begley TJ, Dedon PC (2014). tRNA modifications regulate translation during cellular
stress.. FEBS Lett.

[19] Thiaville PC, Iwata-Reuyl D, de Crécy-Lagard V (2014). Diversity of the biosynthesis pathway for
threonylcarbamoyladenosine (t(6)A), a universal modification of
tRNA.. RNA Biol.

[20] El Yacoubi B, Lyons B, Cruz Y, Reddy R, Nordin B, Agnelli F, Williamson JR, Schimmel P, Swairjo MA, de Crécy-Lagard V (2009). The universal YrdC/Sua5 family is required for the formation of
threonylcarbamoyladenosine in tRNA.. Nucleic Acids Res.

[21] Deutsch C, El Yacoubi B, de Crécy-Lagard V, Iwata-Reuyl D (2012). Biosynthesis of threonylcarbamoyl adenosine (t6A), a universal
tRNA nucleoside.. J Biol Chem.

[22] Lauhon CT (2012). Mechanism of N6-Threonylcarbamoyladenonsine (t6A) Biosynthesis:
Isolation and Characterization of the Intermediate
Threonylcarbamoyl-AMP.. Biochemistry.

[23] El Yacoubi B, Hatin I, Deutsch C, Kahveci T, Rousset J-P, Iwata-Reuyl D, Murzin AG, de Crécy-Lagard V (2011). A role for the universal Kae1/Qri7/YgjD (COG0533) family in tRNA
modification.. EMBO J.

[24] Perrochia L, Guetta D, Hecker A, Forterre P, Basta T (2013). Functional assignment of KEOPS/EKC complex subunits in the
biosynthesis of the universal t6A tRNA modification.. Nucleic Acids Res.

[25] Perrochia L, Crozat E, Hecker A, Zhang W, Bareille J, Collinet B, van Tilbeurgh H, Forterre P, Basta T (2013). In vitro biosynthesis of a universal t6A tRNA modification in
Archaea and Eukarya.. Nucleic Acids Res.

[26] Wan LCK, Mao DYL, Neculai D, Strecker J, Chiovitti D, Kurinov I, Poda G, Thevakumaran N, Yuan F, Szilard RK, Lissina E, Nislow C, Caudy A a, Durocher D, Sicheri F (2013). Reconstitution and characterization of eukaryotic
N6-threonylcarbamoylation of tRNA using a minimal enzyme
system.. Nucleic Acids Res.

[27] Thiaville PC, El Yacoubi B, Perrochia L, Hecker A, Prigent M, Thiaville JJ, Forterre P, Namy O, Basta T, de Crécy-Lagard V (2014). Cross Kingdom Functional Conservation of the Core Universally
Conserved Threonylcarbamoyladenosine tRNA Synthesis Enzymes.. Eukaryot Cell.

[28] Meng F-L, Hu Y, Shen N, Tong X-J, Wang J, Ding J, Zhou J-Q (2009). Sua5p a single-stranded telomeric DNA-binding protein facilitates
telomere replication.. EMBO J.

[29] Downey M, Houlsworth R, Maringele L, Rollie A, Brehme M, Galicia S, Guillard S, Partington M, Zubko MK, Krogan NJ, Emili A, Greenblatt JF, Harrington L, Lydall D, Durocher D (2006). A genome-wide screen identifies the evolutionarily conserved
KEOPS complex as a telomere regulator.. Cell.

[30] Kisseleva-Romanova E, Lopreiato R, Baudin-Baillieu A, Rousselle J-C, Ilan L, Hofmann K, Namane A, Mann C, Libri D (2006). Yeast homolog of a cancer-testis antigen defines a new
transcription complex.. EMBO J.

[31] Hecker A, Graille M, Madec E, Gadelle D, Le Cam E, van Tilbergh H, Forterre P (2009). The universal Kae1 protein and the associated Bud32 kinase
(PRPK), a mysterious protein couple probably essential for genome
maintenance in Archaea and Eukarya.. Biochem Soc Trans.

[32] Oberto J, Breuil N, Hecker A, Farina F, Brochier-Armanet C, Culetto E, Forterre P (2009). Qri7/OSGEPL, the mitochondrial version of the universal Kae1/YgjD
protein, is essential for mitochondrial genome maintenance.. Nucleic Acids Res.

[33] Lin C a, Ellis SR, True HL (2010). The Sua5 protein is essential for normal translational regulation
in yeast.. Mol Cell Biol.

[34] Hampsey M, Na JG, Pinto I, Ware DE, Berroteran RW (1991). Extragenic suppressors of a translation initiation defect in the
cyc1 gene of Saccharomyces cerevisiae.. Biochimie.

[35] Natarajan K, Meyer MR, Jackson BM, Slade D, Roberts C, Hinnebusch AG, Marton MJ (2001). Transcriptional profiling shows that Gcn4p is a master regulator
of gene expression during amino acid starvation in yeast.. Mol Cell Biol.

[36] Foiani M, Cigan AM, Paddon CJ, Harashima S, Hinnebusch AG (1991). GCD2, a translational repressor of the GCN4 gene, has a general
function in the initiation of protein synthesis in Saccharomyces
cerevisiae.. Mol Cell Biol.

[37] Hinnebusch AG (2005). Translational regulation of GCN4 and the general amino acid
control of yeast.. Annu Rev Microbiol.

[38] Daugeron M-C, Lenstra TL, Frizzarin M, El Yacoubi B, Liu X, Baudin-Baillieu A, Lijnzaad P, Decourty L, Saveanu C, Jacquier A, Holstege FCP, de Crécy-Lagard V, van Tilbeurgh H, Libri D (2011). Gcn4 misregulation reveals a direct role for the evolutionary
conserved EKC/KEOPS in the t6A modification of tRNAs.. Nucleic Acids Res.

[39] Guy MP, Phizicky EM (2015). Conservation of an intricate circuit for crucial modifications of
the tRNAPhe anticodon loop in eukaryotes.. RNA.

[40] Guy MP, Podyma BM, Preston MA, Shaheen HH, Krivos KL, Limbach PA, Hopper AK, Phizicky EM (2012). Yeast Trm7 interacts with distinct proteins for critical
modifications of the tRNAPhe anticodon loop.. RNA.

[41] Noma A, Kirino Y, Ikeuchi Y, Suzuki T (2006). Biosynthesis of wybutosine, a hyper-modified nucleoside in
eukaryotic phenylalanine tRNA.. EMBO J.

[42] Thiaville PC, El Yacoubi B, Köhrer C, Thiaville JJ, Deutsch C, Iwata-Reuyl D, Bacusmo JM, Armengaud J, Bessho Y, Wetzel C, Cao X, Limbach PA, RajBhandary UL, de Crécy-Lagard V (2015). Essentiality of threonylcarbamoyladenosine (t(6)A), a universal
tRNA modification, in bacteria.. Mol Microbiol.

[43] Taniguchi T, Miyauchi K, Nakane D, Miyata M, Muto A, Nishimura S, Suzuki T (2013). Decoding system for the AUA codon by tRNAIle with the UAU
anticodon in Mycoplasma mobile.. Nucleic Acids Res.

[44] Machnicka M a, Milanowska K, Osman Oglou O, Purta E, Kurkowska M, Olchowik A, Januszewski W, Kalinowski S, Dunin-Horkawicz S, Rother KM, Helm M, Bujnicki JM, Grosjean H (2013). MODOMICS: a database of RNA modification pathways--2013
update.. Nucleic Acids Res.

[45] Björk GR, Huang B, Persson OP, Byström AS (2007). A conserved modified wobble nucleoside (mcm5s2U) in lysyl-tRNA is
required for viability in yeast.. RNA.

[46] Dewez M, Bauer F, Dieu M, Raes M, Vandenhaute J, Hermand D (2008). The conserved Wobble uridine tRNA thiolase Ctu1-Ctu2 is required
to maintain genome integrity.. Proc Natl Acad Sci U S A.

[47] Johansson MJO, Esberg A, Huang B, Björk GR, Byström AS (2008). Eukaryotic wobble uridine modifications promote a functionally
redundant decoding system.. Mol Cell Biol.

[48] Jäger G, Nilsson K, Björk GR (2013). The phenotype of many independently isolated +1 frameshift
suppressor mutants supports a pivotal role of the P-site in reading frame
maintenance.. PLoS One.

[49] Urbonavicius J, Stahl G, Durand JMB, Ben Salem SN, Qian Q, Farabaugh PJ, Björk GR (2003). Transfer RNA modifications that alter +1 frameshifting in general
fail to affect -1 frameshifting.. RNA.

[50] Huang B, Johansson MJO, Byström AS (2005). An early step in wobble uridine tRNA modification requires the
Elongator complex.. RNA.

[51] Chen C, Huang B, Eliasson M, Rydén P, Byström AS (2011). Elongator Complex Influences Telomeric Gene Silencing and DNA
Damage Response by Its Role in Wobble Uridine tRNA
Modification.. PLoS Genet.

[52] Bauer F, Hermand D (2012). A coordinated codon-dependent regulation of translation by
Elongator.. Cell Cycle.

[53] Esberg A, Huang B, Johansson MJO, Byström AS (2006). Elevated levels of two tRNA species bypass the requirement for
elongator complex in transcription and exocytosis.. Mol Cell.

[54] Zinshteyn B, Gilbert W V (2013). Loss of a Conserved tRNA Anticodon Modification Perturbs Cellular
Signaling.. PLoS Genet.

[55] Rojas-Benítez D, Ibar C, Glavic Á (2013). The Drosophila EKC/KEOPS complex: roles in protein synthesis
homeostasis and animal growth.. Fly (Austin).

[56] Rojas-Benitez D, Thiaville PC, de Crécy-Lagard V, Glavic A (2015). The Levels of a Universally Conserved tRNA Modification Regulate
Cell Growth.. J Biol Chem.

[57] Ibar C, Cataldo VF, Vásquez-Doorman C, Olguín P, Glavic A (2013). Drosophila p53-related protein kinase is required for PI3K/TOR
pathway-dependent growth.. Development.

[58] Scheidt V, Juedes A, Baer C, Klassen R, Schaffrath R (2014). Loss of wobble uridine modification in tRNA anticodons interferes
with TOR pathway signaling.. Microb Cell.

[59] Thiaville PC, de Crecy-Lagard V (2015). The emerging role of complex modifications of tRNALysUUU in
signaling pathways.. Microb Cell.

[60] Nedialkova DD, Leidel SA (2015). Optimization of Codon Translation Rates via tRNA Modifications
Maintains Proteome Integrity.. Cell.

[61] Naor A, Thiaville PC, Altman-Price N, Cohen-Or I, Allers T, de Crécy-Lagard V, Gophna U (2012). A Genetic Investigation of the KEOPS Complex in Halophilic
Archaea.. PLoS One.

[62] Kuranda K, Leberre V, Sokol S, Palamarczyk G, François J (2006). Investigating the caffeine effects in the yeast Saccharomyces
cerevisiae brings new insights into the connection between TOR, PKC and
Ras/cAMP signalling pathways.. Mol Microbiol.

[63] Alings F, Sarin LP, Fufezan C, Drexler HC a, Leidel S a (2014). An evolutionary approach uncovers a diverse response of tRNA
2-thiolation to elevated temperatures in yeast..

[64] Klassen R, Grunewald P, Thüring KL, Eichler C, Helm M, Schaffrath R (2015). Loss of Anticodon Wobble Uridine Modifications Affects tRNALys
Function and Protein Levels in Saccharomyces cerevisiae.. PLoS One.

[65] Kingsbury JM, McCusker JH (2010). Homoserine toxicity in Saccharomyces cerevisiae and Candida
albicans homoserine kinase (thr1Delta) mutants.. Eukaryot Cell.

[66] Katz C, Cohen-Or I, Gophna U, Ron EZ (2010). The ubiquitous conserved glycopeptidase Gcp prevents accumulation
of toxic glycated proteins.. MBio.

[67] Tsai CM, Frasch CE (1982). A sensitive silver stain for detecting lipopolysaccharides in
polyacrylamide gels.. Anal Biochem.

[68] Anderson J, Phan L, Cuesta R, Carlson BA, Pak M, Asano K, Björk GR, Tamame M, Hinnebusch AG (1998). The essential Gcd10p-Gcd14p nuclear complex is required for
1-methyladenosine modification and maturation of initiator
methionyl-tRNA.. Genes Dev.

[69] Balakrishnan R, Park J, Karra K, Hitz BC, Binkley G, Hong EL, Sullivan J, Micklem G, Cherry JM (2012). YeastMine--an integrated data warehouse for Saccharomyces
cerevisiae data as a multipurpose tool-kit.. Database J Biol Databases Curation.

[70] Nishimura A, Kotani T, Sasano Y, Takagi H (2010). An antioxidative mechanism mediated by the yeast
N-acetyltransferase Mpr1: Oxidative stress-induced arginine synthesis and
its physiological role.. FEMS Yeast Res.

[71] Harbison CT, Gordon DB, Lee TI, Rinaldi NJ, Macisaac KD, Danford TW, Hannett NM, Tagne J, Reynolds DB, Yoo J, Jennings EG, Zeitlinger J, Pokholok DK, Kellis M, Rolfe PA, Takusagawa KT, Lander ES, Gifford DK, Fraenkel E, Young RA (2004). Transcriptional regulatory code of a eukaryotic
genome.. Nature.

[72] Wolin SL, Walter P (1988). Ribosome pausing and stacking during translation of a eukaryotic
mRNA.. EMBO J.

[73] Legendre R, Baudin-Baillieu A, Hatin I, Namy O (2015). RiboTools: A Galaxy toolbox for qualitative ribosome profiling
analysis.. Bioinformatics.

[74] Pearson CE (2011). Repeat associated non-ATG translation initiation: one DNA, two
transcripts, seven reading frames, potentially nine toxic
entities!. PLoS Genet.

[75] Chen S-J, Lin G, Chang K-J, Yeh L-S, Wang C-C (2008). Translational efficiency of a non-AUG initiation codon is
significantly affected by its sequence context in yeast.. J Biol Chem.

[76] Clements JM, Laz TM, Sherman F (1988). Efficiency of translation initiation by non-AUG codons in
Saccharomyces cerevisiae.. Mol Cell Biol.

[77] Chang C-P, Chen S-J, Lin C-H, Wang T-L, Wang C-C (2010). A single sequence context cannot satisfy all non-AUG initiator
codons in yeast.. BMC Microbiol.

[78] Chang K-J, Wang C-C (2004). Translation initiation from a naturally occurring non-AUG codon
in Saccharomyces cerevisiae.. J Biol Chem.

[79] Tang H-L, Yeh L-S, Chen N-K, Ripmaster T, Schimmel P, Wang C-C (2004). Translation of a yeast mitochondrial tRNA synthetase initiated at
redundant non-AUG codons.. J Biol Chem.

[80] Sharp PM, Li WH (1987). The codon Adaptation Index--a measure of directional synonymous
codon usage bias, and its potential applications.. Nucleic Acids Res.

[81] dos Reis M, Savva R, Wernisch L (2004). Solving the riddle of codon usage preferences: a test for
translational selection.. Nucleic Acids Res.

[82] Pechmann S, Frydman J (2013). Evolutionary conservation of codon optimality reveals hidden
signatures of cotranslational folding.. Nat Struct Mol Biol.

[83] Stadler M, Fire A (2011). Wobble base-pairing slows in vivo translation elongation in
metazoans.. RNA.

[84] Gardin J, Yeasmin R, Yurovsky A, Cai Y, Skiena S, Futcher B (2014). Measurement of average decoding rates of the 61 sense codons in
vivo.. Elife.

[85] Kramer EB, Farabaugh PJ (2007). The frequency of translational misreading errors in
E. coli is largely determined by tRNA competition.. RNA.

[86] Farabaugh PJ, Björk GR (1999). How translational accuracy influences reading frame
maintenance.. EMBO J.

[87] Kawakami K, Pande S, Faiola B, Moore DP, Boeke JD, Farabaugh PJ, Strathern JN, Nakamura Y, Garfinkel DJ (1993). A rare tRNA-Arg(CCU) that regulates Ty1 element ribosomal
frameshifting is essential for Ty1 retrotransposition in Saccharomyces
cerevisiae.. Genetics.

[88] Manickam N, Nag N, Abbasi A, Patel K, Farabaugh PJ (2014). Studies of translational misreading in vivo show that the
ribosome very efficiently discriminates against most potential
errors.. RNA.

[89] Dube SK, Marcker K a, Clark BF, Cory S (1968). Nucleotide sequence of N-formyl-methionyl-transfer
RNA.. Nature.

[90] Miller JH (1974). GUG and UUG are initiation codons in vivo.. Cell.

[91] Files JG, Weber K, Coulondre C, Miller JH (1975). Identification of the UUG codon as a translational initiation
codon in vivo.. J Mol Biol.

[92] Stewart JW, Sherman F, Shipman N a, Jackson M (1971). Identification and mutational relocation of the AUG codon
initiating translation of iso-1-cytochrome c in yeast.. J Biol Chem.

[93] Baralle FE, Brownlee GG (1978). AUG is the only recognisable signal sequence in the 5′ non-coding
regions of eukaryotic mRNA.. Nature.

[94] Weissenbach J, Grosjean H (1981). Effect of threonylcarbamoyl modification (t6A) in yeast tRNA Arg
III on codon-anticodon and anticodon-anticodon interactions. A thermodynamic and kinetic evaluation.. Eur J Biochem.

[95] Zaborske JM, Bauer DuMont VL, Wallace EWJ, Pan T, Aquadro CF, Drummond DA (2014). A Nutrient-Driven tRNA Modification Alters Translational Fidelity
and Genome-wide Protein Coding across an Animal Genus.. PLoS Biol.

[96] Ikemura T (1982). Correlation between the abundance of yeast transfer RNAs and the
occurrence of the respective codons in protein genes: Differences in synonymous codon choice patterns of yeast and Escherichia
coli with reference to the abundance of isoaccepting transfer RNAs.. J Mol Biol.

[97] Kraakman L, Lemaire K, Ma P, Teunlssen AWRH, Donaton MC V, Van Dijck P, Winderickx J, De Winde JH, Thevelein JM (1999). A Saccharomyces cerevisiae G-protein coupled receptor, Gpr1, is
specifically required for glucose activation of the cAMP pathway during the
transition to growth on glucose.. Mol Microbiol.

[98] Cherry JM, Hong EL, Amundsen C, Balakrishnan R, Binkley G, Chan ET, Christie KR, Costanzo MC, Dwight SS, Engel SR, Fisk DG, Hirschman JE, Hitz BC, Karra K, Krieger CJ, Miyasato SR, Nash RS, Park J, Skrzypek MS, Simison M, Weng S, Wong ED (2012). Saccharomyces Genome Database: The genomics resource of budding
yeast.. Nucleic Acids Res.

[99] Kato M, Slack FJ (2012). Ageing and the small, non-coding RNA world..

[100] Na JG, Pinto I, Hampsey M (1992). Isolation and Characterization of SUA5, a Novel Gene Required for
Normal Growth in Saccharomyces cerevisiae.. Genetics.

[101] Miller JP, Hussain Z, Schweizer MP (1976). The involvement of the anticodon adjacent modified nucleoside
N-(9-(BETA-D-ribofuranosyl) purine-6-ylcarbamoyl)-threonine in the
biological function of E.. coli tRNAile. Nucleic Acids Res.

[102] Loewith R, Hall MN (2011). Target of rapamycin (TOR) in nutrient signaling and growth
control.. Genetics.

[103] Rohde JR, Bastidas R, Puria R, Cardenas ME (2008). Nutritional control via Tor signaling in Saccharomyces
cerevisiae.. Curr Opin Microbiol.

[104] Turowski TW, Karkusiewicz I, Kowal J, Boguta M (2012). Maf1-mediated repression of RNA polymerase III transcription
inhibits tRNA degradation via RTD pathway.. RNA.

[105] Cardenas ME, Cutler NS, Lorenz MC, Di Como CJ, Heitman J (1999). The TOR signaling cascade regulates gene expression in response
to nutrients.. Genes Dev.

[106] Farabaugh PJ (1996). Programmed translational frameshifting.. Annu Rev Genet.

[107] Tumu S, Patil A, Towns W, Dyavaiah M, Begley TJ (2012). The gene-specific codon counting database: a genome-based catalog
of one-, two-, three-, four- and five-codon combinations present in
Saccharomyces cerevisiae genes.. Database (Oxford).

[108] Powers ET, Balch WE (2008). Costly mistakes: translational infidelity and protein
homeostasis.. Cell.

[109] Travers KJ, Patil CK, Wodicka L, Lockhart DJ, Weissman JS, Walter P (2000). Functional and genomic analyses reveal an essential coordination
between the unfolded protein response and ER-associated
degradation.. Cell.

[110] Herzog B, Popova B, Jakobshagen A, Shahpasandzadeh H, Braus GH (2013). Mutual cross talk between the regulators Hac1 of the unfolded
protein response and Gcn4 of the general amino acid control of Saccharomyces
cerevisiae.. Eukaryot Cell.

[111] Gietz RD, Schiestl RH (2007). Frozen competent yeast cells that can be transformed with high
efficiency using the LiAc/SS carrier DNA/PEG method.. Nat Protoc.

[112] Pomerantz SC, McCloskey JA (1990). Analysis of RNA hydrolyzates by liquid chromatography-mass
spectrometry.. Methods Enzymol.

[113] Baudin-Baillieu A, Legendre R, Kuchly C, Hatin I, Demais S, Mestdagh C, Gautheret D, Namy O (2014). Genome-wide Translational Changes Induced by the Prion
[PSI+].. Cell Rep.

[114] Baudin-Baillieu A, Hatin I, Legendre R, Namy O (2016). Translation Analysis at the Genome Scale by Ribosome
Profiling.. Methods in Molecular Biology.

[115] Martin M (2011). Cutadapt removes adapter sequences from high-throughput
sequencing reads.. EMBnet.journal.

[116] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2.. Nat Methods.

[117] Engel SR, Dietrich FS, Fisk DG, Binkley G, Balakrishnan R, Costanzo MC, Dwight SS, Hitz BC, Karra K, Nash RS, Weng S, Wong ED, Lloyd P, Skrzypek MS, Miyasato SR, Simison M, Cherry JM (2014). The reference genome sequence of Saccharomyces cerevisiae: then
and now.. G3 (Bethesda).

[118] Anders S, Huber W (2010). Differential expression analysis for sequence count
data.. Genome Biol.

[119] Anders S, EMBL (2012). Analysing RNA-Seq data with the DESeq package.

[120] Benjamini Y, Hochberg Y (1995). Controlling the False Discovery Rate: A Practical and Powerful
Approach to Multiple Testing.. J R Stat Soc Ser B.

[121] Kushnirov V V (2000). Rapid and reliable protein extraction from yeast.. Yeast.

[122] Koplin A, Preissler S, Llina Y, Koch M, Scior A, Erhardt M, Deuerling E (2010). A dual function for chaperones SSB-RAC and the NAC nascent
polypeptide-associated complex on ribosomes.. J Cell Biol.

# Supplementary material for: Global translational impacts of the loss of the tRNA modification t6A in yeast
**Source:** Microb Cell. 2015 Dec 18;3(1):29–45. doi: 10.15698/mic2016.01.473
**Supplement:** Supplementary file 1

Global Translational Impacts of the Loss of the tRNA Modification t⁶A in Yeast

Patrick C. Thiaville^{1,2,3,4}, Rachel Legendre⁴, Diego Rojas-Benítez⁵, Agnès Baudin-Baillieu⁴,
Isabelle Hatin⁴, Guilhem Chalancon⁶, Alvaro Glavic⁵, Olivier Namy^{4*}, Valérie de Crécy-
Lagard^{1,3,*}

Running title: Role of t⁶A synthesis

SUPPLEMENTAL

Table S1. Strains and plasmids used in this study

Name	Description	Reference
<i>S. cerevisiae</i>		
BY4741	<i>MATa</i> ; <i>his3Δ</i> ; <i>leu2Δ</i> ; <i>met15Δ</i> ; <i>ura3Δ</i>	OpenBio Systems
BY4742	<i>MATa</i> ; <i>his3Δ</i> ; <i>leu2Δ</i> ; <i>met15Δ</i> ; <i>ura3Δ</i>	OpenBio Systems
VDC9100	<i>tcs2Δ</i> . BY4742, <i>sua5::kanMX4</i>	[1]
VDC5563	<i>tcs3Δ</i> . BY4741; <i>kae1::kanMX4</i>	[2]
Y03801	<i>tcs4Δ</i> . BY4741; <i>qri7::kanMX4</i>	Euroscarf
15914	<i>tcs5Δ</i> . BY4742; <i>bud32::kanMX4</i>	OpenBio Systems
Y07104	<i>tcs6Δ</i> . BY4741; <i>pcc1::KanMX4</i>	Euroscarf
Y06725	<i>tcs7Δ</i> . BY4741; <i>cgi121::KanMX4</i>	Euroscarf
Y07017	<i>tcs8Δ</i> . BY4741; <i>gon7::KanMX4</i>	Euroscarf
2742	BY4741; <i>elp3::kanMX4</i>	OpenBio Systems
559	BY4741; <i>trm9::kanMX4</i>	OpenBio Systems
7242	BY4741; <i>ncs2::kanMX4</i>	OpenBio Systems
7770	BY4741; <i>ncs6::kanMX4</i>	OpenBio Systems
<i>E. coli</i>		
DH5α	F ⁻ , <i>gyrA462</i> , <i>endA1</i> , Δ(<i>srI-recA</i>), <i>mcrB</i> , <i>mrr</i> , <i>hsdS20(rB⁻, mB⁻)</i> , <i>supE44</i> , <i>ara-14</i> , <i>galK2</i> , <i>lacY1</i> , <i>proA2</i> , <i>rpsL20(Sm^R)</i> , <i>xyl-5</i> , λ ⁻ , <i>leu</i> , <i>mtl1</i>	Invitrogen
Plasmids		
pRS425	2μ <i>LEU2</i>	[3]
pYES-DEST52	2μ <i>URA3</i>	Invitrogen
tM(CAU)O2	pRS425 tRNA overexpression vector	Like in [4]
tK(CUU)G1	pRS425 tRNA overexpression vector	Like in [4]
tN(GUU)C	pRS425 tRNA overexpression vector	Like in [4]
tE(UUC)U	pRS425 tRNA overexpression vector	[4]
tK(UUU)L	pRS425 tRNA overexpression vector	[4]
tI(AAU)G	pRS425 tRNA overexpression vector	Like in [4]
tT(UGU)G1	pRS425 tRNA overexpression vector	Like in [4]
tR(UCU)D	pRS425 tRNA overexpression vector	Like in [4]
tR(ACG)E	pRS425 tRNA overexpression vector	Like in [4]
tR(CCU)J	pRS425 tRNA overexpression vector	Like in [4]

tI(UAU)L	pRS425 tRNA overexpression vector	Like in [4]
pBN204	pYes containing <i>TCS2</i> plus 200 bases upstream	[5]
pXbp1	2 μ <i>URA3</i> P _{GAL} :: <i>XBPI</i> (YIL101c)	OpenBio Systems
pKar2	2 μ <i>URA3</i> P _{GAL} :: <i>KAR2</i> (YJL034w)	OpenBio Systems
pHrd1	2 μ <i>URA3</i> P _{GAL} :: <i>HRD1</i> (YOL013c)	OpenBio Systems
pIMT100-1	YEpl351 containing tRNA ^{iMet} (<i>IMT</i>)	[6]
pD1780	YEpl24 containing eIF-2 $\alpha\beta\gamma$ (<i>SUI1</i> , <i>SUI2</i> , <i>GCD11</i>)	[6]
YEpl24	2 μ <i>URA3</i>	[7]
YEpl351	2 μ <i>URA3</i>	[7]

Table S2. Oligonucleotides used in this study

Name	Sequence
>KanMx-5'	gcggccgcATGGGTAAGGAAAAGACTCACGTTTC
>KanMx-3'	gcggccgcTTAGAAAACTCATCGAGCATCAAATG
>Kae1-int-fwd	GCCTCGAGACACGGCAAGGC
>Kae1-int-rev	TGTAGCCAGGCGAGGGCTCA
>Kae1-ext-fwd	TCCATTTTGAGGATTCCTATGTGCTCG
>Kae1-ext-rev	GCTTGCCCTTGTTGCTTGCTCCC
>Qri7-int-fwd	GGCAGAGGCGTGCATTCAAC
>Qri7-int-rev	CAATTCCTTCTCTCGCATTG
>Qri7-ext-fwd	TGGTTGGAAGATGCAGGCGCT
>Qri7-ext-rev	AAGGCGTCGTGCCGCTCATC
>Sua5-Int-fwd	GCAGCGCTAGTTGAAGCGGC
>Sua5-int-rev	ACCTTGCACGCTCCGCCATC
>Sua5_start	GTATGTACCTTGGACGACATT
>Sua5-ext-rev	GACGCCCAACCCTATTGAG
>Pcc1_outside-5'	TCCGATCTCTGTTCCACCCA
>Pcc1_outside-3'	ATTTACACGCAACCCCAGGA
>Pcc1_inside-5'	ATGACAAGCAAACGGGAAAAGT
>Pcc1_inside-3'	TCTTGTGGCTTCAAATCGGG
>Gon7_outside-5'	AGTGTTACGGCCTTGTCAGG
>Gon7_outside-3'	CCGGCAGGATGATTCCAAGT
>Gon7_inside-5'	CGCGATGACCCTCGATACAT
>Gon7_inside-3'	AACAGCATCTTCGTACCGT
>Cgi121_outside-5'	CATGTTTAATCTTTTGC GCGAA
>Cgi121_outside-3'	AACTGACTTCACGGAGAACA
>Cgi121_inside-5'	GACCCCGGTTAGTCTGTTC

>Cgi121_inside-3' TGTGTTTCTGGTGAGGCTGT
 >Bud32_outside-5' GCGCATCACCAACTTGAAGG
 >Bud32_outside-3' CAATAACTCGGACACGCTTTGATGG
 >Bud32_inside-5' CGGAGGGCACGGTTTTAGTA
 >Bud32_inside-3' CTGAGCCCAGACCGAAATCA

rRNA depletions oligos

25SLNA* 5BioTEG/GACPCCTZATTLGTETCLATC
 5BioTEG/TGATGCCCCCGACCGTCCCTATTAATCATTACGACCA
 rRNA-1 AGTTTGTCCAAATTCTCCGCTCTGAGA
 5BioTEG/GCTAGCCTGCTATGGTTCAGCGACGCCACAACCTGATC
 rRNA-2 AAATGCCCTTCCCTTTCAACAATTTACG
 5BioTEG/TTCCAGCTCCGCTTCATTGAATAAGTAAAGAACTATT
 rRNA-3 TTGCCGACTTCCCTTATCTACATTATTCTA
 5BioTEG/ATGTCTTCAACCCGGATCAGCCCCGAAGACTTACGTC
 rRNA-4 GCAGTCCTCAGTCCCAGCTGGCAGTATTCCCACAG
 5BioTEG/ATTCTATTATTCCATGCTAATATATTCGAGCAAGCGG
 rRNA-5 TTATCAGTACGACCTGGCATGAAAAC
 5BioTEG/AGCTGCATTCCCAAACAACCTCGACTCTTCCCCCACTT
 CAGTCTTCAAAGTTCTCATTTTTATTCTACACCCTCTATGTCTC
 rRNA-6 TTCACA

Table S3. Genes reduced in RPF in *tcs2Δ*

Systematic Name	Standard Name	Description
YAR066W		Putative GPI protein
YAR070C		Dubious open reading frame
YAR071W	PHO11	One of three repressible acid phosphatases
YBR093C	PHO5	Repressible acid phosphatase
YBR296C	PHO89	Plasma membrane Na ⁺ /Pi cotransporter
YCL063W	VAC17	Phosphoprotein involved in vacuole inheritance
YCL064C	CHA1	Catabolic L-serine (L-threonine) deaminase
YCL066W	HMLALPH A1	Silenced copy of ALPHA1 at HML
YCR013C		Dubious open reading frame
YCR040W	MATALPH A1	Transcriptional co-activator that regulates mating-type-specific genes
YDL022W	GPD1	NAD-dependent glycerol-3-phosphate dehydrogenase

YDL042C	SIR2	Conserved NAD ⁺ dependent histone deacetylase of the Sirtuin family
YDL227C	HO	Site-specific endonuclease
YDR111C	ALT2	Catalytically inactive alanine transaminase
YDR140W	MTQ2	S-adenosylmethionine-dependent methyltransferase
YDR184C	ATC1	Nuclear protein
YDR281C	PHM6	Protein of unknown function
YDR354C-A		Dubious open reading frame
YDR365C	ESF1	Nucleolar protein involved in pre-rRNA processing
YDR445C		Dubious open reading frame
YER011W	TIR1	Cell wall mannoprotein
YER072W	VTC1	Subunit of the vacuolar transporter chaperone (VTC) complex
YFL002C	SPB4	Putative ATP-dependent RNA helicase
YFL004W	VTC2	Subunit of vacuolar transporter chaperone (VTC) complex
YFL005W	SEC4	Rab family GTPase
YFL017C	GNA1	Glucosamine-6-phosphate acetyltransferase
YFL017W-A	SMX2	Core Sm protein Sm G
YFL022C	FRS2	Alpha subunit of cytoplasmic phenylalanyl-tRNA synthetase
YFL026W	STE2	Receptor for alpha-factor pheromone
YFL034C-A	RPL22B	Ribosomal 60S subunit protein L22B
YFL045C	SEC53	Phosphomannomutase
YFR001W	LOC1	Nuclear protein involved in asymmetric localization of ASH1 mRNA
YFR005C	SAD1	Conserved zinc-finger domain protein involved in pre-mRNA splicing
YFR016C		Putative protein of unknown function
YFR032C	RRT5	Putative protein of unknown function
YFR032C-A	RPL29	Ribosomal 60S subunit protein L29
YFR032C-B		Putative protein of unknown function
YFR033C	QCR6	Subunit 6 of the ubiquinol cytochrome-c reductase complex
YFR034C	PHO4	Basic helix-loop-helix (bHLH) transcription factor of the myc-family
YFR036W	CDC26	Subunit of the Anaphase-Promoting Complex/Cyclosome (APC/C)
YGL014W	PUF4	Member of the PUF protein family
YGL089C	MF(ALPHA)<br>2	Mating pheromone alpha-factor, made by alpha cells
YGL169W	SUA5	Protein involved in threonylcarbamoyl adenosine biosynthesis
YGL255W	ZRT1	High-affinity zinc transporter of the plasma membrane
YGR035C		Putative protein of unknown function, potential Cdc28p substrate

YGR111W		Putative protein of unknown function
YGR146C	ECL1	Protein of unknown function
YGR177C	ATF2	Alcohol acetyltransferase
YGR210C		Putative protein of unknown function
YGR233C	PHO81	Cyclin-dependent kinase (CDK) inhibitor
YGR234W	YHB1	Nitric oxide oxidoreductase
YHR136C	SPL2	Protein with similarity to cyclin-dependent kinase inhibitors
YHR148W	IMP3	Component of the SSU processome
YHR163W	SOL3	6-phosphogluconolactonase
YHR180W-A		Dubious open reading frame
YHR193C-A		Dubious open reading frame
YHR214C-E		Putative protein of unknown function
YHR214W		Putative protein of unknown function
YHR215W	PHO12	One of three repressible acid phosphatases
YIL011W	TIR3	Cell wall mannoprotein
YIL068W-A		Dubious open reading frame
YJL012C	VTC4	Vacuolar membrane polyphosphate polymerase
YJL056C	ZAP1	Zinc-regulated transcription factor
YJL127C	SPT10	Putative histone acetylase with a role in transcriptional silencing
YJL191W	RPS14B	Protein component of the small (40S) ribosomal subunit
YJR004C	SAG1	Alpha-agglutinin of alpha-cells
YJR047C	ANB1	Translation elongation factor eIF-5A
YJR147W	HMS2	Protein with similarity to heat shock transcription factors
YKL024C	URA6	Uridylate kinase
YKL084W	HOT13	Zinc-binding mitochondrial intermembrane space (IMS) protein
YKL096W	CWP1	Cell wall mannoprotein that localizes to birth scars of daughter cells
YKR025W	RPC37	RNA polymerase III subunit C37
YLL042C	ATG10	Conserved E2-like conjugating enzyme
YLL052C	AQY2	Water channel that mediates water transport across cell membranes
YLR121C	YPS3	Aspartic protease
YLR333C	RPS25B	Protein component of the small (40S) ribosomal subunit
YLR346C		Putative protein of unknown function found in mitochondria
YLR367W	RPS22B	Protein component of the small (40S) ribosomal subunit
YLR452C	SST2	GTPase-activating protein for Gpa1p
YML017W	PSP2	Asn rich cytoplasmic protein that contains RGG motifs
YML058W-A	HUG1	Protein involved in the Mec1p-mediated checkpoint pathway
YML123C	PHO84	High-affinity inorganic phosphate (Pi) transporter

YMR006C	PLB2	Phospholipase B (lysophospholipase) involved in lipid metabolism
YMR141C		Dubious open reading frame
YMR319C	FET4	Low-affinity Fe(II) transporter of the plasma membrane
YNL111C	CYB5	Cytochrome b5
YNL141W	AAH1	Adenine deaminase (adenine aminohydrolase)
YNR044W	AGA1	Anchorage subunit of a-agglutinin of a-cells
YOL013W-B		Dubious open reading frame
YOL068C	HST1	NAD(+)-dependent histone deacetylase
YOL109W	ZEO1	Peripheral membrane protein of the plasma membrane
YOR009W	TIR4	Cell wall mannoprotein
YOR091W	TMA46	Protein of unknown function that associates with translating ribosomes
YOR095C	RKI1	Ribose-5-phosphate ketol-isomerase
YOR238W		Putative protein of unknown function
YOR253W	NAT5	Subunit of protein N-terminal acetyltransferase NatA
YOR299W	BUD7	Member of the ChAPs family (Chs5p-Arf1p-binding proteins)
YOR346W	REV1	Deoxycytidyl transferase
YOR377W	ATF1	Alcohol acetyltransferase
YOR378W	AMF1	Putative paralog of ATR1
YPL019C	VTC3	Subunit of vacuolar transporter chaperone (VTC) complex
YPL049C	DIG1	MAP kinase-responsive inhibitor of the Ste12p transcription factor
YPL067C		Putative protein of unknown function
YPL081W	RPS9A	Protein component of the small (40S) ribosomal subunit
YPL165C	SET6	SET domain protein of unknown function
YPL199C		Putative protein of unknown function
YPL245W		Putative protein of unknown function
YPL263C	KEL3	Cytoplasmic protein of unknown function
YPR013C	CMR3	Putative zinc finger protein
YPR108W-A		Putative protein of unknown function
YPR119W	CLB2	B-type cyclin involved in cell cycle progression

Table S4. Genes increased in RPFs in *tcs2Δ*

**Systematic Name**	**Standard Name**	**Description**
YAL026C	DRS2	Trans-golgi network aminophospholipid translocase (flippase)
YAL037W		Putative protein of unknown function
YAL061W	BDH2	Putative medium-chain alcohol dehydrogenase with similarity to BDH1

YBL017C	PEP1	Type I transmembrane sorting receptor for multiple vacuolar hydrolases
YBL042C	FUI1	High affinity uridine permease, localizes to the plasma membrane
YBL043W	ECM13	Non-essential protein of unknown function
YBL049W	MOH1	Protein of unknown function
YBL066C	SEF1	Putative transcription factor
YBL075C	SSA3	ATPase involved in protein folding and the response to stress
YBL078C	ATG8	Component of autophagosomes and Cvt vesicles
YBL088C	TEL1	Protein kinase primarily involved in telomere length regulation
YBL107C	MIX23	Mitochondrial intermembrane space protein of unknown function
YBR006W	UGA2	Succinate semialdehyde dehydrogenase
YBR015C	MNN2	Alpha-1,2-mannosyltransferase
YBR033W	EDS1	Putative zinc cluster protein, predicted to be a transcription factor
YBR036C	CSG2	Endoplasmic reticulum membrane protein
YBR041W	FAT1	Very long chain fatty acyl-CoA synthetase and fatty acid transporter
YBR043C	QDR3	Multidrug transporter of the major facilitator superfamily
YBR054W	YRO2	Protein of unknown function with similarity to archaeal rhodopsins
YBR072W	HSP26	Small heat shock protein (sHSP) with chaperone activity
YBR097W	VPS15	Serine/threonine protein kinase involved in vacuolar protein sorting
YBR105C	VID24	GID Complex regulatory subunit
YBR139W		Putative serine type carboxypeptidase
YBR147W	RTC2	Putative vacuolar membrane transporter for cationic amino acids
YBR157C	ICS2	Protein of unknown function
YBR168W	PEX32	Peroxisomal integral membrane protein
YBR169C	SSE2	Member of the heat shock protein 70 (HSP70) family
YBR199W	KTR4	Putative mannosyltransferase involved in protein glycosylation
YBR207W	FTH1	Putative high affinity iron transporter
YBR208C	DUR1,2	Urea amidolyase
YBR214W	SDS24	Protein involved in cell separation during budding
YBR229C	ROT2	Glucosidase II catalytic subunit
YBR241C		Putative transporter, member of the sugar porter family
YBR256C	RIB5	Riboflavin synthase
YBR270C	BIT2	Subunit of TORC2 membrane-associated complex
YBR284W		Putative metallo-dependent hydrolase superfamily protein
YBR293W	VBA2	Permease of basic amino acids in the vacuolar membrane
YBR299W	MAL32	Maltase (alpha-D-glucosidase)

YCR011C	ADP1	Putative ATP-dependent permease of the ABC transporter family
YCR017C	CWH43	Putative sensor/transporter protein involved in cell wall biogenesis
YCR023C		Vacuolar membrane protein of unknown function
YCR061W		Protein of unknown function
YDL072C	YET3	Protein of unknown function
YDL174C	DLD1	D-lactate dehydrogenase
YDL204W	RTN2	Reticulon protein
YDR019C	GCV1	T subunit of the mitochondrial glycine decarboxylase complex
YDR070C	FMP16	Protein of unknown function
YDR082W	STN1	Telomere end-binding and capping protein
YDR135C	YCF1	Vacuolar glutathione S-conjugate transporter
YDR216W	ADR1	Carbon source-responsive zinc-finger transcription factor
YDR242W	AMD2	Putative amidase
YDR294C	DPL1	Dihydrosphingosine phosphate lyase
YDR342C	HXT7	High-affinity glucose transporter
YDR343C	HXT6	High-affinity glucose transporter
YDR344C		Dubious open reading frame
YEL009C	GCN4	bZIP transcriptional activator of amino acid biosynthetic genes
YEL011W	GLC3	Glycogen branching enzyme, involved in glycogen accumulation
YEL045C		Dubious open reading frame
YEL065W	SIT1	Ferrioxamine B transporter
YER067W	RGI1	Protein of unknown function
YER069W	ARG5,6	Acetylglutamate kinase and N-acetyl-gamma-glutamyl-phosphate reductase
YER103W	SSA4	Heat shock protein that is highly induced upon stress
YER121W		Putative protein of unknown function
YER150W	SPI1	GPI-anchored cell wall protein involved in weak acid resistance
YER166W	DNF1	Aminophospholipid translocase (flippase)
YER175C	TMT1	Trans-aconitate methyltransferase
YFL014W	HSP12	Plasma membrane protein involved in maintaining membrane organization
YFR053C	HXK1	Hexokinase isoenzyme 1
YGL022W	STT3	Subunit of the oligosaccharyltransferase complex of the ER lumen
YGL062W	PYC1	Pyruvate carboxylase isoform
YGL114W		Putative protein of unknown function
YGL117W		Putative protein of unknown function
YGL121C	GPG1	Proposed gamma subunit of the heterotrimeric G protein
YGL125W	MET13	Major isozyme of methylenetetrahydrofolate reductase

YGL156W	AMS1	Vacuolar alpha mannosidase
YGL184C	STR3	Peroxisomal cystathionine beta-lyase
YGR032W	GSC2	Catalytic subunit of 1,3-beta-glucan synthase
YGR043C	NQM1	Transaldolase of unknown function
YGR088W	CTT1	Cytosolic catalase T
YGR154C	GTO1	Omega-class glutathione transferase
YGR244C	LSC2	Beta subunit of succinyl-CoA ligase
YGR248W	SOL4	6-phosphogluconolactonase
YGR281W	YOR1	Plasma membrane ATP-binding cassette (ABC) transporter
YGR287C	IMA1	Major isomaltase (alpha-1,6-glucosidase/alpha-methylglucosidase)
YHL040C	ARN1	ARN family transporter for siderophore-iron chelates
YHR045W		Putative protein of unknown function
YHR117W	TOM71	Mitochondrial outer membrane protein
YHR210C		Putative aldose 1-epimerase superfamily protein
YIL017C	VID28	GID Complex subunit, serves as adaptor for regulatory subunit Vid24p
YIL029C		Putative protein of unknown function
YIL030C	SSM4	Ubiquitin-protein ligase involved in ER-associated protein degradation
YIL073C	SPO22	Meiosis-specific protein essential for chromosome synapsis
YIL101C	XBP1	Transcriptional repressor
YIL111W	COX5B	Subunit Vb of cytochrome c oxidase
YIL117C	PRM5	Pheromone-regulated protein, predicted to have 1 transmembrane segment
YIL125W	KGD1	Subunit of the mitochondrial alpha-ketoglutarate dehydrogenase complex
YIL129C	TAO3	Component of the RAM signaling network
YIL136W	OM45	Mitochondrial outer membrane protein of unknown function
YIL155C	GUT2	Mitochondrial glycerol-3-phosphate dehydrogenase
YIL164C	NIT1	Nitrilase
YIR016W		Putative protein of unknown function
YIR029W	DAL2	Allantoicase
YIR031C	DAL7	Malate synthase
YIR032C	DAL3	Ureidoglycolate lyase
YIR036C	IRC24	Putative benzil reductase
YIR038C	GTT1	ER associated glutathione S-transferase capable of homodimerization
YIR039C	YPS6	Putative GPI-anchored aspartic protease
YIR042C		Putative protein of unknown function
YJL079C	PRY1	Sterol binding protein involved in the export of acetylated sterols

YJL093C	TOK1	Outward-rectifier potassium channel of the plasma membrane
YJL116C	NCA3	Protein involved in mitochondrion organization
YJL172W	CPS1	Vacuolar carboxypeptidase S
YJR025C	BNA1	3-hydroxyanthranilic acid dioxygenase
YJR109C	CPA2	Large subunit of carbamoyl phosphate synthetase
YJR130C	STR2	Cystathionine gamma-synthase, converts cysteine into cystathionine
YJR154W		Putative protein of unknown function
YKL071W		Putative protein of unknown function
YKL100C		Putative protein of unknown function
YKL161C	KDX1	Protein kinase
YKL187C	FAT3	Protein required for fatty acid uptake
YKL220C	FRE2	Ferric reductase and cupric reductase
YKR022C	NTR2	Essential protein that forms a dimer with Ntr1p
YKR039W	GAP1	General amino acid permease
YKR067W	GPT2	Glycerol-3-phosphate/dihydroxyacetone phosphate sn-1 acyltransferase
YKR076W	ECM4	Omega class glutathione transferase
YKR091W	SRL3	GTB motif (G1/S transcription factor binding) containing protein
YKR093W	PTR2	Integral membrane peptide transporter
YLL015W	BPT1	ABC type transmembrane transporter of MRP/CFTR family
YLL019C	KNS1	Protein kinase involved in negative regulation of PolIII transcription
YLL048C	YBT1	Transporter of the ATP-binding cassette (ABC) family
YLL060C	GTT2	Glutathione S-transferase capable of homodimerization
YLR125W		Putative protein of unknown function
YLR136C	TIS11	mRNA-binding protein expressed during iron starvation
YLR149C		Protein of unknown function
YLR178C	TFS1	Protein that interacts with and inhibits carboxypeptidase Y and Ira2p
YLR251W	SYM1	Protein required for ethanol metabolism
YLR258W	GSY2	Glycogen synthase
YLR327C	TMA10	Protein of unknown function that associates with ribosomes
YLR383W	SMC6	Component of the SMC5-SMC6 complex
YLR454W	FMP27	Putative protein of unknown function
YML023C	NSE5	Component of the SMC5-SMC6 complex
YML091C	RPM2	Protein subunit of mitochondrial RNase P
YML100W	TSL1	Large subunit of trehalose 6-phosphate synthase/phosphatase complex
YML116W	ATR1	Multidrug efflux pump of the major facilitator superfamily

YML128C	MSC1	Protein of unknown function
YMR008C	PLB1	Phospholipase B (lysophospholipase) involved in lipid metabolism
YMR062C	ARG7	Mitochondrial ornithine acetyltransferase
YMR095C	SNO1	Protein of unconfirmed function
YMR096W	SNZ1	Protein involved in vitamin B6 biosynthesis
YMR105C	PGM2	Phosphoglucomutase
YMR135C	GID8	Subunit of GID Complex, binds strongly to central component Vid30p
YMR136W	GAT2	Protein containing GATA family zinc finger motifs
YMR189W	GCV2	P subunit of the mitochondrial glycine decarboxylase complex
YMR196W		Putative protein of unknown function
YMR323W	ERR3	Enolase, a phosphopyruvate hydratase
YNL018C		Putative protein of unknown function
YNL034W		Putative protein of unknown function
YNL036W	NCE103	Carbonic anhydrase
YNL104C	LEU4	Alpha-isopropylmalate synthase (2-isopropylmalate synthase)
YNL142W	MEP2	Ammonium permease involved in regulation of pseudohyphal growth
YNL160W	YGP1	Cell wall-related secretory glycoprotein
YNL200C		NADHX epimerase
YNL202W	SPS19	Peroxisomal 2,4-dienoyl-CoA reductase
YNL237W	YTP1	Probable type-III integral membrane protein of unknown function
YNL332W	THI12	Protein involved in synthesis of the thiamine precursor HMP
YNR001C	CIT1	Citrate synthase
YNR002C	ATO2	Putative transmembrane protein involved in export of ammonia
YNR034W-A		Putative protein of unknown function
YNR067C	DSE4	Daughter cell-specific secreted protein with similarity to glucanases
YNR069C	BSC5	Protein of unknown function
YOL058W	ARG1	Arginosuccinate synthetase
YOL119C	MCH4	Protein with similarity to mammalian monocarboxylate permeases
YOL126C	MDH2	Cytoplasmic malate dehydrogenase
YOR120W	GCY1	Glycerol dehydrogenase
YOR130C	ORT1	Ornithine transporter of the mitochondrial inner membrane
YOR173W	DCS2	m(7)GpppX pyrophosphatase regulator
YOR185C	GSP2	GTP binding protein (mammalian Ranp homolog)
YOR289W		Putative protein of unknown function
YOR303W	CPA1	Small subunit of carbamoyl phosphate synthetase

YOR374W	ALD4	Mitochondrial aldehyde dehydrogenase
YOR393W	ERR1	Protein of unknown function
YPL006W	NCR1	Vacuolar membrane protein
YPL022W	RAD1	Single-stranded DNA endonuclease (with Rad10p)
YPL036W	PMA2	Plasma membrane H ⁺ -ATPase
YPL148C	PPT2	Phosphopantetheine:protein transferase (PPTase)
YPL154C	PEP4	Vacuolar aspartyl protease (proteinase A)
YPL167C	REV3	Catalytic subunit of DNA polymerase zeta
YPL186C	UIP4	Protein that interacts with Ulp1p
YPL214C	THI6	Thiamine-phosphate diphosphorylase and hydroxyethylthiazole kinase
YPL230W	USV1	Putative transcription factor containing a C2H2 zinc finger
YPL281C	ERR2	Enolase, a phosphopyruvate hydratase
YPR002W	PDH1	Mitochondrial protein that participates in respiration
YPR085C	ASA1	Subunit of the ASTRA complex, involved in chromatin remodeling
YPR091C	NVJ2	Lipid-binding ER protein, enriched at nucleus-vacuolar junctions (NVJ)
YPR160W	GPH1	Glycogen phosphorylase required for the mobilization of glycogen
YPR184W	GDB1	Glycogen debranching enzyme

Table S5. Genes with increased RPFs in *tcs2Δ* under *GCN4* regulation

**Systematic Name**	**Standard Name**	**Description**
YBR043C	QDR3	Multidrug transporter of the major facilitator superfamily
YBR256C	RIB5	Riboflavin synthase
YER069W	ARG5,6	Acetylglutamate kinase and N-acetyl-gamma-glutamyl-phosphate reductase
YGL125W	MET13	Major isozyme of methylenetetrahydrofolate reductase
YGL184C	STR3	Peroxisomal cystathionine beta-lyase
YJR025C	BNA1	3-hydroxyanthranilic acid dioxygenase
YJR109C	CPA2	Large subunit of carbamoyl phosphate synthetase
YMR062C	ARG7	Mitochondrial ornithine acetyltransferase
YMR095C	SNO1	Protein of unconfirmed function
YMR096W	SNZ1	Protein involved in vitamin B6 biosynthesis
YNL104C	LEU4	Alpha-isopropylmalate synthase (2-isopropylmalate synthase)
YOL058W	ARG1	Arginosuccinate synthetase
YOL119C	MCH4	Protein with similarity to mammalian monocarboxylate permeases

YOR130C	ORT1	Ornithine transporter of the mitochondrial inner membrane
YOR303W	CPA1	Small subunit of carbamoyl phosphate synthetase

Table S6. ORFs increased in translational ambiguities in BY4742

**Systematic Name**	**Standard Name**	**Description**
YBL003C	HTA2	Histone H2A
YBL051C	PIN4	Protein involved in G2/M phase progression and response to DNA damage
YBL087C	RPL23A	Ribosomal 60S subunit protein L23A
YBR017C	KAP104	Transportin or cytosolic karyopherin beta 2
YBR031W	RPL4A	Ribosomal 60S subunit protein L4A
YBR057C	MUM2	Protein essential for meiotic DNA replication and sporulation
YBR058C	UBP14	Ubiquitin-specific protease
YBR084C-A	RPL19A	Ribosomal 60S subunit protein L19A
YBR090C		Putative protein of unknown function
YBR118W	TEF2	Translational elongation factor EF-1 alpha
YBR126W-B		Dubious open reading frame
YBR279W	PAF1	Component of the Paf1p complex involved in transcription elongation
YCL005W-A	VMA9	Vacuolar H ⁺ ATPase subunit e of the V-ATPase V0 subcomplex
YCR005C	CIT2	Citrate synthase
YCR024C-A	PMP1	Regulatory subunit for the plasma membrane H(+)-ATPase Pma1p
YCR034W	FEN1	Fatty acid elongase, involved in sphingolipid biosynthesis
YCR065W	HCM1	Forkhead transcription factor
YDL140C	RPO21	RNA polymerase II largest subunit B220
YDL184C	RPL41A	Ribosomal 60S subunit protein L41A
YDL191W	RPL35A	Ribosomal 60S subunit protein L35A
YDL195W	SEC31	Component of the Sec13p-Sec31p complex of the COPII vesicle coat
YDL232W	OST4	Subunit of the oligosaccharyltransferase complex of the ER lumen
YDR074W	TPS2	Phosphatase subunit of the trehalose-6-P synthase/phosphatase complex
YDR119W	VBA4	Protein of unknown function
YDR154C		Dubious open reading frame
YDR172W	SUP35	Translation termination factor eRF3
YDR320C-A	DAD4	Essential subunit of the Dam1 complex (aka DASH complex)

YDR433W		Dubious open reading frame
YDR508C	GNP1	High-affinity glutamine permease
YDR510W	SMT3	Ubiquitin-like protein of the SUMO family
YEL027W	VMA3	Proteolipid subunit c of the V0 domain of vacuolar H(+)-ATPase
YER074W	RPS24A	Protein component of the small (40S) ribosomal subunit
YER151C	UBP3	Ubiquitin-specific protease involved in transport and osmotic response
YGL088W		Dubious open reading frame
YGL207W	SPT16	Subunit of the heterodimeric FACT complex (Spt16p-Pob3p)
YGL225W	VRG4	Golgi GDP-mannose transporter
YGR001C	AML1	Putative protein of unknown function
YGR119C	NUP57	FG-nucleoporin component of central core of the nuclear pore complex
YGR148C	RPL24B	Ribosomal 60S subunit protein L24B
YGR229C	SMI1	Protein involved in the regulation of cell wall synthesis
YHL007C	STE20	Cdc42p-activated signal transducing kinase
YHR066W	SSF1	Constituent of 66S pre-ribosomal particles
YHR136C	SPL2	Protein with similarity to cyclin-dependent kinase inhibitors
YHR152W	SPO12	Nucleolar protein of unknown function
YHR203C	RPS4B	Protein component of the small (40S) ribosomal subunit
YJL081C	ARP4	Nuclear actin-related protein involved in chromatin remodeling
YJL098W	SAP185	Protein that forms a complex with the Sit4p protein phosphatase
YJL136C	RPS21B	Protein component of the small (40S) ribosomal subunit
YJR001W	AVT1	Vacuolar transporter
YJR094W-A	RPL43B	Ribosomal 60S subunit protein L43B
YKL006W	RPL14A	Ribosomal 60S subunit protein L14A
YKL029C	MAE1	Mitochondrial malic enzyme
YKL054C	DEF1	RNAPII degradation factor
YKL145W	RPT1	ATPase of the 19S regulatory particle of the 26S proteasome
YKL160W	ELF1	Transcription elongation factor with a conserved zinc finger domain
YKL179C	COY1	Golgi membrane protein with similarity to mammalian CASP
YKR059W	TIF1	Translation initiation factor eIF4A
YKR093W	PTR2	Integral membrane peptide transporter
YLR095C	IOC2	Subunit of the Isw1b complex
YLR216C	CPR6	Peptidyl-prolyl cis-trans isomerase (cyclophilin)
YLR262C	YPT6	Rab family GTPase
YLR287C		Putative protein of unknown function
YLR287C-A	RPS30A	Protein component of the small (40S) ribosomal subunit
YLR333C	RPS25B	Protein component of the small (40S) ribosomal subunit

YLR372W	SUR4	Elongase
YLR409C	UTP21	Subunit of U3-containing 90S preribosome and SSU processome complexes
YMR093W	UTP15	Nucleolar protein
YMR145C	NDE1	Mitochondrial external NADH dehydrogenase
YNL037C	IDH1	Subunit of mitochondrial NAD(+)-dependent isocitrate dehydrogenase
YNL066W	SUN4	Cell wall protein related to glucanases
YNL068C	FKH2	Forkhead family transcription factor
YNL162W	RPL42A	Ribosomal 60S subunit protein L42A
YNL244C	SUI1	Translation initiation factor eIF1
YNL327W	EGT2	Glycosylphosphatidylinositol (GPI)-anchored cell wall endoglucanase
YOL101C	IZH4	Membrane protein involved in zinc ion homeostasis
YOR057W	SGT1	Cochaperone protein
YOR182C	RPS30B	Protein component of the small (40S) ribosomal subunit
YOR202W	HIS3	Imidazoleglycerol-phosphate dehydratase
YOR239W	ABP140	AdoMet-dependent tRNA methyltransferase and actin binding protein
YOR309C		Dubious open reading frame
YOR312C	RPL20B	Ribosomal 60S subunit protein L20B
YPL082C	MOT1	Essential protein involved in regulation of transcription
YPL183C	RTT10	WD40 domain-containing protein involved in endosomal recycling
YPL256C	CLN2	G1 cyclin involved in regulation of the cell cycle
YPR053C		Dubious open reading frame
YPR080W	TEF1	Translational elongation factor EF-1 alpha
YPR189W	SKI3	Ski complex component and TPR protein

Table S7. ORFs increased in translational ambiguities in *tcs2Δ*

Systematic Name	Standard Name	Description
YAL005C	SSA1	ATPase involved in protein folding and NLS-directed nuclear transport
YAL042W	ERV46	Protein localized to COPII-coated vesicles
YAL044C	GCV3	H subunit of the mitochondrial glycine decarboxylase complex
YAR028W		Putative integral membrane protein

YBL002W	HTB2	Histone H2B
YBL003C	HTA2	Histone H2A
YBL028C		Protein of unknown function that may interact with ribosomes
YBL031W	SHE1	Mitotic spindle protein
YBL051C	PIN4	Protein involved in G2/M phase progression and response to DNA damage
YBL079W	NUP170	Subunit of the inner ring of the nuclear pore complex (NPC)
YBL087C	RPL23A	Ribosomal 60S subunit protein L23A
YBL107C	MIX23	Mitochondrial intermembrane space protein of unknown function
YBR010W	HHT1	Histone H3
YBR017C	KAP104	Transportin or cytosolic karyopherin beta 2
YBR031W	RPL4A	Ribosomal 60S subunit protein L4A
YBR038W	CHS2	Chitin synthase II
YBR048W	RPS11B	Protein component of the small (40S) ribosomal subunit
YBR055C	PRP6	Splicing factor
YBR084C-A	RPL19A	Ribosomal 60S subunit protein L19A
YBR086C	IST2	Cortical ER protein involved in ER-plasma membrane tethering
YBR090C		Putative protein of unknown function
YBR102C	EXO84	Exocyst subunit with dual roles in exocytosis and spliceosome assembly
YBR111W-A	SUS1	Component of both the SAGA histone acetylase and TREX-2 complexes
YBR112C	CYC8	General transcriptional co-repressor
YBR118W	TEF2	Translational elongation factor EF-1 alpha
YBR126C	TPS1	Synthase subunit of trehalose-6-P synthase/phosphatase complex
YBR126W-B		Dubious open reading frame
YBR146W	MRPS9	Mitochondrial ribosomal protein of the small subunit
YBR155W	CNS1	TPR-containing co-chaperone
YBR158W	AMN1	Protein required for daughter cell separation
YBR160W	CDC28	Cyclin-dependent kinase (CDK) catalytic subunit
YBR172C	SMY2	GYF domain protein

YBR177C	EHT1	Acyl-coenzymeA:ethanol O-acyltransferase
YBR207<br>W	FTH1	Putative high affinity iron transporter
YBR263<br>W	SHM1	Mitochondrial serine hydroxymethyltransferase
YBR268<br>W	MRPL37	Mitochondrial ribosomal protein of the large subunit
YBR289<br>W	SNF5	Subunit of the SWI/SNF chromatin remodeling complex
YCL005W<br>-A	VMA9	Vacuolar H ⁺ ATPase subunit e of the V-ATPase V0 subcomplex
YCL008C	STP22	Component of the ESCRT-I complex
YCL042W		Putative protein of unknown function
YCR002C	CDC10	Component of the septin ring, required for cytokinesis
YCR005C	CIT2	Citrate synthase
YCR034<br>W	FEN1	Fatty acid elongase, involved in sphingolipid biosynthesis
YCR082<br>W	AHC2	Component of the ADA histone acetyltransferase complex
YDL053C	PBP4	Pbp1p binding protein
YDL067C	COX9	Subunit VIIa of cytochrome c oxidase (Complex IV)
YDL092<br>W	SRP14	Signal recognition particle (SRP) subunit
YDL125C	HNT1	Adenosine 5'-monophosphoramidase
YDL132<br>W	CDC53	Cullin
YDL173<br>W	PAR32	Putative protein of unknown function
YDL191<br>W	RPL35A	Ribosomal 60S subunit protein L35A
YDL195<br>W	SEC31	Component of the Sec13p-Sec31p complex of the COPII vesicle coat
YDL198C	GGC1	Mitochondrial GTP/GDP transporter
YDL229<br>W	SSB1	Cytoplasmic ATPase that is a ribosome-associated molecular chaperone
YDL232<br>W	OST4	Subunit of the oligosaccharyltransferase complex of the ER lumen
YDR025<br>W	RPS11A	Protein component of the small (40S) ribosomal subunit
YDR046C	BAP3	Amino acid permease
YDR074<br>W	TPS2	Phosphatase subunit of the trehalose-6-P synthase/phosphatase complex

YDR119W	VBA4	Protein of unknown function
YDR120C	TRM1	tRNA methyltransferase
YDR128W	MTC5	Subunit of the SEA (Seh1-associated) complex
YDR135C	YCF1	Vacuolar glutathione S-conjugate transporter
YDR141C	DOP1	Golgi-localized, leucine-zipper domain containing protein
YDR154C		Dubious open reading frame
YDR172W	SUP35	Translation termination factor eRF3
YDR208W	MSS4	Phosphatidylinositol-4-phosphate 5-kinase
YDR276C	PMP3	Small plasma membrane protein
YDR309C	GIC2	Redundant rho-like GTPase Cdc42p effector
YDR372C	VPS74	Golgi phosphatidylinositol-4-kinase effector and PtdIns4P sensor
YDR505C	PSP1	Asn and gln rich protein of unknown function
YDR510W	SMT3	Ubiquitin-like protein of the SUMO family
YDR516C	EMI2	Non-essential protein of unknown function
YEL017W	GTT3	Protein of unknown function may be involved in glutathione metabolism
YEL027W	VMA3	Proteolipid subunit c of the V0 domain of vacuolar H(+)-ATPase
YEL046C	GLY1	Threonine aldolase
YER056C-A	RPL34A	Ribosomal 60S subunit protein L34A
YER089C	PTC2	Type 2C protein phosphatase (PP2C)
YER102W	RPS8B	Protein component of the small (40S) ribosomal subunit
YER127W	LCP5	Essential protein involved in maturation of 18S rRNA
YER131W	RPS26B	Protein component of the small (40S) ribosomal subunit
YER151C	UBP3	Ubiquitin-specific protease involved in transport and osmotic response
YER166W	DNF1	Aminophospholipid translocase (flippase)
YFL004W	VTC2	Subunit of vacuolar transporter chaperone (VTC) complex
YFL010C	WWM1	WW domain containing protein of unknown function
YFR030W	MET10	Subunit alpha of assimilatory sulfite reductase
YFR044C	DUG1	Cys-Gly metallo-di-peptidase
YFR050C	PRE4	Beta 7 subunit of the 20S proteasome
YGL031C	RPL24A	Ribosomal 60S subunit protein L24A
YGL062W	PYC1	Pyruvate carboxylase isoform
YGL088W		Dubious open reading frame

YGL120C	PRP43	RNA helicase in the DEAH-box family
YGL130	CEG1	Guanylyltransferase involved in mRNA 5' capping
W		
YGL137	SEC27	Essential beta'-coat protein of the COPI coatomer
W		
YGL141	HUL5	Multiubiquitin chain assembly factor (E4)
W		
YGL189C	RPS26A	Protein component of the small (40S) ribosomal subunit
YGL207	SPT16	Subunit of the heterodimeric FACT complex (Spt16p-Pob3p)
W		
YGL225	VRG4	Golgi GDP-mannose transporter
W		
YGL245	GUS1	Glutamyl-tRNA synthetase (GluRS)
W		
YGR001C	AML1	Putative protein of unknown function
YGR054		Eukaryotic initiation factor (eIF) 2A
W		
YGR092	DBF2	Ser/Thr kinase involved in transcription and stress response
W		
YGR094	VAS1	Mitochondrial and cytoplasmic valyl-tRNA synthetase
W		
YGR118	RPS23A	Ribosomal protein 28 (rp28) of the small (40S) ribosomal subunit
W		
YGR119C	NUP57	FG-nucleoporin component of central core of the nuclear pore complex
YGR148C	RPL24B	Ribosomal 60S subunit protein L24B
YGR183C	QCR9	Subunit 9 of ubiquinol cytochrome-c reductase (Complex III)
YGR197C	SNG1	Protein involved in resistance to nitrosoguanidine and 6-azauracil
YGR200C	ELP2	Subunit of Elongator complex
YGR229C	SMI1	Protein involved in the regulation of cell wall synthesis
YGR234	YHB1	Nitric oxide oxidoreductase
W		
YGR235C	MIC26	Component of the MICOS complex
YHL001	RPL14B	Ribosomal 60S subunit protein L14B
W		
YHR005C	TIM10	Essential protein of the mitochondrial intermembrane space
-A		
YHR010	RPL27A	Ribosomal 60S subunit protein L27A
W		
YHR016C	YSC84	Actin-binding protein
YHR042	NCP1	NADP-cytochrome P450 reductase
W		

YHR047C	AAP1	Arginine/alanine amino peptidase
YHR066W	SSF1	Constituent of 66S pre-ribosomal particles
YHR077C	NMD2	Protein involved in the nonsense-mediated mRNA decay (NMD) pathway
YHR113W	APE4	Cytoplasmic aspartyl aminopeptidase with possible vacuole function
YHR143W	DSE2	Daughter cell-specific secreted protein with similarity to glucanases
YHR143W-A	RPC10	RNA polymerase subunit ABC10-alpha, found in RNA pol I, II, and III
YHR152W	SPO12	Nucleolar protein of unknown function
YHR174W	ENO2	Enolase II, a phosphopyruvate hydratase
YIL009C-A	EST3	Component of the telomerase holoenzyme
YIL018W	RPL2B	Ribosomal 60S subunit protein L2B
YIL035C	CKA1	Alpha catalytic subunit of casein kinase 2 (CK2)
YIL038C	NOT3	Subunit of CCR4-NOT global transcriptional regulator
YIL050W	PCL7	Pho85p cyclin of the Pho80p subfamily
YIL125W	KGD1	Subunit of the mitochondrial alpha-ketoglutarate dehydrogenase complex
YIL135C	VHS2	Regulator of septin dynamics
YIL148W	RPL40A	Ubiquitin-ribosomal 60S subunit protein L40A fusion protein
YIR001C	SGN1	Cytoplasmic RNA-binding protein
YIR015W	RPR2	Subunit of nuclear RNase P
YIR036C	IRC24	Putative benzil reductase
YJL012C	VTC4	Vacuolar membrane polyphosphate polymerase
YJL078C	PRY3	Cell wall-associated protein involved in export of acetylated sterols
YJL080C	SCP160	Essential RNA-binding G protein effector of mating response pathway
YJL136C	RPS21B	Protein component of the small (40S) ribosomal subunit
YJL143W	TIM17	Essential component of the TIM23 complex
YJL173C	RFA3	Subunit of heterotrimeric Replication Protein A (RPA)
YJL176C	SWI3	Subunit of the SWI/SNF chromatin remodeling complex
YJL177W	RPL17B	Ribosomal 60S subunit protein L17B
YJR001W	AVT1	Vacuolar transporter
YJR005W	APL1	Beta-adaptin
YJR076C	CDC11	Component of the septin ring that is required for cytokinesis
YJR094W-A	RPL43B	Ribosomal 60S subunit protein L43B

YJR145C	RPS4A	Protein component of the small (40S) ribosomal subunit
YKL014C	URB1	Protein required for the normal accumulation of 25S and 5.8S rRNAs
YKL054C	DEF1	RNAPII degradation factor
YKL085W	MDH1	Mitochondrial malate dehydrogenase
YKL141W	SDH3	Subunit of succinate dehydrogenase and of TIM22 translocase
YKL145W	RPT1	ATPase of the 19S regulatory particle of the 26S proteasome
YKL152C	GPM1	Tetrameric phosphoglycerate mutase
YKL179C	COY1	Golgi membrane protein with similarity to mammalian CASP
YKL184W	SPE1	Ornithine decarboxylase
YKL213C	DOA1	WD repeat protein required for ubiquitin-mediated protein degradation
YKL216W	URA1	Dihydroorotate dehydrogenase
YKR077W	MSA2	Putative transcriptional activator
YKR089C	TGL4	Multifunctional lipase/hydrolase/phospholipase
YKR094C	RPL40B	Ubiquitin-ribosomal 60S subunit protein L40B fusion protein
YLR003C	CMS1	Putative subunit of the 90S preribosome processome complex
YLR017W	MEU1	Methylthioadenosine phosphorylase (MTAP)
YLR027C	AAT2	Cytosolic aspartate aminotransferase involved in nitrogen metabolism
YLR052W	IES3	Subunit of the INO80 chromatin remodeling complex
YLR058C	SHM2	Cytosolic serine hydroxymethyltransferase
YLR095C	IOC2	Subunit of the Isw1b complex
YLR209C	PNP1	Purine nucleoside phosphorylase
YLR216C	CPR6	Peptidyl-prolyl cis-trans isomerase (cyclophilin)
YLR256W	HAP1	Zinc finger transcription factor
YLR259C	HSP60	Tetradecameric mitochondrial chaperonin
YLR262C	YPT6	Rab family GTPase
YLR274W	MCM5	Component of the Mcm2-7 hexameric helicase complex
YLR286C	CTS1	Endochitinase
YLR388W	RPS29A	Protein component of the small (40S) ribosomal subunit
YLR389C	STE23	Metalloprotease
YLR432W	IMD3	Inosine monophosphate dehydrogenase
YML024W	RPS17A	Ribosomal protein 51 (rp51) of the small (40s) subunit
YML048W	GSF2	Endoplasmic reticulum (ER) localized integral membrane protein

YML086C	ALO1	D-Arabinono-1,4-lactone oxidase
YMR033W	ARP9	Component of both the SWI/SNF and RSC chromatin remodeling complexes
YMR061W	RNA14	Component of the cleavage and polyadenylation factor I (CF I)
YMR093W	UTP15	Nucleolar protein
YMR122W-A		Protein of unknown function
YMR136W	GAT2	Protein containing GATA family zinc finger motifs
YMR149W	SWP1	Delta subunit of the oligosaccharyl transferase glycoprotein complex
YMR186W	HSC82	Cytoplasmic chaperone of the Hsp90 family
YMR194W	RPL36A	Ribosomal 60S subunit protein L36A
YMR247C	RKR1	RING domain E3 ubiquitin ligase
YMR261C	TPS3	Regulatory subunit of trehalose-6-phosphate synthase/phosphatase
YNL039W	BDP1	Essential subunit of RNA polymerase III transcription factor (TFIIIB)
YNL049C	SFB2	Component of the Sec23p-Sfb2p heterodimer of the COPII vesicle coat
YNL055C	POR1	Mitochondrial porin (voltage-dependent anion channel)
YNL065W	AQR1	Plasma membrane transporter of the major facilitator superfamily
YNL066W	SUN4	Cell wall protein related to glucanases
YNL068C	FKH2	Forkhead family transcription factor
YNL074C	MLF3	Serine-rich protein of unknown function
YNL085W	MKT1	Protein that forms a complex with Pbp1p
YNL098C	RAS2	GTP-binding protein
YNL103W	MET4	Leucine-zipper transcriptional activator
YNL110C	NOP15	Constituent of 66S pre-ribosomal particles
YNL118C	DCP2	Catalytic subunit of the Dcp1p-Dcp2p decapping enzyme complex
YNL124W	NAF1	RNA-binding protein required for the assembly of box H/ACA snoRNPs
YNL162W	RPL42A	Ribosomal 60S subunit protein L42A
YNL183C	NPR1	Protein kinase
YNL190W		Hydrophilin essential in desiccation-rehydration process
YNL197C	WHI3	RNA binding protein that sequesters CLN3 mRNA in cytoplasmic foci
YNL209W	SSB2	Cytoplasmic ATPase that is a ribosome-associated molecular chaperone
YNL231C	PDR16	Phosphatidylinositol transfer protein (PITP)
YNL233W	BNI4	Targeting subunit for Glc7p protein phosphatase
YNL244C	SUI1	Translation initiation factor eIF1
YNL300W	TOS6	Glycosylphosphatidylinositol-dependent cell wall protein
YNL307C	MCK1	Dual-specificity ser/thr and tyrosine protein kinase

YNL313C	EMW1	Essential conserved protein with a role in cell wall integrity
YNL327W	EGT2	Glycosylphosphatidylinositol (GPI)-anchored cell wall endoglucanase
YNR034W	SOL1	Protein with a possible role in tRNA export
YNR035C	ARC35	Subunit of the ARP2/3 complex
YNR047W	FPK1	Ser/Thr protein kinase
YNR052C	POP2	RNase of the DEDD superfamily
YOL010W	RCL1	Endonuclease that cleaves pre-rRNA at site A2 for 18S rRNA biogenesis
YOL076W	MDM20	Non-catalytic subunit of the NatB N-terminal acetyltransferase
YOL121C	RPS19A	Protein component of the small (40S) ribosomal subunit
YOR014W	RTS1	B-type regulatory subunit of protein phosphatase 2A (PP2A)
YOR048C	RAT1	Nuclear 5' to 3' single-stranded RNA exonuclease
YOR057W	SGT1	Cochaperone protein
YOR061W	CKA2	Alpha' catalytic subunit of casein kinase 2 (CK2)
YOR069W	VPS5	Nexin-1 homolog
YOR075W	UFE1	t-SNARE protein required for retrograde vesicular traffic
YOR141C	ARP8	Nuclear actin-related protein involved in chromatin remodeling
YOR182C	RPS30B	Protein component of the small (40S) ribosomal subunit
YOR189W	IES4	Component of the INO80 chromatin remodeling complex
YOR195W	SLK19	Kinetochore-associated protein
YOR202W	HIS3	Imidazoleglycerol-phosphate dehydratase
YOR234C	RPL33B	Ribosomal 60S subunit protein L33B
YOR239W	ABP140	AdoMet-dependent tRNA methyltransferase and actin binding protein
YOR241W	MET7	Folypolyglutamate synthetase
YOR247W	SRL1	Mannoprotein that exhibits a tight association with the cell wall
YOR309C		Dubious open reading frame
YOR312C	RPL20B	Ribosomal 60S subunit protein L20B
YOR332W	VMA4	Subunit E of the V1 domain of the vacuolar H ⁺ -ATPase (V-ATPase)
YPL058C	PDR12	Plasma membrane ATP-binding cassette (ABC) transporter
YPL061W	ALD6	Cytosolic aldehyde dehydrogenase
YPL105C	SYH1	Protein of unknown function that influences nuclear pore distribution
YPL126W	NAN1	U3 snoRNP protein
YPL143W	RPL33A	Ribosomal 60S subunit protein L33A
YPL184C	MRN1	RNA-binding protein that may be involved in translational regulation
YPL195W	APL5	Delta adaptin-like subunit of the clathrin associated protein complex
YPL204W	HRR25	Protein kinase
YPL249C-A	RPL36B	Ribosomal 60S subunit protein L36B
YPL256C	CLN2	G1 cyclin involved in regulation of the cell cycle
YPR019W	MCM4	Essential helicase component of heterohexameric MCM2-7 complexes
YPR036W-		Protein of unknown function

A		
YPR051W	MAK3	Catalytic subunit of the NatC type N-terminal acetyltransferase
YPR053C		Dubious open reading frame
YPR062W	FCY1	Cytosine deaminase
YPR063C		ER-localized protein of unknown function
YPR069C	SPE3	Spermidine synthase
YPR072W	NOT5	Subunit of CCR4-NOT global transcriptional regulator
YPR080W	TEF1	Translational elongation factor EF-1 alpha
YPR086W	SUA7	Transcription factor TFIIB
YPR103W	PRE2	Beta 5 subunit of the 20S proteasome
YPR129W	SCD6	Repressor of translation initiation
YPR132W	RPS23B	Ribosomal protein 28 (rp28) of the small (40S) ribosomal subunit
YPR149W	NCE102	Protein of unknown function
YPR163C	TIF3	Translation initiation factor eIF-4B
YPR170W-B		Putative protein of unknown function
B		
YPR173C	VPS4	AAA-ATPase involved in multivesicular body (MVB) protein sorting
YPR187W	RPO26	RNA polymerase subunit ABC23

Table S8. Initiation at upstream UUG in BY4742

**Systematic Name**	**Standard Name**	**Description**
YAL012W	CYS3	Cystathionine gamma-lyase
YBL029C-A		Protein of unknown function
YBL039C	URA7	Major CTP synthase isozyme (see also URA8)
YBL060W	YEL1	Guanine nucleotide exchange factor specific for Arf3p
YBR028C	YPK3	AGC kinase
YBR121C	GRS1	Cytoplasmic and mitochondrial glycyl-tRNA synthase
YBR121C-A		Dubious open reading frame
YBR168W	PEX32	Peroxisomal integral membrane protein
YBR193C	MED8	Subunit of the RNA polymerase II mediator complex
YBR212W	NGR1	RNA binding protein that negatively regulates growth rate
YBR221C	PDB1	E1 beta subunit of the pyruvate dehydrogenase (PDH) complex
YCR096C	HMRA2	Silenced copy of a2 at HMR
YDL003W	MCD1	Essential alpha-kleisin subunit of the cohesin complex
YDL025C	RTK1	Putative protein kinase, potentially phosphorylated by Cdc28p
YDL028C	MPS1	Dual-specificity kinase

YDL063C	SYO1	Transport adaptor or symportin
YDL129W		Protein of unknown function
YDL177C		Putative protein of unknown function
YDL208W	NHP2	Protein related to mammalian high mobility group (HMG) proteins
YDR037W	KRS1	Lysyl-tRNA synthetase
YDR043C	NRG1	Transcriptional repressor
YDR086C	SSS1	Subunit of the Sec61p translocation complex (Sec61p-Sss1p-Sbh1p)
YDR159W	SAC3	mRNA export factor
YDR189W	SLY1	Hydrophilic protein involved in ER/Golgi vesicle trafficking
YDR319C	YFT2	Protein required for normal ER membrane biosynthesis
YDR347W	MRP1	Mitochondrial ribosomal protein of the small subunit
YDR377W	ATP17	Subunit f of the F0 sector of mitochondrial F1F0 ATP synthase
YDR433W		Dubious open reading frame
YDR473C	PRP3	Splicing factor
YDR514C		Protein of unknown function that localizes to mitochondria
YDR530C	APA2	Diadenosine 5',5'''-P ₁ ,P ₄ -tetraphosphate phosphorylase II
YEL063C	CAN1	Plasma membrane arginine permease
YEL072W	RMD6	Protein required for sporulation
YER059W	PCL6	Pho85p cyclin of the Pho80p subfamily
YER090W	TRP2	Anthranilate synthase
YER169W	RPH1	JmjC domain-containing histone demethylase
YFL007W	BLM10	Proteasome activator
YFR014C	CMK1	Calmodulin-dependent protein kinase
YFR049W	YMR31	Mitochondrial ribosomal protein of the small subunit
YGL037C	PNC1	Nicotinamidase that converts nicotinamide to nicotinic acid
YGL144C	ROG1	Protein with putative serine active lipase domain
YGL179C	TOS3	Protein kinase
YGR026W		Putative protein of unknown function
YGR028W	MSP1	Mitochondrial protein involved in mitochondrial protein sorting
YGR091W	PRP31	Splicing factor
YGR155W	CYS4	Cystathionine beta-synthase
YGR166W	TRS65	Component of transport protein particle (TRAPP) complex II
YGR177C	ATF2	Alcohol acetyltransferase
YGR188C	BUB1	Protein kinase involved in the cell cycle checkpoint into anaphase
YGR244C	LSC2	Beta subunit of succinyl-CoA ligase
YGR260W	TNA1	High affinity nicotinic acid plasma membrane permease
YGR267C	FOL2	GTP-cyclohydrolase I
YHL010C	ETP1	Putative protein of unknown function required for growth on ethanol
YHL032C	GUT1	Glycerol kinase
YHR039C	MSC7	Protein of unknown function

YHR072W-A	NOP10	Subunit of box H/ACA snoRNP complex
YHR084W	STE12	Transcription factor that is activated by a MAPK signaling cascade
YHR131C		Putative protein of unknown function
YHR172W	SPC97	Component of the microtubule-nucleating Tub4p (gamma-tubulin) complex
YHR186C	KOG1	Subunit of TORC1
YHR206W	SKN7	Nuclear response regulator and transcription factor
YIL016W	SNL1	Ribosome-associated protein
YIL103W	DPH1	Protein required for synthesis of diphthamide
YIL133C	RPL16A	Ribosomal 60S subunit protein L16A
YJL016W		Putative protein of unknown function
YJL046W	AIM22	Putative lipoate-protein ligase
YJL130C	URA2	Bifunctional carbamoylphosphate synthetase/aspartate transcarbamylase
YJL146W	IDS2	Protein involved in modulation of Ime2p activity during meiosis
YJR034W	PET191	Protein required for assembly of cytochrome c oxidase
YJR054W	KCH1	Potassium transporter that mediates K ⁺ influx
YKL004W	AUR1	Phosphatidylinositol:ceramide phosphoinositol transferase
YKL076C	PSY1	Dubious open reading frame
YKL092C	BUD2	GTPase activating factor for Rsr1p/Bud1p
YKL119C	VPH2	Integral membrane protein required for V-ATPase function
YKL125W	RRN3	Protein required for transcription of rDNA by RNA polymerase I
YKL138C-A	HSK3	Essential subunit of the Dam1 complex (aka DASH complex)
YKL166C	TPK3	cAMP-dependent protein kinase catalytic subunit
YKL184W	SPE1	Ornithine decarboxylase
YKL215C	OXPI	5-oxoprolinase
YKR079C	TRZ1	tRNA 3'-end processing endonuclease tRNase Z
YKR089C	TGL4	Multifunctional lipase/hydrolase/phospholipase
YLL013C	PUF3	Protein of the mitochondrial outer surface
YLL048C	YBT1	Transporter of the ATP-binding cassette (ABC) family
YLR084C	RAX2	N-glycosylated protein
YLR135W	SLX4	Endonuclease involved in processing DNA
YLR219W	MSC3	Protein of unknown function
YLR332W	MID2	O-glycosylated plasma membrane protein
YLR378C	SEC61	Conserved ER protein translocation channel
YLR451W	LEU3	Zinc-knuckle transcription factor, repressor and activator
YML023C	NSE5	Component of the SMC5-SMC6 complex
YML038C	YMD8	Putative nucleotide sugar transporter

YML055W	SPC2	Subunit of signal peptidase complex
YML056C	IMD4	Inosine monophosphate dehydrogenase
YML071C	COG8	Component of the conserved oligomeric Golgi complex
YML108W		Protein of unknown function
YML117W	NAB6	Putative RNA-binding protein
YMR033W	ARP9	Component of both the SWI/SNF and RSC chromatin remodeling complexes
YMR173W-A		Dubious open reading frame
YMR200W	ROT1	Molecular chaperone involved in protein folding in ER
YMR226C		NADP(+)-dependent serine dehydrogenase and carbonyl reductase
YNL024C-A	KSH1	Essential protein suggested to function early in the secretory pathway
YNL094W	APP1	Phosphatidate phosphatase, converts phosphatidate to diacylglycerol
YNL147W	LSM7	Lsm (Like Sm) protein
YNL149C	PGA2	Essential protein required for maturation of Gas1p and Pho8p
YNL189W	SRP1	Karyopherin alpha homolog
YNL199C	GCR2	Transcriptional activator of genes involved in glycolysis
YNL233W	BNI4	Targeting subunit for Glc7p protein phosphatase
YNL239W	LAP3	Cysteine aminopeptidase with homocysteine-thiolactonase activity
YNL286W	CUS2	Putative checkpoint factor in transcription
YNR017W	TIM23	Essential component of the TIM23 complex
YOL004W	SIN3	Component of both the Rpd3S and Rpd3L histone deacetylase complexes
YOL042W	NGL1	Putative endonuclease
YOL136C	PFK27	6-phosphofructo-2-kinase
YOR065W	CYT1	Cytochrome c1
YOR083W	WHI5	Repressor of G1 transcription
YOR113W	AZF1	Zinc-finger transcription factor
YOR142W	LSC1	Alpha subunit of succinyl-CoA ligase
YOR193W	PEX27	Peripheral peroxisomal membrane protein
YOR209C	NPT1	Nicotinate phosphoribosyltransferase
YOR232W	MGE1	Mitochondrial matrix cochaperone
YOR303W	CPA1	Small subunit of carbamoyl phosphate synthetase
YOR307C	SLY41	Protein involved in ER-to-Golgi transport
YOR312C	RPL20B	Ribosomal 60S subunit protein L20B
YOR335C	ALA1	Cytoplasmic and mitochondrial alanyl-tRNA synthetase
YOR342C		Protein of unknown function
YOR359W	VTS1	Flap-structured DNA-binding and RNA-binding protein
YOR369C	RPS12	Protein component of the small (40S) ribosomal subunit
YPL004C	LSP1	Primary component of eisosomes

YPL012W	RRP12	Protein required for export of the ribosomal subunits
YPL019C	VTC3	Subunit of vacuolar transporter chaperone (VTC) complex
YPL032C	SVL3	Protein of unknown function
YPL083C	SEN54	Subunit of the tRNA splicing endonuclease
YPL092W	SSU1	Plasma membrane sulfite pump involved in sulfite metabolism
YPL118W	MRP51	Mitochondrial ribosomal protein of the small subunit
YPL203W	TPK2	cAMP-dependent protein kinase catalytic subunit
YPL236C	ENV7	Vacuolar membrane protein kinase
YPR018W	RLF2	Largest subunit (p90) of the Chromatin Assembly Complex (CAF-1)
YPR072W	NOT5	Subunit of CCR4-NOT global transcriptional regulator
YPR124W	CTR1	High-affinity copper transporter of the plasma membrane

Table S9. Initiation at upstream UUG codons in *tcs2Δ*

**Systematic Name**	**Standard Name**	**Description**
YAL012W	CYS3	Cystathionine gamma-lyase
YAL026C-A		Dubious open reading frame
YAR033W	MST28	Putative integral membrane protein, involved in vesicle formation
YAR075W		Non-functional protein with homology IMP dehydrogenase
YBL029C-A		Protein of unknown function
YBL039C	URA7	Major CTP synthase isozyme (see also URA8)
YBL060W	YEL1	Guanine nucleotide exchange factor specific for Arf3p
YBL079W	NUP170	Subunit of the inner ring of the nuclear pore complex (NPC)
YBL101C	ECM21	Protein involved in regulating endocytosis of plasma membrane proteins
YBR011C	IPP1	Cytoplasmic inorganic pyrophosphatase (PPase)
YBR028C	YPK3	AGC kinase
YBR057C	MUM2	Protein essential for meiotic DNA replication and sporulation
YBR060C	ORC2	Subunit of the origin recognition complex (ORC)
YBR097W	VPS15	Serine/threonine protein kinase involved in vacuolar protein sorting
YBR121C	GRS1	Cytoplasmic and mitochondrial glycyl-tRNA synthase
YBR121C-A		Dubious open reading frame
YBR125C	PTC4	Cytoplasmic type 2C protein phosphatase (PP2C)
YBR129C	OPY1	Protein of unknown function
YBR146W	MRPS9	Mitochondrial ribosomal protein of the small subunit
YBR148W	YSW1	Protein required for normal prospore membrane formation
YBR166C	TYR1	Prephenate dehydrogenase involved in tyrosine biosynthesis
YBR167C	POP7	Subunit of both RNase MRP and nuclear RNase P

YBR168W	PEX32	Peroxisomal integral membrane protein
YBR172C	SMY2	GYF domain protein
YBR188C	NTC20	Member of the NineTeen Complex (NTC)
YBR193C	MED8	Subunit of the RNA polymerase II mediator complex
YBR204C	LDH1	Serine hydrolase
YBR212W	NGR1	RNA binding protein that negatively regulates growth rate
YBR221C	PDB1	E1 beta subunit of the pyruvate dehydrogenase (PDH) complex
YBR238C		Mitochondrial membrane protein
YBR275C	RIF1	Protein that binds to the Rap1p C-terminus
YCL014W	BUD3	Protein involved in bud-site selection
YCR091W	KIN82	Putative serine/threonine protein kinase
YCR094W	CDC50	Endosomal protein that interacts with phospholipid flippase Drs2p
YCR096C	HMRA2	Silenced copy of a2 at HMR
YDL003W	MCD1	Essential alpha-kleisin subunit of the cohesin complex
YDL017W	CDC7	DDK (Dbf4-dependent kinase) catalytic subunit
YDL025C	RTK1	Putative protein kinase, potentially phosphorylated by Cdc28p
YDL028C	MPS1	Dual-specificity kinase
YDL056W	MBP1	Transcription factor
YDL063C	SYO1	Transport adaptor or symportin
YDL129W		Protein of unknown function
YDL177C		Putative protein of unknown function
YDL208W	NHP2	Protein related to mammalian high mobility group (HMG) proteins
YDL211C		Protein of unknown function
YDL235C	YPD1	Phosphorelay intermediate protein
YDR037W	KRS1	Lysyl-tRNA synthetase
YDR043C	NRG1	Transcriptional repressor
YDR086C	SSS1	Subunit of the Sec61p translocation complex (Sec61p-Sss1p-Sbh1p)
YDR142C	PEX7	Peroxisomal signal receptor for peroxisomal matrix proteins
YDR144C	MKC7	GPI-anchored aspartyl protease
YDR155C	CPR1	Cytoplasmic peptidyl-prolyl cis-trans isomerase (cyclophilin)
YDR159W	SAC3	mRNA export factor
YDR172W	SUP35	Translation termination factor eRF3
YDR189W	SLY1	Hydrophilic protein involved in ER/Golgi vesicle trafficking
YDR267C	CIA1	Component of cytosolic iron-sulfur protein assembly (CIA) machinery
YDR292C	SRP101	Signal recognition particle (SRP) receptor alpha subunit
YDR319C	YFT2	Protein required for normal ER membrane biosynthesis
YDR347W	MRP1	Mitochondrial ribosomal protein of the small subunit
YDR357C	CNL1	Subunit of the BLOC-1 complex involved in endosomal maturation
YDR377W	ATP17	Subunit f of the F0 sector of mitochondrial F1F0 ATP synthase

YDR433W		Dubious open reading frame
YDR453C	TSA2	Stress inducible cytoplasmic thioredoxin peroxidase
YDR473C	PRP3	Splicing factor
YDR490C	PKH1	Serine/threonine protein kinase
YDR510W	SMT3	Ubiquitin-like protein of the SUMO family
YDR514C		Protein of unknown function that localizes to mitochondria
YDR530C	APA2	Diadenosine 5',5'''-P1,P4-tetraphosphate phosphorylase II
YDR541C		Putative dihydrokaempferol 4-reductase
YEL009C	GCN4	bZIP transcriptional activator of amino acid biosynthetic genes
YEL024W	RIP1	Ubiquinol-cytochrome-c reductase
YEL053C	MAK10	Non-catalytic subunit of N-terminal acetyltransferase of the NatC type
YEL063C	CAN1	Plasma membrane arginine permease
YEL072W	RMD6	Protein required for sporulation
YER014W	HEM14	Protoporphyrinogen oxidase
YER047C	SAP1	Putative ATPase of the AAA family
YER057C	HMF1	Member of the p14.5 protein family
YER059W	PCL6	Pho85p cyclin of the Pho80p subfamily
YER063W	THO1	Conserved nuclear RNA-binding protein
YER090W	TRP2	Anthranilate synthase
YER142C	MAG1	3-methyl-adenine DNA glycosylase
YER147C	SCC4	Subunit of cohesin loading factor (Scc2p-Scc4p)
YER156C		Putative protein of unknown function
YER169W	RPH1	JmjC domain-containing histone demethylase
YER190W	YRF1-2	Helicase encoded by the Y' element of subtelomeric regions
YFL007W	BLM10	Proteasome activator
YFL066C		Helicase-like protein encoded within the telomeric Y' element
YFR027W	ECO1	Acetyltransferase
YFR049W	YMR31	Mitochondrial ribosomal protein of the small subunit
YFR055W	IRC7	Beta-lyase involved in the production of thiols
YGL003C	CDH1	Activator of anaphase-promoting complex/cyclosome (APC/C)
YGL013C	PDR1	Transcription factor that regulates the pleiotropic drug response
YGL014W	PUF4	Member of the PUF protein family
YGL037C	PNC1	Nicotinamidase that converts nicotinamide to nicotinic acid
YGL039W		Oxidoreductase shown to reduce carbonyl compounds to chiral alcohols
YGL061C	DUO1	Essential subunit of the Dam1 complex (aka DASH complex)
YGL160W	AIM14	NADPH oxidase localized to the perinuclear ER
YGL179C	TOS3	Protein kinase
YGR026W		Putative protein of unknown function

YGR085C	RPL11B	Ribosomal 60S subunit protein L11B
YGR091W	PRP31	Splicing factor
YGR155W	CYS4	Cystathionine beta-synthase
YGR166W	TRS65	Component of transport protein particle (TRAPP) complex II
YGR177C	ATF2	Alcohol acetyltransferase
YGR188C	BUB1	Protein kinase involved in the cell cycle checkpoint into anaphase
YGR209C	TRX2	Cytoplasmic thioredoxin isoenzyme
YGR244C	LSC2	Beta subunit of succinyl-CoA ligase
YGR260W	TNA1	High affinity nicotinic acid plasma membrane permease
YGR264C	MES1	Methionyl-tRNA synthetase
YGR267C	FOL2	GTP-cyclohydrolase I
YGR281W	YOR1	Plasma membrane ATP-binding cassette (ABC) transporter
YHL002W	HSE1	Subunit of the endosomal Vps27p-Hse1p complex
YHL008C		Putative protein of unknown function
YHL010C	ETP1	Putative protein of unknown function required for growth on ethanol
YHL032C	GUT1	Glycerol kinase
YHR032W	ERC1	Member of the multi-drug and toxin extrusion (MATE) family
YHR036W	BRL1	Essential nuclear envelope integral membrane protein
YHR039C	MSC7	Protein of unknown function
YHR072W-A	NOP10	Subunit of box H/ACA snoRNP complex
YHR084W	STE12	Transcription factor that is activated by a MAPK signaling cascade
YHR087W	RTC3	Protein of unknown function involved in RNA metabolism
YHR121W	LSM12	Protein of unknown function that may function in RNA processing
YHR131C		Putative protein of unknown function
YHR158C	KEL1	Protein required for proper cell fusion and cell morphology
YHR170W	NMD3	Protein involved in nuclear export of the large ribosomal subunit
YHR172W	SPC97	Component of the microtubule-nucleating Tub4p (gamma-tubulin) complex
YHR186C	KOG1	Subunit of TORC1
YIL016W	SNL1	Ribosome-associated protein
YIL022W	TIM44	Essential component of the TIM23 complex
YIL103W	DPH1	Protein required for synthesis of diphthamide
YIL124W	AYR1	Bifunctional triacylglycerol lipase and 1-acyl DHAP reductase
YIL133C	RPL16A	Ribosomal 60S subunit protein L16A
YIR029W	DAL2	Allantoicase
YJL026W	RNR2	Ribonucleotide-diphosphate reductase (RNR), small subunit
YJL046W	AIM22	Putative lipoate-protein ligase
YJL130C	URA2	Bifunctional carbamoylphosphate synthetase/aspartate transcarbamylase

YJL146W	IDS2	Protein involved in modulation of Ime2p activity during meiosis
YJL164C	TPK1	cAMP-dependent protein kinase catalytic subunit
YJL168C	SET2	Histone methyltransferase with a role in transcriptional elongation
YJL183W	MNN11	Subunit of a Golgi mannosyltransferase complex
YJL196C	ELO1	Elongase I, medium-chain acyl elongase
YJL209W	CBP1	Mitochondrial protein, regulator of COB mRNA stability and translation
YJR034W	PET191	Protein required for assembly of cytochrome c oxidase
YJR054W	KCH1	Potassium transporter that mediates K ⁺ influx
YJR131W	MNS1	Alpha-1,2-mannosidase
YKL004W	AUR1	Phosphatidylinositol:ceramide phosphoinositol transferase
YKL038W	RGT1	Glucose-responsive transcription factor
YKL076C	PSY1	Dubious open reading frame
YKL092C	BUD2	GTPase activating factor for Rsr1p/Bud1p
YKL098W	MTC2	Protein of unknown function
YKL119C	VPH2	Integral membrane protein required for V-ATPase function
YKL125W	RRN3	Protein required for transcription of rDNA by RNA polymerase I
YKL138C-A	HSK3	Essential subunit of the Dam1 complex (aka DASH complex)
YKL166C	TPK3	cAMP-dependent protein kinase catalytic subunit
YKL175W	ZRT3	Vacuolar membrane zinc transporter
YKL184W	SPE1	Ornithine decarboxylase
YKL196C	YKT6	Vesicle membrane protein (v-SNARE) with acyltransferase activity
YKL215C	OXP1	5-oxoprolinase
YKR027W	BCH2	Member of the ChAPs (Chs5p-Arf1p-binding proteins) family
YKR058W	GLG1	Glycogenin glucosyltransferase
YKR079C	TRZ1	tRNA 3'-end processing endonuclease tRNase Z
YKR089C	TGL4	Multifunctional lipase/hydrolase/phospholipase
YLL013C	PUF3	Protein of the mitochondrial outer surface
YLL048C	YBT1	Transporter of the ATP-binding cassette (ABC) family
YLR008C	PAM18	Subunit of the import motor (PAM complex)
YLR084C	RAX2	N-glycosylated protein
YLR135W	SLX4	Endonuclease involved in processing DNA
YLR202C		Dubious open reading frame
YLR219W	MSC3	Protein of unknown function
YLR224W		F-box protein and component of SCF ubiquitin ligase complexes
YLR241W		Putative protein of unknown function
YLR287C		Putative protein of unknown function
YLR326W		Putative protein of unknown function
YLR332W	MID2	O-glycosylated plasma membrane protein
YLR378C	SEC61	Conserved ER protein translocation channel

YLR451W	LEU3	Zinc-knuckle transcription factor, repressor and activator
YLR455W		Nuclear protein of unknown function
YML020W		Putative protein of unknown function
YML023C	NSE5	Component of the SMC5-SMC6 complex
YML032C	RAD52	Protein that stimulates strand exchange
YML037C		Putative protein of unknown function
YML038C	YMD8	Putative nucleotide sugar transporter
YML052W	SUR7	Plasma membrane protein of unknown function involved with endocytosis
YML055W	SPC2	Subunit of signal peptidase complex
YML056C	IMD4	Inosine monophosphate dehydrogenase
YML071C	COG8	Component of the conserved oligomeric Golgi complex
YML108W		Protein of unknown function
YML117W	NAB6	Putative RNA-binding protein
YMR033W	ARP9	Component of both the SWI/SNF and RSC chromatin remodeling complexes
YMR059W	SEN15	Subunit of the tRNA splicing endonuclease
YMR080C	NAM7	ATP-dependent RNA helicase of the SFI superfamily
YMR134W	ERG29	Protein of unknown function involved in ergosterol biosynthesis
YMR173W-A		Dubious open reading frame
YMR200W	ROT1	Molecular chaperone involved in protein folding in ER
YMR226C		NADP(+)-dependent serine dehydrogenase and carbonyl reductase
YMR234W	RNH1	Ribonuclease H1
YMR300C	ADE4	Phosphoribosylpyrophosphate amidotransferase (PRPPAT)
YNL018C		Putative protein of unknown function
YNL031C	HHT2	Histone H3
YNL094W	APP1	Phosphatidate phosphatase, converts phosphatidate to diacylglycerol
YNL139C	THO2	Subunit of the THO complex
YNL147W	LSM7	Lsm (Like Sm) protein
YNL149C	PGA2	Essential protein required for maturation of Gas1p and Pho8p
YNL152W	INN1	Essential protein that associates with contractile actomyosin ring
YNL189W	SRP1	Karyopherin alpha homolog
YNL199C	GCR2	Transcriptional activator of genes involved in glycolysis
YNL233W	BNI4	Targeting subunit for Glc7p protein phosphatase
YNL234W		Protein of unknown function with similarity to globins
YNL239W	LAP3	Cysteine aminopeptidase with homocysteine-thiolactonase activity
YNL255C	GIS2	Translational activator for mRNAs with internal ribosome entry sites
YNL280C	ERG24	C-14 sterol reductase
YNL286W	CUS2	Putative checkpoint factor in transcription

YNR017W	TIM23	Essential component of the TIM23 complex
YNR047W	FPK1	Ser/Thr protein kinase
YNR053C	NOG2	Putative GTPase
YOL004W	SIN3	Component of both the Rpd3S and Rpd3L histone deacetylase complexes
YOL028C	YAP7	Putative basic leucine zipper (bZIP) transcription factor
YOL042W	NGL1	Putative endonuclease
YOL061W	PRS5	5-phospho-ribosyl-1(alpha)-pyrophosphate synthetase
YOL063C	CRT10	Protein involved in transcriptional regulation of RNR2 and RNR3
YOL098C		Putative metalloprotease
YOL136C	PFK27	6-phosphofructo-2-kinase
YOL155C	HPF1	Haze-protective mannoprotein
YOR062C		Protein of unknown function
YOR065W	CYT1	Cytochrome c1
YOR083W	WHI5	Repressor of G1 transcription
YOR086C	TCB1	Lipid-binding ER protein involved in ER-plasma membrane tethering
YOR113W	AZF1	Zinc-finger transcription factor
YOR142W	LSC1	Alpha subunit of succinyl-CoA ligase
YOR188W	MSB1	Protein of unknown function
YOR193W	PEX27	Peripheral peroxisomal membrane protein
YOR209C	NPT1	Nicotinate phosphoribosyltransferase
YOR228C	MCP1	Mitochondrial protein of unknown function involved in lipid homeostasis
YOR232W	MGE1	Mitochondrial matrix cochaperone
YOR260W	GCD1	Gamma subunit of the translation initiation factor eIF2B
YOR303W	CPA1	Small subunit of carbamoyl phosphate synthetase
YOR304W	ISW2	ATP-dependent DNA translocase involved in chromatin remodeling
YOR307C	SLY41	Protein involved in ER-to-Golgi transport
YOR335C	ALA1	Cytoplasmic and mitochondrial alanyl-tRNA synthetase
YOR347C	PYK2	Pyruvate kinase
YOR359W	VTI1	Flap-structured DNA-binding and RNA-binding protein
YOR369C	RPS12	Protein component of the small (40S) ribosomal subunit
YPL004C	LSP1	Primary component of eisosomes
YPL012W	RRP12	Protein required for export of the ribosomal subunits
YPL019C	VTC3	Subunit of vacuolar transporter chaperone (VTC) complex
YPL032C	SVL3	Protein of unknown function
YPL083C	SEN54	Subunit of the tRNA splicing endonuclease
YPL092W	SSU1	Plasma membrane sulfite pump involved in sulfite metabolism
YPL118W	MRP51	Mitochondrial ribosomal protein of the small subunit

YPL132W	COX11	Protein required for delivery of copper to Cox1p
YPL203W	TPK2	cAMP-dependent protein kinase catalytic subunit
YPL236C	ENV7	Vacuolar membrane protein kinase
YPR018W	RLF2	Largest subunit (p90) of the Chromatin Assembly Complex (CAF-1)
YPR070W	MED1	Subunit of the RNA polymerase II mediator complex
YPR072W	NOT5	Subunit of CCR4-NOT global transcriptional regulator
YPR124W	CTR1	High-affinity copper transporter of the plasma membrane
YPR131C	NAT3	Catalytic subunit of the NatB N-terminal acetyltransferase
YPR143W	RRP15	Nucleolar protein
YPR204W		DNA helicase encoded within the telomeric Y' element

Table S10. Initiation at upstream ACG in BY4742

**Systematic Name**	**Standard Name**	**Description**
YAL014C	SYN8	Endosomal SNARE related to mammalian syntaxin 8
YAR008W	SEN34	Subunit of the tRNA splicing endonuclease
YAR015W	ADE1	N-succinyl-5-aminoimidazole-4-carboxamide ribotide synthetase
YBL093C	ROX3	Subunit of the RNA polymerase II mediator complex
YBR007C	DSF2	Deletion suppressor of mpt5 mutation
YBR135W	CKS1	Cyclin-dependent protein kinase regulatory subunit and adaptor
YBR193C	MED8	Subunit of the RNA polymerase II mediator complex
YCR023C		Vacuolar membrane protein of unknown function
YCR027C	RHB1	Putative Rheb-related GTPase
YDL003W	MCD1	Essential alpha-kleisin subunit of the cohesin complex
YDL076C	RXT3	Component of the Rpd3L histone deacetylase complex
YDL077C	VAM6	Vacuolar protein involved in vacuolar membrane fusion tethering
YDL112W	TRM3	2'-O-ribose methyltransferase
YDL136W	RPL35B	Ribosomal 60S subunit protein L35B
YDL160C	DHH1	Cytoplasmic DExD/H-box helicase, stimulates mRNA decapping
YDL179W	PCL9	Cyclin
YDL208W	NHP2	Protein related to mammalian high mobility group (HMG) proteins
YDL224C	WHI4	Putative RNA binding protein
YDR133C		Dubious open reading frame
YDR154C		Dubious open reading frame
YDR210W		Predicted tail-anchored plasma membrane protein
YDR237W	MRPL7	Mitochondrial ribosomal protein of the large subunit
YDR281C	PHM6	Protein of unknown function
YDR284C	DPP1	Diacylglycerol pyrophosphate (DGPP) phosphatase

YDR309C	GIC2	Redundant rho-like GTPase Cdc42p effector
YDR545W	YRF1-1	Helicase encoded by the Y' element of subtelomeric regions
YER071C	TDA2	Protein of unknown function
YER072W	VTC1	Subunit of the vacuolar transporter chaperone (VTC) complex
YER088C-A		Dubious open reading frame
YER110C	KAP123	Karyopherin beta
YER118C	SHO1	Transmembrane osmosensor for filamentous growth and HOG pathways
YER159C	BUR6	Subunit of a heterodimeric NC2 transcription regulator complex
YGL071W	AFT1	Transcription factor involved in iron utilization and homeostasis
YGR017W		Putative protein of unknown function
YGR026W		Putative protein of unknown function
YGR137W		Dubious open reading frame
YGR156W	PTI1	Essential component of CPF (cleavage and polyadenylation factor)
YGR170W	PSD2	Phosphatidylserine decarboxylase of the Golgi and vacuolar membranes
YHL026C		Putative protein of unknown function
YHL034C	SBP1	Protein that binds eIF4G and has a role in repression of translation
YHR007C	ERG11	Lanosterol 14-alpha-demethylase
YHR162W	MPC2	Highly conserved subunit of the mitochondrial pyruvate carrier
YIL087C	AIM19	Putative protein of unknown function
YIL133C	RPL16A	Ribosomal 60S subunit protein L16A
YIL153W	RRD1	Peptidyl-prolyl cis/trans-isomerase
YIL177C		Putative Y' element ATP-dependent helicase
YJL016W		Putative protein of unknown function
YJL046W	AIM22	Putative lipoate-protein ligase
YJL154C	VPS35	Endosomal subunit of membrane-associated retromer complex
YJL166W	QCR8	Subunit 8 of ubiquinol cytochrome-c reductase (Complex III)
YJL225C		Putative Y' element ATP-dependent helicase
YKL032C	IXR1	Transcriptional repressor that regulates hypoxic genes during normoxia
YKL138C-A	HSK3	Essential subunit of the Dam1 complex (aka DASH complex)
YKL148C	SDH1	Flavoprotein subunit of succinate dehydrogenase
YKL183W	LOT5	Protein of unknown function
YKL198C	PTK1	Putative serine/threonine protein kinase
YKR001C	VPS1	Dynamin-like GTPase required for vacuolar sorting
YKR079C	TRZ1	tRNA 3'-end processing endonuclease tRNase Z
YLL021W	SPA2	Component of the polarisome

YLL048C	YBT1	Transporter of the ATP-binding cassette (ABC) family
YLR026C	SED5	cis-Golgi t-SNARE syntaxin
YLR042C		Protein of unknown function
YLR084C	RAX2	N-glycosylated protein
YLR221C	RSA3	Protein with a likely role in ribosomal maturation
YLR254C	NDL1	Homolog of nuclear distribution factor NudE
YLR340W	RPP0	Conserved ribosomal protein P0 of the ribosomal stalk
YLR467W	YRF1-5	Helicase encoded by the Y' element of subtelomeric regions
YML020W		Putative protein of unknown function
YML055W	SPC2	Subunit of signal peptidase complex
YML108W		Protein of unknown function
YML116W-A		Putative protein of unknown function
YML133C		Putative Y' element ATP-dependent helicase
YMR043W	MCM1	Transcription factor
YMR102C		Protein of unknown function
YMR176W	ECM5	Subunit of the Snt2C complex
YMR304C-A		Dubious open reading frame
YNL021W	HDA1	Putative catalytic subunit of a class II histone deacetylase complex
YNL156C	NSG2	Protein involved in regulation of sterol biosynthesis
YNL199C	GCR2	Transcriptional activator of genes involved in glycolysis
YNL233W	BNI4	Targeting subunit for Glc7p protein phosphatase
YNL239W	LAP3	Cysteine aminopeptidase with homocysteine-thiolactonase activity
YNL282W	POP3	Subunit of both RNase MRP and nuclear RNase P
YNR010W	CSE2	Subunit of the RNA polymerase II mediator complex
YNR044W	AGA1	Anchorage subunit of a-agglutinin of a-cells
YOL113W	SKM1	Member of the PAK family of serine/threonine protein kinases
YOR014W	RTS1	B-type regulatory subunit of protein phosphatase 2A (PP2A)
YOR307C	SLY41	Protein involved in ER-to-Golgi transport
YOR335C	ALA1	Cytoplasmic and mitochondrial alanyl-tRNA synthetase
YOR396W	YRF1-8	One of several telomeric Y' element-encoded DNA helicases
YPL070W	MUK1	Guanine nucleotide exchange factor (GEF)
YPL082C	MOT1	Essential protein involved in regulation of transcription
YPL092W	SSU1	Plasma membrane sulfite pump involved in sulfite metabolism
YPL144W	POC4	Component of a heterodimeric Poc4p-Irc25p chaperone
YPL183W-A	RTC6	Protein involved in translation
YPL221W	FLC1	Putative FAD transporter
YPR073C	LTP1	Protein phosphotyrosine phosphatase of unknown cellular role
YPR128C	ANT1	Peroxisomal adenine nucleotide transporter

Table S11 Initiation at upstream ACG in *tcs2Δ*

**Systematic Name**	**Standard Name**	**Description**
YAL014C	SYN8	Endosomal SNARE related to mammalian syntaxin 8
YAL039C	CYC3	Cytochrome c heme lyase (holocytochrome c synthase)
YAR008W	SEN34	Subunit of the tRNA splicing endonuclease
YAR015W	ADE1	N-succinyl-5-aminoimidazole-4-carboxamide ribotide synthetase
YAR075W		Non-functional protein with homology IMP dehydrogenase
YBL084C	CDC27	Subunit of the Anaphase-Promoting Complex/Cyclosome (APC/C)
YBL093C	ROX3	Subunit of the RNA polymerase II mediator complex
YBL111C		Helicase-like protein encoded within the telomeric Y' element
YBR007C	DSF2	Deletion suppressor of mpt5 mutation
YBR065C	ECM2	Pre-mRNA splicing factor
YBR112C	CYC8	General transcriptional co-repressor
YBR131W	CCZ1	Protein involved in vacuolar assembly
YBR135W	CKS1	Cyclin-dependent protein kinase regulatory subunit and adaptor
YBR148W	YSW1	Protein required for normal prospore membrane formation
YBR188C	NTC20	Member of the NineTeen Complex (NTC)
YBR193C	MED8	Subunit of the RNA polymerase II mediator complex
YBR206W		Dubious open reading frame
YBR257W	POP4	Subunit of both RNase MRP and nuclear RNase P
YBR262C	MIC12	Component of the MICOS complex
YCR023C		Vacuolar membrane protein of unknown function
YCR027C	RHB1	Putative Rheb-related GTPase
YDL003W	MCD1	Essential alpha-kleisin subunit of the cohesin complex
YDL013W	SLX5	Subunit of the Slx5-Slx8 SUMO-targeted ubiquitin ligase complex
YDL076C	RXT3	Component of the Rpd3L histone deacetylase complex
YDL077C	VAM6	Vacuolar protein involved in vacuolar membrane fusion tethering
YDL095W	PMT1	Protein O-mannosyltransferase of the ER membrane
YDL097C	RPN6	Essential, non-ATPase regulatory subunit of the 26S proteasome lid
YDL112W	TRM3	2'-O-ribose methyltransferase
YDL136W	RPL35B	Ribosomal 60S subunit protein L35B
YDL160C	DHH1	Cytoplasmic DExD/H-box helicase, stimulates mRNA decapping
YDL179W	PCL9	Cyclin
YDL208W	NHP2	Protein related to mammalian high mobility group (HMG) proteins
YDL224C	WHI4	Putative RNA binding protein

YDL235C	YPD1	Phosphorelay intermediate protein
YDR118W	APC4	Subunit of the Anaphase-Promoting Complex/Cyclosome (APC/C)
YDR133C		Dubious open reading frame
YDR144C	MKC7	GPI-anchored aspartyl protease
YDR154C		Dubious open reading frame
YDR192C	NUP42	FG-nucleoporin component of central core of the nuclear pore complex
YDR210W		Predicted tail-anchored plasma membrane protein
YDR237W	MRPL7	Mitochondrial ribosomal protein of the large subunit
YDR284C	DPP1	Diacylglycerol pyrophosphate (DGPP) phosphatase
YDR309C	GIC2	Redundant rho-like GTPase Cdc42p effector
YDR335W	MSN5	Karyopherin
YDR421W	ARO80	Zinc finger transcriptional activator of the Zn2Cys6 family
YDR490C	PKH1	Serine/threonine protein kinase
YDR528W	HLR1	Protein involved in regulation of cell wall composition and integrity
YDR545W	YRF1-1	Helicase encoded by the Y' element of subtelomeric regions
YEL053C	MAK10	Non-catalytic subunit of N-terminal acetyltransferase of the NatC type
YEL075C		Putative protein of unknown function
YER014W	HEM14	Protoporphyrinogen oxidase
YER072W	VTC1	Subunit of the vacuolar transporter chaperone (VTC) complex
YER088C-A		Dubious open reading frame
YER110C	KAP123	Karyopherin beta
YER118C	SHO1	Transmembrane osmosensor for filamentous growth and HOG pathways
YER159C	BUR6	Subunit of a heterodimeric NC2 transcription regulator complex
YER190W	YRF1-2	Helicase encoded by the Y' element of subtelomeric regions
YFL064C		Putative protein of unknown function
YGL071W	AFT1	Transcription factor involved in iron utilization and homeostasis
YGL073W	HSF1	Trimeric heat shock transcription factor
YGL137W	SEC27	Essential beta'-coat protein of the COPI coatomer
YGR017W		Putative protein of unknown function
YGR026W		Putative protein of unknown function
YGR137W		Dubious open reading frame
YGR156W	PTI1	Essential component of CPF (cleavage and polyadenylation factor)
YGR170W	PSD2	Phosphatidylserine decarboxylase of the Golgi and vacuolar membranes
YGR209C	TRX2	Cytoplasmic thioredoxin isoenzyme
YGR281W	YOR1	Plasma membrane ATP-binding cassette (ABC) transporter

How the deposited data were processed for this re-analysis (not part of the article)

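Ribosome-protected fragments (RPFs) of 28 nt were sequenced from 2 biological replicates of BY4742 and 2 of *tcs2*∆, grown in YPD at 30 °C. The paper gives an optical density of 0.6 at harvest and the sample labels give 0.6 to 0.8. The deposited values are counts: the authors removed adaptors with CutAdapt, took out reads that map to rRNA, aligned the rest to sacCer3 (with Bowtie2 according to the paper, while the labels list Bowtie 0.12.7), and counted reads per gene with HTSeq 0.5.3p3. The mode, strand setting and annotation release of HTSeq were not found in the paper or the labels. The paper's own calls came from DESeq 1.6.1 (version from the labels), which was not run here. The counts are raw, not normalized and not pooled.

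Each table holds 6603 genes and 5 summary rows of HTSeq that name no gene. The summary rows were left out of library sizes and tests. They held 21.1% and 31.3% of all counts in BY4742 replicates 1 and 2, and 18% and 16.3% in *tcs2*∆ replicates 1 and 2. Reads outside genes were 9.99%, 14.3%, 7.1% and 6.94% of the mapped reads in the same order, and reads on more than 1 gene were 0.132% to 0.19%. The 10 most abundant genes held 15.6% to 17.8% of the gene counts. Counts assigned to genes ranged from 32002190 to 60060967 for each library, at which depth the spread between replicates exceeded counting noise. The biological coefficient of variation was 17.2%. Coordinates, coding lengths and GC content came from the RefSeq annotation of sacCer3, in which 5919 of the 6603 genes have an entry and 684 do not. Genes without an entry were tested, but have no RPKM.

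Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test) with strain as the only term, which left out 491 genes with low counts. Benjamini-Hochberg adjusted p-values under 0.05 were called, with no threshold on the fold, as in the paper's statement of its test. CPM are counts scaled to the TMM-adjusted library sizes. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Replicate numbers do not pair libraries of the strains in the paper, so they were not a term of the model. The test was checked on simulated data for this comparison, with counts drawn for the real genes (6038 tested) and 200 genes changed. It recovered 71% of the genes changed 2-fold and 93% of those changed 4-fold, with 11 false calls among 175. The simulation drew genes independently, gave both strains the same spread and changed as many genes up as down. In the real libraries 1766 genes (28.9% of those tested) were called, and whole chromosomes and ribosomal protein genes shifted together. These rates may therefore not hold for the real comparison.

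The 39 gene lists were written from textbook pathways before the data were examined, but after the paper's tables had been read, as were the choice of tests and the alternatives. They cover biosynthesis of arginine, histidine, lysine, branched-chain, aromatic and sulfur amino acids, the threonine and serine pathways, catabolism of arginine and proline, regulators of amino acid control, responses to phosphate, zinc, iron, nitrogen, stress, heat, hypoxia and DNA damage, carbon metabolism and respiration, protein folding and turnover, ribosomes and their synthesis, RNA polymerases, elongation factors, histones, mating type, tRNA modification and the strain's markers. Each list was tested with Fisher's exact test and with limma 3.58.1 (camera with a preset correlation of 0.01 and with an estimated correlation, adjusted over the 39 lists). Fry from limma was also run on each list, without adjustment over the lists. With the estimated correlation, none of the 39 lists passed. This cannot decide, because that version has only the few degrees of freedom left by the 4 libraries. Arginine biosynthesis had an estimated correlation of 0.00119, below the preset 0.01, and still did not pass (adjusted p = 0.312 from camera). Over all lists the estimates ran from -0.106 for the DNA damage response to 0.913 for histones, with 0.578 for cytosolic ribosomal proteins. Where the genes of a list are correlated well above 0.01, the preset correlation gives too small a p-value. Chromosomes were tested with Fisher's exact test and both versions of camera. They were also given 95% bootstrap intervals of their medians from 2000 resamples of their genes, and examined in windows of 25 tested genes moved by 5. The intervals hold no spread between cultures.

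Genes named in the text were chosen by a rule: the deleted gene, the genes that the paper's text and Tables 1, S5, S14 and S15 name for the profiling, the 10 largest increases and decreases among called genes with at least 10 CPM in the higher strain and separate libraries, up to 4 members of each list with the smallest adjusted p, and all members of 6 lists (arginine biosynthesis, polyphosphate, alpha-specific and a-specific genes, t6A synthesis, markers). This gave *SUA5*, *GCN4* and 206 other genes. Other genes are named only where the text says so.

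The alternatives were median-ratio (RLE) size factors, DESeq2 1.42.0, edgeR's exact test, no filter on low counts, a term for replicate number, a threshold of 2-fold, an offset that takes out each library's shift of each chromosome, an offset for coding length and GC content with and without the replicate term, and leaving out each library in turn. When 1 library was left out, the lone library of its strain was assumed to vary like those of the other strain. The settings chosen after seeing the data left out the genes of chromosomes I, II, VI and IX, used only genes with a RefSeq entry as background, or took ribosomal protein genes out of Table S17. RNA libraries, the *ncs6*∆ data, the microarrays and the complete list of Gcn4-bound genes were not analysed. Frameshifts, read-through, start codons and codon occupancy were left out because counts per gene do not hold positions within genes.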

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

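The tests of a single library and of a doubled copy for the chromosomes, both tests of the mating genes, and the test of a single library for the phosphate genes were chosen only after the result was seen.

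The results here are medians of log2 fold change of chromosomes and of gene lists other than those of arginine and polyphosphate metabolism that differed from the other tested genes by camera with a preset correlation (adjusted p under 0.05). The control is the BY4742 libraries. None passed with a correlation estimated from the 4 libraries, which leave that version too few degrees of freedom to decide. The estimates for several of these lists were well above the preset 0.01, up to 0.913 for histones. For such lists the preset can give too small a p-value. The paper discusses some members of these lists, among them ribosomal proteins, RNA polymerase subunits, H2A and H2B for their arginine codons and 2 ribosomal proteins and 2 phosphatases for their decrease. What is given here is the change of each list as a whole.

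Among the chromosomes, the medians were 0.46 for I, 0.52 for II and 0.46 for IX, and -0.79 for VI. In Tables S3 and S4, 58 of the paper's 196 increased genes lie on chromosomes I, II and IX (29.6%), and 18 of its 111 decreased genes lie on chromosome VI (16.2%). The study chose these genes from the same libraries, so this is not independent evidence. A trend with coding length and GC content is argued against, since after a correction for both the smallest of the 4 medians in size was 0.41. Every one of the 145 windows of 25 genes on the 4 chromosomes lay on its chromosome's side of 0, the closest at 0.15. Windows on the other nuclear chromosomes ran from -0.43 to 0.43, a comparison made after these values were seen. Those of chromosomes I (0.46 to 0.76) and VI (-0.97 to -0.47) all lay outside that range. For chromosomes I and VI, a change in only a segment is argued against. For chromosomes II and IX the windows cannot decide, since the lowest (0.15 and 0.29) lay inside that range. Neighbouring windows share genes, so they are not independent. A single unusual library is argued against by the 4 comparisons of 1 *tcs2*∆ with 1 BY4742 library, in which the smallest size was 0.4. A doubled copy of chromosomes I, II and IX in every cell, with RPFs in proportion to copies, would give a log2 fold change of 1, and the highest upper bound of the 3 intervals was 0.6. These intervals resample genes and hold no spread between cultures. In the 4 comparisons of single libraries the highest median of these chromosomes was 0.527. A candidate explanation that stays open is a change in the copy number of whole chromosomes, for example in part of the cells, or in a strain with another ploidy. The windows on the 4 chromosomes were on their side in 100% of cases. Of the 933 windows of the other nuclear chromosomes, 23% lay above 0.1 and 24.3% below -0.1, over the bound of 20% set beforehand. That bound cannot decide, since a copy-number change of these 4 chromosomes sets no limit on the spread of windows elsewhere. No DNA was measured. The strain is the only difference that the design names, and an effect of the loss of *TCS2* itself on these chromosomes was not tested.

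The alpha-specific genes (median -1.19, 4 of 6 decreased) and the haploid-specific and pheromone pathway genes (median -0.56, 9 of 16 decreased, but 3 and 4 without *tcs2*∆ replicates 1 and 2) were lower in *tcs2*∆. The log2 fold changes were -4.03 for *HO*, -2.84 for *SAG1*, -2.50 for *MF(ALPHA)2*, -1.55 for *SST2* and -1.52 for *AGA1*, all past the threshold in every setting tried. *MF(ALPHA)1* (-0.34, adjusted p = 0.193) and *STE3* (0.01, adjusted p = 0.972) did not pass. Without BY4742 replicate 2, *MF(ALPHA)1* was called decreased (-0.52, adjusted p = 0.0214), and without BY4742 replicate 1 it was at -0.17. Table S1 prints mating type a for BY4742. The libraries of both strains are taken here as alpha cells because *MF(ALPHA)1* had 1306 and 1029 CPM in BY4742 replicates 1 and 2 and 914 and 931.5 in *tcs2*∆. Repression by a1 and alpha2 as in a diploid was examined in *STE4*, *STE5*, *STE18*, *GPA1*, *FUS3*, *RME1* and *AXL1*, chosen for this test. For these genes it is argued against, since they had a median of -0.07 and values from -0.67 to 0.33. This explanation would lower all 7, and *STE4* (-0.67, adjusted p = 0.0239) and *STE5* (-0.56, adjusted p = 0.0315) were decreased by less than the genes above, while the other 5 did not pass. Neither passed without *tcs2*∆ replicate 1 (-0.80 and -0.50, adjusted p = 0.0631 and 0.238) or 2 (-0.55 and -0.61, adjusted p = 0.196 and 0.129), though their decreases stayed of similar size, *FUS3* was decreased with the chromosome offset (-0.64, adjusted p = 0.0301), *AXL1* was increased without BY4742 replicate 2 (0.47, adjusted p = 0.0324), and the median of the 7 lay between -0.23 and -0.01 when each library was left out. In addition, *HMRA1* had 11 and 7 counts in BY4742 and 6 and 10 in *tcs2*∆. Outside the 7, *HO* and *MATALPHA1* (-1.39, adjusted p = 0.00451 from edgeR) are also lowered by such repression. Both were decreased, which goes with that explanation. Cells of mating type a in the *tcs2*∆ cultures are argued against by the a-specific genes, whose median was -1.41 (-0.42 without BY4742 replicate 1 and -2.07 without *tcs2*∆ replicate 2, where the list passed as decreased with adjusted p = 0.0125) at low counts (*MFA1* 1.19 and 0.391 CPM in BY4742 and *tcs2*∆, *MFA2* 1.52 and 0.287). No other explanation was tested.

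The genes of the response to phosphate starvation had a median of -2.53, with 14 of 16 decreased (15 when adjusted over the list alone). The list shares *VTC1*, *VTC3* and *VTC4* with that of polyphosphate metabolism. Of its 16 genes, 4 lie on chromosomes I, II, VI or IX, and a link to the shifts of these chromosomes was not tested. A single unusual library is argued against, since in the 4 comparisons of single libraries the highest median was -2.49, as is a trend with coding length and GC content, since the median after the correction was -2.48. The BY4742 libraries differed from each other for several of these genes, with 573.4 and 324.6 CPM for *PHO84* in replicates 1 and 2 and 2.07 and 4.85 in *tcs2*∆. A difference in phosphate between the cultures was not measured and stays open, as does an effect of the deletion.

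Lists with more RPFs in *tcs2*∆ were the general stress response of Msn2 and Msn4 (median 1.9, 22 of 26 increased and 0 decreased), autophagy and vacuolar proteases (1.31, 14 of 17 and 1), the tricarboxylic acid cycle (1.11, 8 of 15 and 1), nitrogen catabolite repression (0.88, 16 of 26 and 1), glycogen and trehalose (0.75, 8 of 18 and 2), branched-chain amino acids (0.67, 6 of 10 and 0), sulfur amino acids (0.55, 10 of 22 and 2), the iron regulon of Aft1 (0.5, 6 of 23 and 0), serine, glycine and one-carbon metabolism (0.37, 5 of 12 and 0) and glucose-repressed carbon metabolism (0.36, 10 of 23 and 1). Without BY4742 replicate 1, the medians of the iron regulon and of glycogen and trehalose were 0.27 and 0.36, and the iron regulon did not pass (adjusted p = 0.0932), with 2 of its genes decreased. Without BY4742 replicate 2, 11 genes of the iron regulon were increased, 3 of glucose-repressed metabolism and 1 of serine, glycine and one-carbon metabolism were decreased, and the medians were 1.25 for glycogen and trehalose and 0.23 for serine, glycine and one-carbon metabolism. Without *tcs2*∆ replicate 1, the median of branched-chain amino acids was 0.41, with 2 genes increased. Without *tcs2*∆ replicate 2, the iron regulon did not pass (adjusted p = 0.0766), and 5 of its genes, 6 of nitrogen catabolite repression and 4 of glucose-repressed metabolism were decreased.

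Lists with fewer RPFs were cytosolic ribosomal proteins (-1.25, 137 of 138 decreased and 0 increased), the zinc regulon of Zap1 (-0.61, 4 of 12 and 2), RNA polymerases I and III (-0.57, 6 of 19 and 0), histones (-0.56, 2 of 9 and 0), ribosome biogenesis (-0.5, 10 of 50 and 0), hypoxic genes (-0.48, 6 of 14 and 3) and translation elongation factors (-0.36, 4 of 11 and 0). The zinc and hypoxic lists thus moved in both directions. Histones did not pass with the length and GC offset (-0.33, adjusted p = 0.173, and -0.30 with adjusted p = 0.138 with the replicate term added) or without BY4742 replicate 1 (-0.34, adjusted p = 0.133). Hypoxic genes did not pass with the length and GC offset and the replicate term, though the median was larger in size (-0.81, adjusted p = 0.0761), nor without BY4742 replicate 1 (-0.50, adjusted p = 0.187) or *tcs2*∆ replicate 1 (-0.35, adjusted p = 0.0696). Elongation factors did not pass without *tcs2*∆ replicate 2 (-0.27, adjusted p = 0.0595). Without BY4742 replicate 1, the medians of the zinc regulon and RNA polymerases were -0.20 and -0.35. Without BY4742 replicate 2, 28 genes of ribosome biogenesis, 13 of RNA polymerases and 9 of histones (median -0.90) were decreased, and 2 of ribosome biogenesis were increased. Without *tcs2*∆ replicate 1, 3 hypoxic genes and 1 histone gene were decreased, and no gene of the zinc regulon was increased. Without *tcs2*∆ replicate 2, 4 genes of ribosome biogenesis (median -0.28), 1 of RNA polymerases and 2 of elongation factors were decreased, and the medians of the zinc regulon and hypoxic genes were -0.37 and -1.09. No explanation was tested for any of the lists with more or fewer RPFs.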

How the results depend on the processing

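The settings without chromosomes I, II, VI and IX and without ribosomal protein genes were chosen only after the result was seen. Causes were not tested, except that fewer genes or libraries enter where genes or libraries were left out.

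Without 1 library, 667 to 1321 genes were increased and 474 to 1049 decreased, the lowest of each without *tcs2*∆ replicate 1 and the highest without BY4742 replicate 2. A threshold of 2-fold gave 465 and 351 genes. Without the genes of chromosomes I, II, VI and IX, 684 were increased. With a term for replicate number, 1204 and 895 genes were called. The numbers do not pair the libraries, since the deviations of same-numbered libraries from their strain's mean had a correlation of -0.014 across genes. The other settings gave 861 to 1216 increased and 665 to 938 decreased genes. Without 1 library, 53 to 104 genes of Table S17 were decreased, and 42 either without ribosomal protein genes or with a threshold of 2-fold. The 9 increased genes of arginine biosynthesis were called in every setting, as were the 15 of Table S5 where all chromosomes were kept. For polyphosphate metabolism the count was 5, or 4 without either *tcs2*∆ replicate, without the 4 chromosomes and with a threshold of 2-fold.

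The median of chromosome I was 0.436 with RLE size factors, 0.423 with no filter and 0.422 to 0.474 without 1 library. That of chromosome II was 0.464 with no filter and 0.449 to 0.527 without 1 library, and that of chromosome IX 0.441 to 0.535. The correlation of the BY4742 replicates was 0.99 on log2(RPKM + 1), 0.9745 on CPM, 0.9913 on log2 of these, 0.984 without the 10 most abundant genes and 0.9877 by Spearman's method.

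*SUA5* and *GCN4* were called in every setting. For the other 206 named genes, 2635 values over 13 settings were compared with the reported call: 2468 were on the same side, 94 were no longer past the threshold, 46 were newly past it and 27 changed direction, none of them called. Of the 94, 30 were without *tcs2*∆ replicate 1, 29 without *tcs2*∆ replicate 2 and 16 with the chromosome offset. The following log2 fold changes changed direction, and the cause was not tested. With the chromosome offset, *COX1* was 0.273, *HIS7* -0.119 and *QRI7* 0.021. With no filter, *QRI7* was 0.007 and *CGI121* 0.004. With RLE size factors, *STE3* was -0.016 and *PCC1* -0.004. With the replicate term, *STE3* was -0.003. With the length and GC offset, *GPR1* was -0.059, *STE3* -0.083 and *CGI121* 0.053, and with the replicate term added -0.078, -0.097 and 0.051. Without 1 library, *LYS2* ranged from -1.384 to 0.052, *GRS1* from -0.32 to 0.092, *GPR1* from -0.104 to 0.35, *QRI7* from -0.146 to 0.102, *AGA2* from -0.267 to 0.825, *STE3* from -0.226 to 0.221, *STE6* from -0.813 to 0.202, *PCC1* from -0.095 to 0.121, *CGI121* from -0.169 to 0.108 and *SWI1* from -0.242 to 0.012.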

Differences from the paper's values

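All comparisons here use tests and alternatives set before the data were examined.

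The paper reports 111 genes decreased and 196 increased in RPFs, at an adjusted alpha of 0.05 with DESeq. Here 724 and 1042 were called at the same alpha with edgeR. None of the alternatives reached the paper's counts. The lowest were 351 and 465, with a threshold of 2-fold that the paper does not state, and the highest 1049 and 1321. Of the paper's genes, 108 of 110 tested decreased genes and 188 of 196 increased genes were called in the same direction. The 2 decreased genes not called were *TIR4* (log2 fold change -0.42, adjusted p = 0.456) and YDR354C-A (-1.88, adjusted p = 0.067). The increased genes not called were *VBA2* (0.88, adjusted p = 0.0513), *FRE2* (0.71, adjusted p = 0.239), *FAT3* (0.09, adjusted p = 0.834) and 5 with a negative log2 fold change here, *EDS1* (-1.25, adjusted p = 0.0533), *ERR3* (-0.84), *ERR1* (-0.77), *ERR2* (-0.75) and *THI12* (-0.03). *ERR1*, *ERR2* and *ERR3* had near-equal counts in each library and may share reads, so their values may not be separate. *TIR4* was called decreased without *tcs2*∆ replicate 2 (adjusted p = 0.0106), and YDR354C-A with edgeR's exact test (0.0172) and without *tcs2*∆ replicate 2 (0.0444). *VBA2* was called increased with DESeq2 (adjusted p = 0.0241), the exact test (0.0177), no filter (0.0431), the replicate term (0.021), without BY4742 replicate 1 (0.0191) and without *tcs2*∆ replicate 1 (0.0135). These genes were named after their values were seen. Between 98 and 109 genes of Table S3 and between 184 and 189 of Table S4 were called in the settings that kept all chromosomes.

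For genes that use only AGA or AGG for arginine, the paper reports 12 decreased in RPFs, and 66 were called here. The alternatives gave 42 (with a threshold of 2-fold) to 104, so none reached it. Of the genes in Table S17, 12 are also in Table S3.

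The paper reports R = 0.9881 for the BY4742 replicates and R = 0.9959 for *tcs2*∆. Pearson's correlation of RPKM was 0.9014 and 0.9929 here. For BY4742, Spearman's correlation of RPKM (0.9877) was within 0.0005 of the paper's value, the difference taken here as none, and the other scales were not (0.9745 to 0.9913). For *tcs2*∆, CPM (0.9958) and log2 of these (0.9956) were, and the other scales were not (0.9892 to 0.9942).

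The paper reports about 130000000 mapped reads for each sample. The tables hold 55972368, 37423354, 45662215 and 64669509 mapped reads. No alternative bears on this.

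The paper states that pathways of arginine catabolism were not significantly increased. The values set beside it here are calls of single genes, from more called genes than the paper's, and not a test of a pathway. *CAR1* had a log2 fold change of 1.31 and *DUR1,2* of 2.07 here, and both were called in all settings that kept their chromosome, while *PUT2* was at 0.87 and lost its call without *tcs2*∆ replicate 1. *DUR1,2* is in the paper's Table S4, and *CAR1*, *PUT1* and *PUT2* are not. The paper states that *PUT1* was not increased. It was called here at 0.79 (adjusted p = 0.042), and not without BY4742 replicate 1 (adjusted p = 0.114) or without *tcs2*∆ replicate 2 (adjusted p = 0.142), over a range of 0.0073 to 0.142.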

Other observations

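No test of an explanation was run for the values in this part, and the genes follow the rule for named genes unless stated.

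Ribosomal protein genes were lower in *tcs2*∆ almost without exception. They held 32.1% and 28.9% of the gene counts in BY4742 replicates 1 and 2, and 17.6% and 17.1% in *tcs2*∆. Their log2 fold changes ran from -2.24 to -0.45, and *RPL16A*, named after its value was seen, was the only one of 138 not called (138 were called when adjusted over the list alone). *RPS2* fell from 7073 ± 108.4 to 2509 ± 278.4 CPM (SD, n = 2 each), a log2 fold change of -1.50 (adjusted p = 0.00136 from edgeR). Of the 137 called genes, 6 are in the paper's Table S3. *ESF1* and *IMP3*, which act in ribosome synthesis, had log2 fold changes of -1.97 and -1.69.

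Several genes of reserve carbohydrates, vacuolar proteolysis and use of poor nitrogen sources were higher, while *PGM1* was lower (log2 fold change -0.97, adjusted p = 0.00704 from edgeR, and 0.0504 without *tcs2*∆ replicate 2). *GPH1*, which encodes glycogen phosphorylase, rose from 23.9 ± 10.5 to 176.6 ± 3.00 CPM (SD, n = 2 each), a log2 fold change of 2.89 (adjusted p = 0.0014 from edgeR). The log2 fold changes were 2.64 for *GDB1*, 1.93 for *PEP4*, 1.66 for *PRC1*, 1.65 for *PTR2* and 2.54 for *DAL3*. Those of *GCV1* and *GCV2*, for the glycine cleavage system, were 2.31 and 2.65, and *GCV3* on chromosome I was at 1.96 and passed with the chromosome offset. *LYS20* and *LYS21*, for the first step of lysine synthesis, had -1.28 and -1.12. *LYS1* and *LYS12* on chromosome IX were increased, with 0.95 and 0.74, but not with the chromosome offset (0.44 and 0.23, adjusted p = 0.13 and 0.402), and *LYS12* not without *tcs2*∆ replicate 1 (adjusted p = 0.162).

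The other lists did not pass camera with either correlation in the reported test. Their median log2 fold changes were 0.07 for histidine biosynthesis, -0.36 for lysine biosynthesis, 0.35 for aromatic amino acids, -0.17 for the threonine pathway and -0.41 for regulators of amino acid control. Those of heat shock chaperones, glycolysis and the nuclear-encoded respiratory chain were 0.29, -0.08 and 0.03. Those of the unfolded protein response and the proteasome were both 0.33, that of the DNA damage response -0.19 and that of mitochondrially encoded genes -0.99. Genes of t6A synthesis, *SUA5* included, had -0.02, those of Elongator and thiolation -0.15, and the strain's markers -0.48. Some of these lists passed with the preset correlation in other settings: the proteasome in 6 (adjusted p from 0.0073 to 0.037), t6A synthesis with the replicate term (0.0292) and without either *tcs2*∆ replicate (0.0291 and 0.0428), heat shock chaperones without BY4742 replicate 2 (0.0349) or *tcs2*∆ replicate 1 (0.0319), and mitochondrially encoded genes without BY4742 replicate 1 (0.0225) or *tcs2*∆ replicate 1 (0.000442). Where t6A synthesis passed, its medians were -0.015, 0.049 and 0.005 in the same order. With the deleted *SUA5* in the list, its mean in the reported test was -0.82, against the median of -0.02. When each library was left out in turn, the median of mitochondrially encoded genes ran from -1.94 (without *tcs2*∆ replicate 1) to -0.57 (without BY4742 replicate 2), that of heat shock chaperones from 0.03 (without *tcs2*∆ replicate 2) to 0.45 (without BY4742 replicate 2) and that of the markers from -1.07 (without *tcs2*∆ replicate 2) to 0.05 (without *tcs2*∆ replicate 1). Those of the threonine pathway, Elongator and thiolation, the DNA damage response and glycolysis ran from -0.30 to -0.04, -0.28 to -0.06, -0.27 to -0.12 and -0.13 to -0.01. The medians of histidine biosynthesis, the respiratory chain and t6A synthesis changed sign.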
